# A genome-wide analysis of carbon catabolite repression in *Schizosaccharomyces pombe*

**DOI:** 10.1186/s12864-019-5602-8

**Published:** 2019-03-29

**Authors:** Dane Vassiliadis, Koon Ho Wong, Alex Andrianopoulos, Brendon J. Monahan

**Keywords:** *Schizosaccharomyces pombe*, Transcriptional regulation, Carbon metabolism, Carbon catabolite repression, Scr1, Tup11, Rst2, RNA-seq, ChIP-seq

## Abstract

**Background:**

Optimal glucose metabolism is central to the growth and development of cells. In microbial eukaryotes, carbon catabolite repression (CCR) mediates the preferential utilization of glucose, primarily by repressing alternate carbon source utilization. In fission yeast, CCR is mediated by transcriptional repressors Scr1 and the Tup/Ssn6 complex, with the Rst2 transcription factor important for activation of gluconeogenesis and sexual differentiation genes upon derepression. Through genetic and genome-wide methods, this study aimed to comprehensively characterize CCR in fission yeast by identifying the genes and biological processes that are regulated by Scr1, Tup/Ssn6 and Rst2, the core CCR machinery.

**Results:**

The transcriptional response of fission yeast to glucose-sufficient or glucose-deficient growth conditions in wild type and CCR mutant cells was determined by RNA-seq and ChIP-seq. Scr1 was found to regulate genes involved in carbon metabolism, hexose uptake, gluconeogenesis and the TCA cycle. Surprisingly, a role for Scr1 in the suppression of sexual differentiation was also identified, as homothallic scr1 deletion mutants showed ectopic meiosis in carbon and nitrogen rich conditions. ChIP-seq characterised the targets of Tup/Ssn6 and Rst2 identifying regulatory roles within and independent of CCR. Finally, a subset of genes bound by all three factors was identified, implying that regulation of certain loci may be modulated in a competitive fashion between the Scr1, Tup/Ssn6 repressors and the Rst2 activator.

**Conclusions:**

By identifying the genes directly and indirectly regulated by Scr1, Tup/Ssn6 and Rst2, this study comprehensively defined the gene regulatory networks of CCR in fission yeast and revealed the transcriptional complexities governing this system.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5602-8) contains supplementary material, which is available to authorized users.

## Background

Optimal carbon metabolism is vital to energy homeostasis and directly impacts the growth and development of cells. Glucose is a preferred source of carbon for most organisms and transcriptional or post-translational regulatory mechanisms have evolved to modulate gene expression to utilize available glucose in preference to other carbon sources, allowing cells to adapt to changing environmental carbon conditions. The transcriptional regulatory mechanism enforcing this preferential glucose utilization is referred to as carbon catabolite repression (CCR). CCR regulates several groups of genes including those required for sugar transport, carbon metabolism and cell proliferation, and dysregulation of these pathways can have severe physiological or pathological consequences [1–3].

In the fission yeast, *Schizosaccharomyces pombe*, CCR is mediated by Scr1, a conserved C_2_H_2_ zinc finger transcriptional repressor orthologous to the well characterized *Saccharomyces cerevisiae* Mig1 and *Aspergillus nidulans* CreA [4]. Mig1 and CreA possess strongly conserved zinc finger domains that bind similar DNA motifs, 5′-SYGGGG-3′ and 5′-SYGGRG-3′ respectively (Additional file 1: Figure S1) [5, 6]. At chromatin, CCR transcription factors co-localise with additional transcriptional machinery, such as the conserved Tup/Ssn6 complex, which is required to establish full transcriptional repression of CCR regulated genes [7–9]. In *S. cerevisiae*, various models of Tup/Ssn6 action have been proposed, ranging from the additional recruitment of chromatin modifying or remodeling machinery, to interference of RNA Pol II and Mediator [10–12]. The local glucose concentration tightly regulates the function and localisation of Scr1/Mig1/CreA and their interaction with Tup/Ssn6 [13–15]. In *S. pombe* and *S. cerevisiae*, this occurs via AMP-activated protein kinase (AMPK) mediated phosphorylation of Scr1/Mig1 upon glucose depletion, which dissociates these transcription factors from chromatin and triggers their nuclear export [16, 17].

Expression profiling analyses have revealed a diverse set of biological processes that are regulated by CCR in *S. cerevisiae*, *A. nidulans* and *Trichoderma reesei* [18–22]. However, in *S. pombe*, Scr1-mediated CCR has been shown to regulate just four genes: *inv1*^+^ (invertase), *gld1*^+^ (glycerol de-hydrogenase), *fbp1*^+^ (fructose bis-phosphatase), and *ght5*^+^ (transmembrane hexose transporter) [4, 23–25]. Loss of *scr1*^+^ function results in the loss of repression and the inappropriate expression of *inv1*^+^, *gld1*^+^ and *ght5*^+^ in the presence of glucose, indicating that Scr1 is chiefly responsible for their regulation in glucose-sufficient conditions. In contrast, loss of *scr1*^+^ results in poor *fbp1*^+^ upregulation presumably because *fbp1*^+^ requires active induction by Rst2 in the absence of repression via Scr1 [13]. Along with Scr1, the two *S. pombe* Tup1 orthologues, Tup11 and Tup12 are required for full repression of *fbp1*^+^ in glucose-replete conditions [13, 26]. In the absence of glucose, Scr1 is hyper-phosphorylated by the AMPK, Ssp2, and exported from the nucleus [13, 17]. This process has been thoroughly examined at the *fbp1*^+^ locus, whereby Scr1 is replaced at the *fbp1*^*+*^ promoter by the transcriptional activator Rst2, which induces *fbp1*^+^ expression to drive gluconeogenesis via potential modulation of Tup/Ssn6 function [13]. Rst2 contains a similar C_2_H_2_ zinc finger to Scr1, *S. cerevisiae* Mig1, and other CCR repressors (Additional file 1: Figure S1), and binds the DNA motif 5′-CCCCTC-3′, the complement of which is strikingly similar to the DNA binding motifs of *S. cerevisiae* Mig1 and *A. nidulans* CreA [27]. This suggests that, on a genome-wide level, CCR regulated genes may be toggled between repression and activation by opposing roles of Scr1 and Rst2.

Fungal systems, particularly the yeasts *S. pombe* and *S. cerevisiae*, are of major industrial importance in the production of consumable products, bio-fuels & pharmaceuticals [28–30]. These industrial processes rely on efficient utilization of the intrinsic carbon metabolism and fermentative capabilities of these organisms, and so, deepening our understanding of CCR and its governance over these metabolic processes will inform the development of novel strains which exhibit improved industrial performance phenotypes. To date, the gene regulatory networks controlled by CCR in *S. pombe* remain largely undefined. Using genetic and genome-wide methods, this study aimed to comprehensively characterize CCR in fission yeast by identifying the genes and biological processes regulated by Scr1, Tup/Ssn6 and Rst2. In the presence of glucose, *scr1*^*−*^ loss of function mutants showed derepression of genes involved in carbon source metabolism, hexose uptake, and gluconeogenesis. In addition, a role for CCR in the repression of sexual differentiation, a key indicator of nutrient stress in *S. pombe*, was identified. ChIP-seq analysis of Scr1, Tup11 and Rst2 localisation revealed striking co-occupancy of Scr1-Tup11 or Rst2-Tup11 at gene promoters in glucose-sufficient or glucose-deficient conditions respectively. Moreover, in glucose-sufficient conditions, co-occupancy of Scr1 and Rst2 was observed at a subset of key carbon metabolism genes also bound by Tup11, suggesting these two transcription factors may compete for binding to these target loci and that this may influence the transcriptional regulatory function of Tup/Ssn6. Overall these findings define several biological roles for the *S. pombe* CCR transcriptional machinery, paving the way for further in-depth functional characterisation of the *S. pombe* glucose repression network.

## Results

### Scr1 regulates a core subset of glucose-regulated genes in *S. pombe*

To identify genes with altered expression in response to glucose availability in *S. pombe*, RNA sequencing (RNA-seq) was performed on wild type cells from glucose-sufficient (YES 3% glucose), sucrose (YES 3% sucrose), glucose-deficient (YES 3% glycerol + 0.1% glucose), or glucose-starved (YES 3% glycerol) growth conditions (Additional file 1: Figure S2A). 

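The wild type data comprised 2 replicate cultures in each of the 4 growth conditions, and the authors deposited the number of reads counted on each of 7019 features, without normalization. Reads had been aligned to ASM294v2.25 and counted with options that assign a read to every feature it overlaps and to every place it maps, so the counts of overlapping genes and of near-identical gene copies are uncertain. By their identifiers, 5172 of the features were protein-coding genes and 1847 were non-coding. The libraries were built in 3 batches, of which batch A was unstranded and batches B and C were stranded. The glucose and sucrose replicates were in batches A and B, the glucose-deficient replicates in A and C, and the glucose-starved replicates in B and C. Total counts of these libraries ranged from 14305848 to 18441306. The median of the 2 libraries was 16409998 counts in glucose, 16280626 in sucrose, 17110454 in the glucose-deficient condition and 14791768 in the glucose-starved condition. Across the libraries of wild type and mutant cells, non-coding features took between 9.5% and 10.0% of the counts in batch A, between 2.5% and 4.9% in batch B and between 1.8% and 4.0% in batch C, with 95% Wilson intervals no wider than 0.014 percentage points on either side, which cover counting error only. A floor of 3 counts, the smallest signal considered, corresponded to between 0.161 and 0.21 CPM, a count scaled by its library's size, when scaled by library totals. Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test in a single fit of all 16 libraries of the study, wild type and mutant, with a term for the batch. After a filter on low counts, 5134 protein-coding genes and 1557 non-coding features were tested, and p-values were adjusted over all 6691 features by the Benjamini-Hochberg method. Features with an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1 were called differentially expressed, the thresholds given in the paper's methods.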

Pairwise comparison of all conditions revealed 2374 genes (approximately 46% of all *S. pombe* genes) responsive to glucose, which is consistent with the proportion of glucose-responsive genes identified in similar studies in *S. cerevisiae* [31–33] (Additional file 2: Table S1). 

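In the edgeR fit, 2462 protein-coding genes, 47.6% of the 5172 counted, were differentially expressed in at least 1 of the 6 pairwise comparisons of wild type conditions. The alternative that moved this number most was to drop the fold change minimum, which gave 4056 genes. With the replicate number as a block in place of the batch, 2356 genes were called. The deviations of same-numbered libraries from their condition means were correlated. The correlation was 0.97 between glucose and sucrose and 0.88 between glucose and the glucose-deficient condition. In each of these conditions replicate 1 was unstranded and replicate 2 stranded. The correlations therefore cannot tell paired cultures from a shared batch or library type. Between the glucose-deficient and glucose conditions, 216 genes were higher and 128 lower, and under the replicate block 196 were higher and 68 lower. These calls depended on the libraries fitted, as a fit of the 8 wild type libraries alone gave 24 higher and 1 lower. All 344 genes moved in the same direction when only the batch A libraries of these conditions were compared, but those libraries also enter the fit. Of genes whose libraries did not overlap between the conditions, *mug14* (SPBC359.06, chromosome II, 128660 to 129742) had the largest rise in the glucose-deficient condition, from 6.84 ± 0.506 CPM in glucose to 1744 ± 109 CPM (SD, n = 2 each), a log2 fold change of 8.38 (SE 0.90, edgeR adjusted p = 0.000257) and of 7.83 within batch A. *SPBPB10D8.03* (chromosome II, 87727 to 89029) fell from 7.71 ± 1.42 to 0.427 ± 0.308 CPM (SD, n = 2 each), a log2 fold change of -4.03 (SE 0.77, edgeR adjusted p = 0.00579), with -3.15 within batch A. *urg2* (SPAC1002.17c, chromosome I, 1830609 to 1831951) fell from 195.7 ± 44.3 to 12.4 ± 4.13 CPM (SD, n = 2 each), a log2 fold change of -3.77 (SE 1.1, edgeR adjusted p = 0.0344) and -4.10 within batch A, and its call was lost under 1 alternative. *SPAC212.03* (chromosome I, 23589 to 24054) had 0 counts in both glucose-deficient libraries, and its mean in glucose, where the libraries had 0.145 and 1.2 CPM, was at least 3.22-fold higher; without the second glucose replicate, the ratio to the floor was 0.691, which shows no fall.

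**Figure D1:**
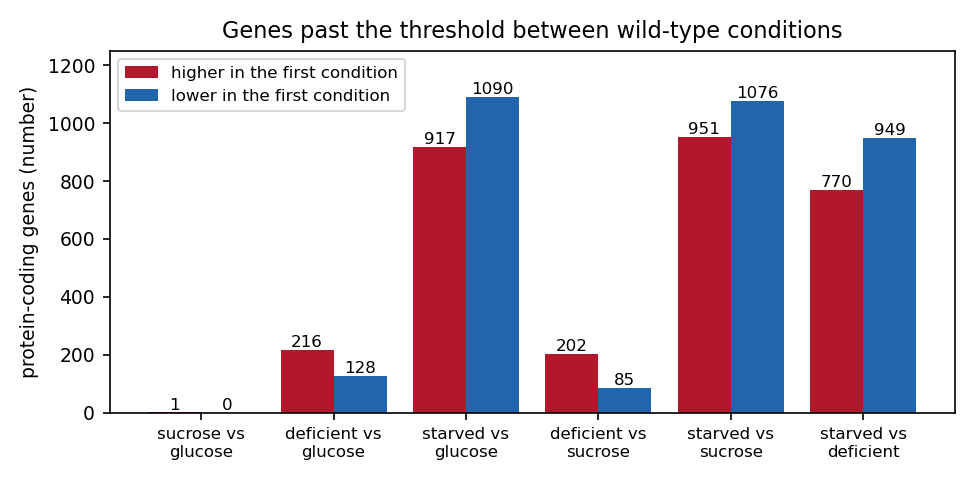
Number of protein-coding genes past the threshold (vertical axis) in each pairwise comparison of wild type conditions, split into genes higher and genes lower in the first-named condition. The comparisons that include the glucose-starved condition have between 770 and 1090 genes in each direction, and sucrose against glucose has 1 gene.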

We also identified 1825 ncRNAs, tRNAs or other small RNAs, which were differentially expressed in at least one pairwise comparison between conditions (Additional file 3: Table S2). 

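Of the 1557 non-coding features tested, 932 (59.9%) were past the threshold in at least 1 pairwise comparison of wild type conditions, and 1814 of the 1847 counted had at least 1 count in some library. The replicate block in place of the batch gave 592 non-coding features. A fit with neither term gave 465, the furthest from 932 of the alternatives tried. The correlation of 0.97 between same-numbered glucose and sucrose libraries could come from their shared batches. Non-coding features were affected by the library type, since 969 of those tested (62.2%) overlapped a protein-coding gene on the opposite strand, whose reads are counted on both features in an unstranded library. The glucose-starved condition had 470 non-coding features higher and 247 lower than glucose, and the glucose-deficient condition had 43 higher and 120 lower.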

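Of the 2462 genes changed in wild type, 2146 (87.2%) were past the threshold in the glucose-starved condition against glucose or sucrose. Against glucose, 917 genes were higher and 1090 lower, and against sucrose 951 were higher and 1076 lower. This balance moved with the scaling, as DESeq2's size factors in edgeR gave 1052 higher and 944 lower against glucose. It also moved with the libraries fitted. The wild type libraries alone gave 972 higher and 739 lower, and without *scr1*::*ura4*+ glucose replicate 2 there were 1122 higher and 873 lower. Leaving out any other mutant library kept more genes lower than higher. With the replicate number as a block, 924 were higher and 1051 lower. The correlation of the deviations of same-numbered glucose and glucose-starved libraries was 0.25. That block joins glucose-starved replicate 1, in batch B, to glucose replicate 1, in batch A, so it does not follow the batches. Batch B holds 1 library of each condition, and there 2006 of the 2007 genes moved in the direction of the fit, of which those libraries are part. Among genes whose libraries did not overlap, *mug108* (SPAC29A4.12c, chromosome I, 5124554 to 5125643) had the largest rise, from 1.98 ± 0.203 CPM in glucose to 4733 ± 772 CPM (SD, n = 2 each), a log2 fold change of 11.52 (SE 0.48, edgeR adjusted p = 2.45e-08). *SPAC29A4.22* (chromosome I, 5124392 to 5124613) overlaps *mug108* on the same strand, so its reads are partly those of its neighbour; its fold change on the log2 scale was 11.33 (SE 0.36, edgeR adjusted p = 3.61e-09). *SPAC869.09* (chromosome I, 5496844 to 5497448) rose by 11.31 on the log2 scale (SE 0.68, edgeR adjusted p = 2.25e-07), with 3847 ± 2905 CPM (SD, n = 2) in the glucose-starved condition. The largest falls were those of *str3* (SPAC1F8.03c, chromosome I, 88201 to 90300), with a log2 fold change of -4.94 (SE 0.81, edgeR adjusted p = 0.000243), and of *SPBC460.05*, which lies on a contig outside the main chromosomes, with -4.93 (SE 0.62, edgeR adjusted p = 3.18e-05). *gnr1* (SPCC1020.09, chromosome III, 765936 to 767541) had at most 1 count in the glucose-starved libraries and, by the floor, was at least 10.9-fold lower than in the stranded glucose library, which had 2.87 CPM. With the unstranded glucose library, at 32.1 CPM, included in the mean, this ratio was 66.5, but no glucose-starved library was unstranded. Within batch B the log2 differences were 10.86 for *mug108*, 10.29 for *SPAC29A4.22*, 10.92 for *SPAC869.09*, -4.51 for *str3* and -5.22 for *SPBC460.05*.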

Most (1749, 73.6%) of these 2374 genes were differentially expressed in the glucose-starved condition compared to glucose or sucrose (Additional file 2: Table S1), suggesting that glycerol as a sole carbon source elicits an extreme carbon starvation response in *S. pombe*, leading to a significant reprogramming of transcriptional activity (Additional file 1: Figure S2B). In contrast, the glucose and sucrose conditions elicited similar transcriptional responses (Additional file 1: Figure S2C). 

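Between sucrose and glucose, the edgeR fit called 1 gene, while 84 protein-coding genes had an unadjusted p-value under 0.05. The gene was *ght3* (SPAC1F8.01, chromosome I, 82746 to 84786), with 16.9 ± 1.18 CPM in sucrose and 4.89 ± 0.668 CPM in glucose (SD, n = 2 each), a log2 fold change of 1.77 (SE 0.18, edgeR adjusted p = 0.00274), and log2 differences of 1.56 within batch A and 1.97 within batch B. Some of the reads of *ght3* could be shared with other hexose transporter genes, as 11.76% of the 50-base stretches of the gene occurred elsewhere in the ASM294v3 reference. With the replicate number as a block, 2 genes were called, where the correlation of 0.97 cannot tell paired cultures from shared batches. *ght5* (SPCC1235.14, chromosome III, 212160 to 214376) had a log2 fold change of 1.94 (SE 0.32, edgeR adjusted p = 0.167), with 1.85 within batch A and 2.04 within batch B, and was past the threshold under the replicate block (adjusted p = 0.0374). Across the 5172 protein-coding genes, which are not independent replicates, mean length- and depth-scaled counts in glucose and sucrose had a squared correlation of 0.99. The squared correlation was between 0.928 and 0.994 for single libraries of different conditions, and was 0.938 between the glucose replicates and 0.956 between the sucrose replicates. From the number of genes changed in the glucose-starved condition, the paper proposes that glycerol as the sole carbon source elicits an extreme carbon starvation response with a reprogramming of transcriptional activity.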

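Gene ontology categories were not tested, and the genes of the TCA cycle and of the pentose phosphate pathway listed in Fig. 2a were examined in the edgeR fit. Of 12 TCA cycle genes, 12 were higher in the glucose-deficient condition than in glucose, with log2 fold changes from 0.39 to 2.29, and 5 were past the threshold. For 9 of them the adjusted p-value was under 0.05 when adjusted over all features, and for 10 when adjusted over the 12 genes alone. In the glucose-starved condition, 11 of the 12 were higher than in glucose and 7 were past the threshold, with log2 fold changes from -0.07 to 4.32, and 10 were higher when counts were scaled by the library total. Of 4 pentose phosphate pathway genes, 4 were higher in the glucose-deficient condition, 2 of them past the threshold, and 3 were higher in the glucose-starved condition, where 3 were past the threshold upwards and 1 downwards.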

Gene ontology (GO) analysis highlighted carbon metabolism pathways, including the tricarboxylc citric-acid (TCA) cycle and the pentose phosphate shunt as significantly upregulated in either glucose-deficient or glucose-starved conditions (Additional file 1: Figure S2D&E). Conjugation and response to pheromone genes were upregulated specifically in the glucose-deficient condition indicating induction of the sexual differentiation program consistent with previous work [34], while cellular autophagy genes were upregulated in the glucose-starved condition reflecting a lack of growth in carbon-starved media [23]. 

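A list of 24 conjugation and pheromone response genes and a list of 29 autophagy genes were compiled by gene symbol after the data had been seen, because the paper's category members were not used here. Of the 24 genes, 19 had a higher mean log2 CPM in the glucose-deficient condition than in glucose and 10 in the glucose-starved condition. Scaled by library totals, these numbers were 18 and 6. The median difference of the 24 genes was 1.04 on the log2 scale in the glucose-deficient condition, at percentile 100.0 of 10000 random gene lists matched on mean expression, whose median was -0.01. In the glucose-starved condition the median was -0.67, at percentile 6.85 of such lists. By the edgeR test, 6 of the 24 genes were past the threshold upwards in the glucose-deficient condition and 1 downwards, against 1 upwards and 6 downwards in the glucose-starved condition. *ste11* (SPBC32C12.02, chromosome II, 3983312 to 3987400) had 144.7 ± 0.459 CPM in the glucose-deficient condition and 30.02 ± 1.33 CPM in glucose (SD, n = 2 each), a log2 fold change of 2.17 (SE 0.21, edgeR adjusted p = 0.000139), and 2.22 within batch A. *mei2* (SPAC27D7.03c, chromosome I, 4510983 to 4515015) rose from 15.6 ± 2.89 to 119.7 ± 25.3 CPM (SD, n = 2 each), a log2 fold change of 2.72 (SE 0.31, edgeR adjusted p = 0.000346), and 2.96 within batch A. Of the 29 autophagy genes, 27 were higher in the glucose-starved condition, 18 of them past the threshold, with a median difference of 1.72 on the log2 scale, at percentile 100.0 of random lists. In the glucose-deficient condition 23 were higher, or 18 when scaled by library totals, with a median difference of 0.47, also at percentile 100.0 (random lists' median -0.02), and 2 were past the threshold. The difference between the conditions was not tested for either list.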

We examined key carbon metabolism pathways in further detail, confirming widespread upregulation of almost all carbon metabolism genes examined in glucose-deficient conditions, while glycolysis and fermentation genes were repressed under glucose-starved conditions (Additional file 1: Figure S3).

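The 53 carbon metabolism genes shown in Fig. 2a were used. By mean log2 CPM, 47 of them (88.7%) were higher in the glucose-deficient condition than in glucose, against 54.1% of all tested protein-coding genes, and 46 were higher when scaled by library totals. In the edgeR fit, 25 of the 53 were past the threshold upwards and 0 downwards, and the adjusted p-value was under 0.05 for 30 genes when adjusted over all features and for 37 when adjusted over the 53 genes alone. Within batch A, 47 were higher. In the glucose-starved condition 37 of the 53 (69.8%) were higher than in glucose, 31 were past the threshold upwards and 7 downwards, and within batch B 42 were higher. Of the 19 glycolysis and fermentation genes, 12 (63.2%) were lower in the glucose-starved condition than in glucose, against 54.6% of all tested protein-coding genes, and their median difference of -0.43 on the log2 scale was at percentile 52.55 of random lists matched on expression. Of these, 5 of the 19 were past the threshold downwards and 5 upwards. The direction did not hold within batch B, where 7 of the 19 were lower. Among the genes that fell, *pdc101* (SPAC1F8.07c, chromosome I, 101715 to 103594) had a log2 fold change of -2.79 (SE 0.44, edgeR adjusted p = 0.000172), and *adh4* (SPAC5H10.06c, chromosome I, 156430 to 158307) one of -2.05 (SE 0.21, edgeR adjusted p = 7.15e-06). Among those that rose, *pdc201* (SPAC3G9.11c, chromosome I, 3159753 to 3162245) had a log2 fold change of 8.23 (SE 0.74, edgeR adjusted p = 3.08e-06). Within batch B the log2 differences of these genes were -1.94, -2.29 and 8.56.

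**Figure D2:**
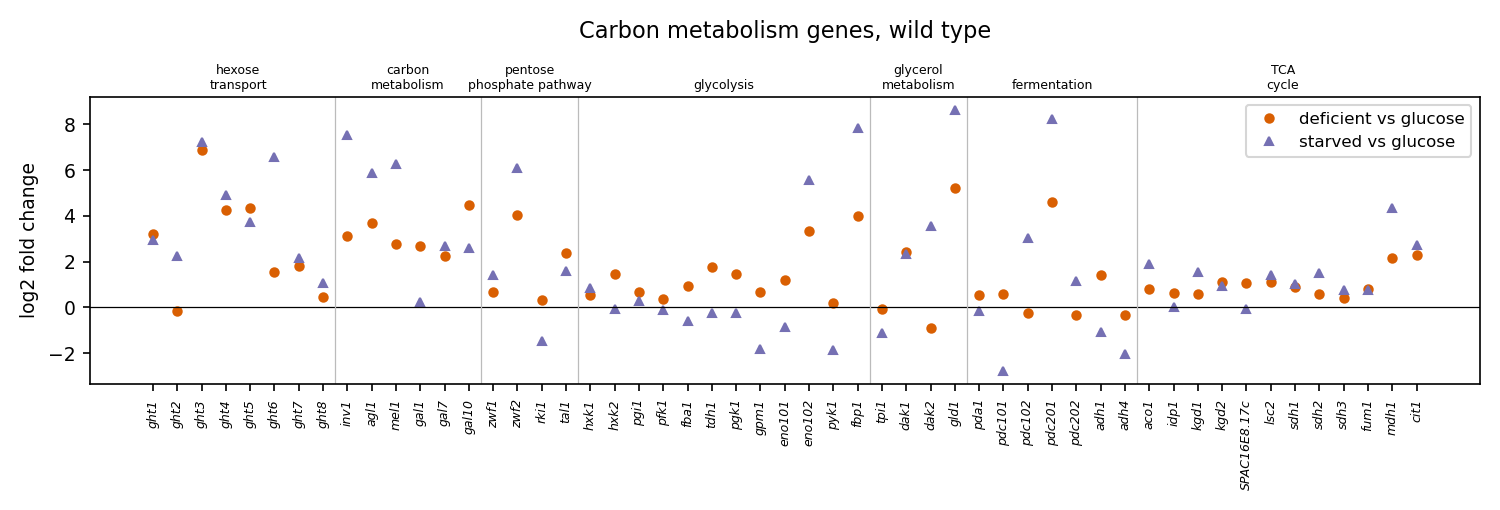
Log2 fold changes from the edgeR fit (vertical axis) of the 53 carbon metabolism genes (horizontal axis, grouped by pathway) in the glucose-deficient (circles) and glucose-starved (triangles) conditions against glucose in wild type cells; each point rests on 2 libraries per condition and is drawn without its standard error. In the glucose-starved condition the values run from -2.79 (*pdc101*) to 8.64 (*gld1*).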

The induction of carbon metabolism transcriptional signatures in wild type cells cultured in the absence of glucose led us to study factors which may maintain repression of these pathways in glucose-replete conditions. To study the transcriptional consequences of *scr1*^*−*^ loss of function on the *S. pombe* transcriptome, diploid *S. pombe scr1*^+^/*scr1*Δ heterozygotes were generated, and sporulated to isolate haploid *scr1*Δ cells (Additional file 1: Figure S4A). A complete *scr1*Δ deletion has not been described previously, nor is it present in *S. pombe* whole genome deletion collections [35, 36]. However the growth characteristics of our *scr1*Δ deletion strain was no different to previously described *scr1*::*ura4*^*+*^ disruption strains on YES glucose medium [4, 13, 24] suggesting complete loss of *scr1*^+^ does not impair *S. pombe* viability under such conditions (Additional file 1: Figure S4B). To identify Scr1 regulated genes we sequenced RNA from *scr1*Δ and *scr1*::*ura4*^*+*^ cells shifted to either glucose or sucrose conditions (Additional file 1: Figure S2A). 

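Each mutant was sequenced in 2 replicates in each medium. Before the counts of other genes were compared, those of *scr1* itself (SPBC1D7.02c, chromosome II, 1752100 to 1755619) were examined in every library. The *scr1*Δ libraries had 89.6 and 101.9 CPM in glucose and 88.8 and 112 CPM in sucrose, and the *scr1*::*ura4*+ libraries had 125.1 and 123.4 CPM in glucose and 109.4 and 113.1 CPM in sucrose. Wild type libraries had 33.1 and 20.8 CPM in glucose, 35.7 and 32.6 CPM in sucrose, 98 and 82.1 CPM in the glucose-deficient condition and 136.4 and 65.6 CPM in the glucose-starved condition. Counts on the *scr1* feature were therefore higher in the mutant than in the wild type libraries in the same media. The feature spans 3520 bases, of which a coding sequence of 1698 bases, the length in the ASM294v3 reference, leaves 1822 bases outside it; the paper's methods describe the deletion as a replacement built on DNA flanking the coding sequence, and the counts are not divided along the feature. The *scr1*::*ura4*+ libraries were in batches A and B and the 4 *scr1*Δ libraries in batch C, which holds no wild type library in glucose or sucrose. Mutant libraries had between 14375950 and 18607823 total counts, with a median of 15033444 in glucose and 15558088 in sucrose. The strain lists differ between the paper's tables and the sample descriptions. For the second replicates of wild type in glucose and sucrose and the first of the glucose-starved condition, the tables give Y46 and the descriptions Y44, and for the second replicates of *scr1*::*ura4*+ the tables give D60 and the descriptions D59. Conditions are the same in both, and libraries are named here by condition and replicate.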

Expression of protein-coding genes in *scr1*Δ and *scr1*::*ura4*^*+*^ strains in either condition were strongly correlated (R^2^ ~ 0.97), suggesting minimal differences between the transcriptional profiles of the two strains in glucose and sucrose conditions (Additional file 1: Figure S4C). Therefore for all further analyses, the *scr1*Δ and *scr1*::*ura4*^*+*^ RNA-seq samples were analysed as a single condition (hereafter “*scr1*^−^ mutant”).

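Mean length- and depth-scaled counts of the 5172 protein-coding genes in *scr1*Δ and *scr1*::*ura4*+ cells had a squared correlation of 0.985 in glucose and 0.983 in sucrose, across genes that are not independent replicates. Pairs of single libraries, 1 from each strain, had squared correlations between 0.958 and 0.981 in glucose and between 0.956 and 0.981 in sucrose. The *scr1*::*ura4*+ replicates, 1 unstranded and 1 stranded, had 0.952 and 0.955 between them in the 2 media, and the *scr1*Δ replicates 0.992 and 0.982. Pairs from different strains were thus less alike than the *scr1*Δ replicates, which share a library type, and at least as alike as the *scr1*::*ura4*+ replicates, which do not. With values as log2(value + 1), the squared correlation fell to 0.922 in glucose and 0.921 in sucrose. The strains were also compared gene by gene in edgeR fits with all 8 conditions as separate groups, in a comparison added after the data had been seen. A fit without a batch term, run first, called 0 genes in either medium, with 134 genes in glucose and 170 in sucrose at an unadjusted p-value under 0.05. A fit with a batch term, chosen after that result was known, called 30 genes in glucose and 20 in sucrose. As the *scr1*Δ libraries are all in batch C, the batch term rests there on the wild type glucose-deficient and glucose-starved libraries, and strain and batch cannot be told apart directly.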

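In the fit, the pooled *scr1*- group had 4 libraries in each medium, which were compared with 2 wild type libraries. With the *scr1*::*ura4*+ libraries as the only mutants, 42 genes were called higher in glucose and 22 in sucrose. With the *scr1*Δ libraries alone, which share no batch with wild type cells in these media, 44 were called higher in glucose and 37 in sucrose.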

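In glucose, 67 of the 5134 protein-coding genes tested by edgeR were differentially expressed between the *scr1*- mutant and wild type, and 763 had an unadjusted p-value under 0.05. All 67 moved in the direction of the fit within batch A and within batch B, whose *scr1*::*ura4*+ and wild type libraries are part of that fit. The alternative that moved these calls most, a fit of the glucose and sucrose libraries alone, gave 105 genes higher and 22 lower.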

Eighty-one genes (~ 1.5% of the *S. pombe* genome) were significantly differentially expressed in the *scr1*^*−*^ mutant in the glucose condition compared to wild type *S. pombe* (Fig. 1a). 

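Of the 67 genes, 62 (92.5%) were higher and 5 lower in the *scr1*- mutant. With the replicate number as a block in place of the batch, 41 were higher and 6 lower. The deviations of same-numbered libraries had a correlation of 0.93 between wild type and *scr1*::*ura4*+ cells in glucose, which share batches. It was -0.02 between wild type and *scr1*Δ cells, which do not. Among genes whose libraries did not overlap, the largest falls were those of *SPBC1685.17* (chromosome II, 522603 to 523313), *cnp3* (SPBC1861.01c, chromosome II, 4126318 to 4129456) and *abp2* (SPBC1861.02, chromosome II, 4130876 to 4133635). *SPBC1685.17* fell from 27.3 ± 2.94 CPM in wild type (SD, n = 2) to 3.41 ± 1.25 CPM (SD, n = 4), a log2 fold change of -2.60 (SE 0.29, edgeR adjusted p = 0.000285), with -2.24 in batch A and -3.26 in batch B. *cnp3* fell from 101.2 ± 2.26 to 16.6 ± 8.79 CPM, a log2 fold change of -2.47 (SE 0.33, edgeR adjusted p = 0.00115), with -1.75 and -3.36 in the same batches. *abp2* fell from 92.4 ± 5.01 to 23.4 ± 5.95 CPM, a log2 fold change of -2.26 (SE 0.15, edgeR adjusted p = 8.1e-06), with -2.29 and -2.34. *SPCC191.10* (chromosome III, 1721489 to 1722397), which lies beside *inv1*, had at most 3 counts in wild type in glucose. Its mean in the mutant was 64.6 times the floor, with libraries from 4.59 to 28 CPM. The paper's discussion describes this locus as an *inv1* promoter element, and counts per feature cannot show whether a separate gene was transcribed. Without the library at 28 CPM, which was unstranded, the ratio was 31.9, and the log2 differences were 7.35 within batch A and 4.54 within batch B. The call of *cnp3* was lost under 1 alternative in each medium.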

Of these, 70 (86%) were upregulated, consistent with the primary role of Scr1 as a transcriptional repressor (Additional file 4: Table S3). 

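*inv1* (SPCC191.11, chromosome III, 1723393 to 1726164) had 2322 ± 521 CPM in the *scr1*- mutant (SD, n = 4) and 15.3 ± 15.5 CPM in wild type (SD, n = 2) in glucose, a log2 fold change of 7.45 (SE 1.01, edgeR adjusted p = 0.00117). Its wild type replicates had 26.2 and 4.3 CPM, and the fold change was 6.5 within batch A and 9.42 within batch B; DESeq2 with its fold change prior moved it most, to 4.85, and its call was lost under 2 alternatives, with adjusted p-values up to 0.0691. *gld1* (SPAC13F5.03c, chromosome I, 2174641 to 2177050) had 137.5 ± 27.6 CPM in the mutant (SD, n = 4) and 3.33 ± 1.71 CPM in wild type (SD, n = 2), a log2 fold change of 5.21 (SE 0.57, edgeR adjusted p = 0.000231), with 4.96 in batch A and 5.47 in batch B. *ght5* (SPCC1235.14) had 6661 ± 269 CPM in the mutant (SD, n = 4) and 248.3 ± 76.5 CPM in wild type (SD, n = 2), a log2 fold change of 4.8 (SE 0.35, edgeR adjusted p = 1.78e-05), with 4.47 in batch A and 5.01 in batch B. Each mutant library had higher CPM of these 3 genes than each wild type library in glucose.

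**Figure D3:**
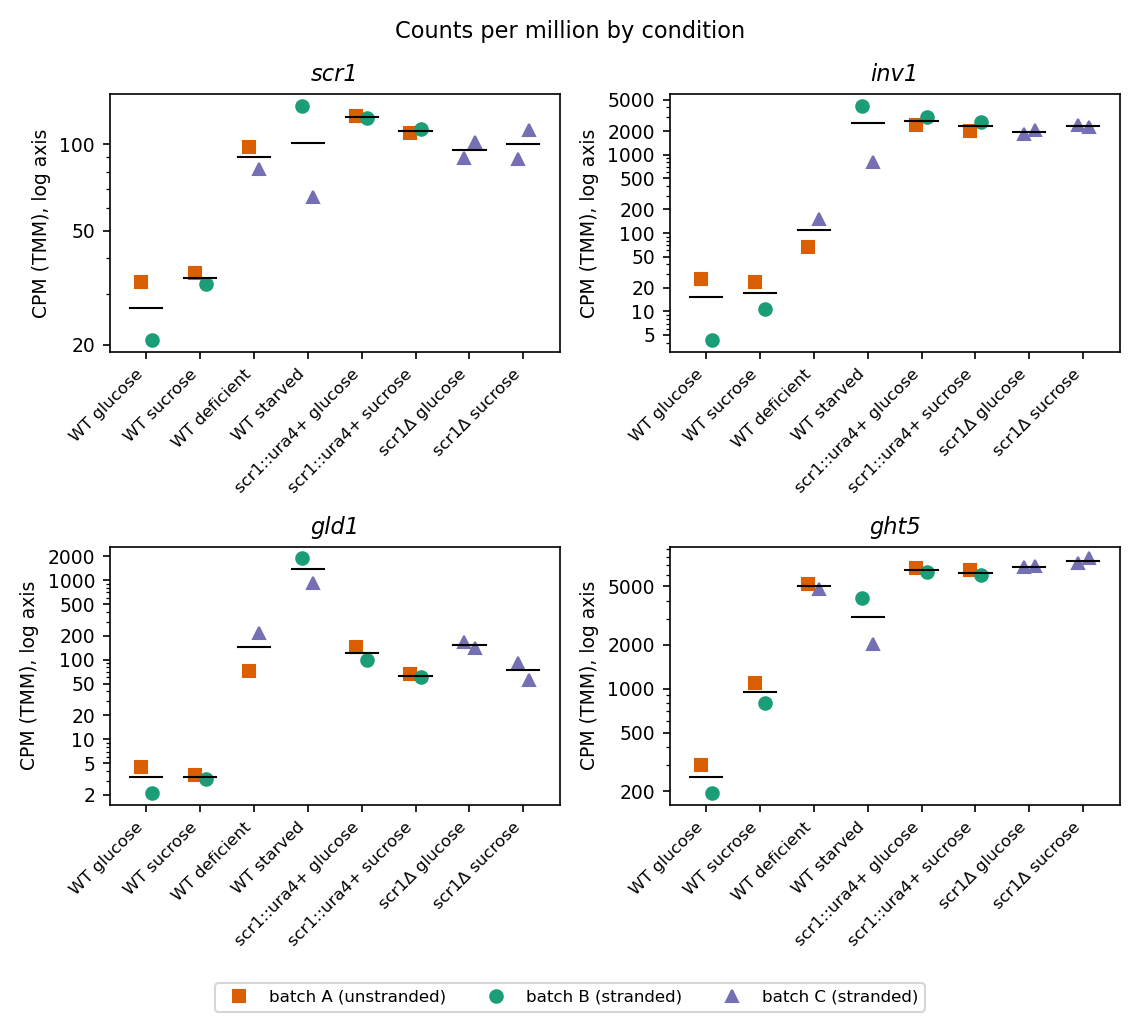
TMM-normalized CPM (vertical axes, log scale) of *scr1*, *inv1*, *gld1* and *ght5* in each condition; points are single libraries, coloured by batch, and lines are the means of 2 libraries. For *inv1*, every mutant library lies at or above 1834 CPM, and the wild type glucose and sucrose libraries lie at or below 26.2 CPM.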

Among the upregulated genes were the previously reported targets of Scr1: *inv1*^+^*, gld1*^+^ and *ght5*^+^. [4, 23, 25]. An analogous pattern was observed for the sucrose condition (Additional file 4: Table S3), indicating that Scr1 regulates a largely similar set of genes in glucose and sucrose (Fig. 1b). 

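In sucrose, 49 genes were higher and 5 lower in the *scr1*- mutant, all moving in the same direction within batch A and within batch B. With the replicate number as a block, 27 were higher and 3 lower; the correlation of the deviations of same-numbered wild type and *scr1*::*ura4*+ sucrose libraries was 0.94, and that with *scr1*Δ libraries was -0.0. Of the genes past the threshold, 51 were past it in both media, in the same direction, and the replicate block left 29. The 19 genes past it in only 1 medium, 16 in glucose and 3 in sucrose, had the same direction in the other. A test of the difference itself, the interaction of medium and genotype, had an adjusted p-value under 0.05 for 1 gene, *ght3*, with 20 genes at an unadjusted p-value under 0.05. In sucrose, *inv1* had 17.3 ± 9.3 CPM in wild type (SD, n = 2) and 2316 ± 263 CPM in the mutant (SD, n = 4), a log2 fold change of 7.28 (SE 1.00, edgeR adjusted p = 0.00163). *SPCC191.10* rose from 0.192 ± 0.0104 CPM (SD, n = 2) to 11.8 ± 11.1 CPM (SD, n = 4), a log2 fold change of 6.62 (SE 0.86, edgeR adjusted p = 0.00113), and *SPAC29A4.22* had a log2 fold change of 4.79 (SE 0.41, edgeR adjusted p = 5.4e-05). The size of the *SPAC29A4.22* change was uncertain, as its wild type sucrose libraries had 6 and 0 counts. Leaving out a library gave log2 fold changes from 4.4 to 8.27 for it. Within batches A and B the log2 differences were 6.37 and 7.91 for *inv1*, 6.46 and 4.55 for *SPCC191.10* and 4.07 and 4.41 for *SPAC29A4.22*. The falls were largest for *SPBC1685.17*, at -2.65 (SE 0.29, edgeR adjusted p = 0.000338), *cnp3*, at -2.50 (SE 0.33, edgeR adjusted p = 0.00127), and *abp2*, at -2.13 (SE 0.15, edgeR adjusted p = 1.59e-05). *gld1* and *ght5* had log2 fold changes of 4.21 (SE 0.55, edgeR adjusted p = 0.00113) and 2.91 (SE 0.32, edgeR adjusted p = 0.000338). In the same batches, these genes differed by -2.39 and -3.15 (*SPBC1685.17*), -1.69 and -3.44 (*cnp3*), -2.27 and -2.15 (*abp2*), 4.16 and 4.22 (*gld1*) and 2.56 and 2.91 (*ght5*). The sucrose calls of *inv1*, *gld1* and *SPCC191.10* were each lost under 2 alternatives.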

By combining our analysis of both conditions, 87 differentially expressed genes (DEGs) regulated by Scr1 in glucose and sucrose (hereafter “glucose-sufficient”) conditions were identified (Additional file 5: Table S4). 

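In the edgeR fit, 70 genes were past the threshold in glucose or sucrose, and the replicate block in place of the batch gave 48. The paper's list of regulated genes holds 85 genes that were found in the count table, and 63 of these were among the 70. The paper relates the share of genes that rose in the *scr1*- mutant to the role of Scr1 as a repressor, which it takes as known, and from the pattern in sucrose it concludes that Scr1 regulates a largely similar set of genes in glucose and sucrose.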

GO analysis of this gene set identified canonical CCR pathways but also unexpected categories including galactose metabolism, conjugation and Tor2-Mei2-Ste11 complex (Fig. 1c).

**Fig. 1:**
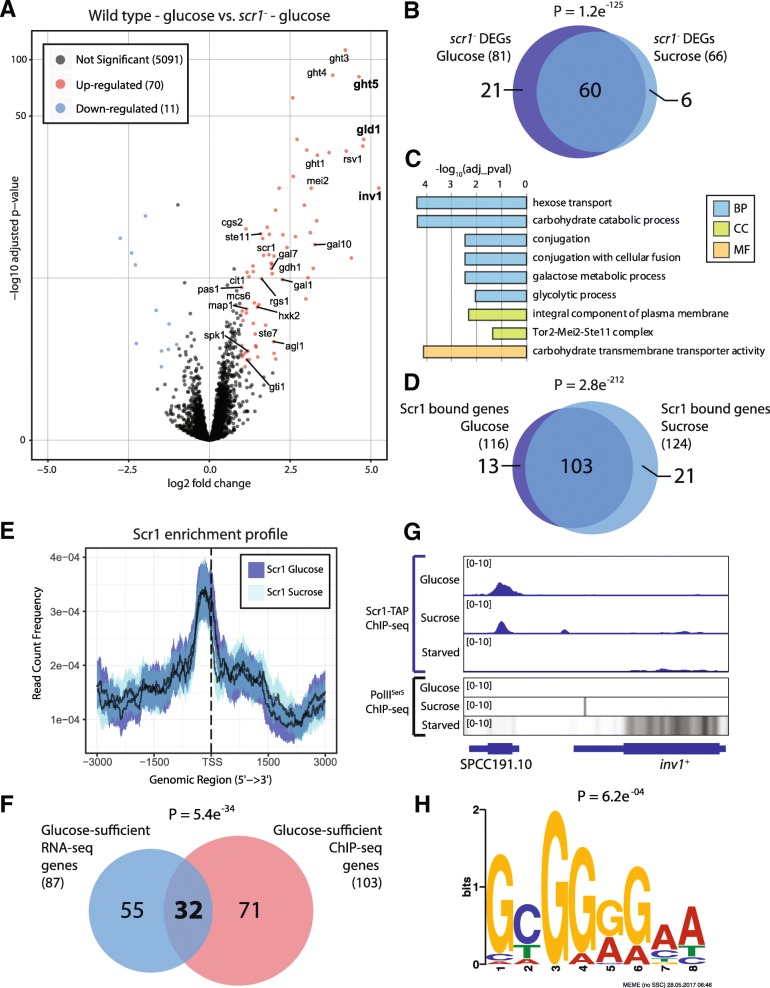
Scr1 regulates a core subset of genes in *S. pombe*. **a** Volcano plot of log2 fold change (x-axis) vs -log10 adjusted *p*-value (y-axis, log scale) for *S. pombe* protein-coding genes in the *scr1*^−^ mutant background vs. wild type for the glucose condition. Down-regulated (blue), and up-regulated (red) points indicate genes that met both log2 fold change (− 1 > Log_2_FC > 1) and adjusted p-value (P_adj_ < 0.05) thresholds. Genes of interest are labelled. Known Scr1 regulated genes are shown in bold. **b** Overlap of genes differentially expressed in the *scr1*^−^ mutant vs wild type *S. pombe* on glucose vs sucrose. **c** GO enrichment analysis of 87 genes differentially expressed in the *scr1*^−^ mutant in glucose and sucrose. BP = Biological process, CC = cellular component, MF = molecular function. **d** Overlap of protein-coding genes annotated to Scr1 ChIP-seq peaks in glucose and sucrose conditions. **e** Enrichment profile of Scr1 surrounding *S. pombe* gene transcription start sites (TSS) in glucose and sucrose conditions. Solid line indicates the mean while the coloured region defines a 95% confidence interval. **f** Overlap of differentially expressed genes in *scr1*^−^ mutant RNA-seq vs a consensus set of protein-coding genes enriched for Scr1 in glucose and sucrose. **g** Genome browser visualization of Scr1 and RNA PolII^Ser5^ (as heatmap) enrichment at the *inv1*^+^ locus. **h** Top hit from MEME-ChIP motif analysis of the peak regions from the 32 genes both bound by Scr1 and differentially expressed in the *scr1*^−^ mutant in the glucose condition. Venn diagram *p*-values were calculated using the hypergeometric probability distribution

We next performed ChIP-seq to identify genes directly bound by Scr1. As no Scr1 specific antibody was available, a tandem affinity purification (TAP)-tagged allele of *scr1* was generated at the endogenous locus using an allelic replacement strategy (Additional file 1: Figure S5). Scr1 chromosomal occupancy was examined in glucose, sucrose, and glucose-starved conditions using identical culture methods to previous RNA-seq experiments (Additional file 1: Figure S2A). In addition, ChIP-seq of RNA Polymerase II (RNA PolII^Ser5^) was performed from the same chromatin samples to examine active transcriptional elongation in each condition. Scr1-TAP was significantly enriched upstream of 116 and 124 protein-coding genes in the glucose and sucrose conditions respectively (Additional file 6: Table S5). No significant enrichment was detected for Scr1 in the glucose-starved condition, consistent with Scr1 being excluded from the nucleus in the absence of glucose [13, 25]. An additional 24 and 31 ncRNA, or other small RNA, encoding loci were annotated to regions of Scr1 enrichment in glucose and sucrose respectively (Additional file 6: Table S5). Consistent with the RNA-seq data, a significant overlap between the set of protein-coding genes bound by Scr1 in glucose and sucrose was observed (Fig. 1d). In both conditions, Scr1 was predominantly enriched upstream of gene transcription start sites (TSS) (Fig. 1e). 

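The genes called by edgeR were set against the 103 genes that the paper's ChIP-seq tables list as bound by Scr1 in glucose and sucrose, of which 102 were tested. Of the 70 genes changed in either medium, 27 (38.6%) were in that list, compared with 1.48% of the other tested protein-coding genes (odds ratio 41.8, Fisher's exact test, two-sided p = 2.68e-29, as a description of the gene lists). All 27 were higher in the *scr1*- mutant. With the replicate number as a block in the fit, 21 changed genes were bound.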

Unexpectedly, just 32 of the 87 (37%) “glucose-sufficient” Scr1-regulated genes defined via the RNA-seq analysis were also directly bound by Scr1 in these conditions (Fig. 1f). 

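The *scr1* feature was past the threshold upwards in the *scr1*- mutant, with 110 ± 17.2 CPM in glucose (SD, n = 4) against 26.9 ± 8.71 CPM in wild type (SD, n = 2), a log2 fold change of 2.22 (SE 0.24, edgeR adjusted p = 0.000209). In sucrose it had 105.8 ± 11.5 CPM (SD, n = 4) against 34.1 ± 2.24 CPM (SD, n = 2), a log2 fold change of 1.83 (SE 0.23, edgeR adjusted p = 0.00104). Within batches A and B the log2 differences were 1.91 and 2.56 in glucose and 1.61 and 1.79 in sucrose. Because the gene is disrupted or deleted in these cells, the counts cannot be read as a measure of an intact *scr1* transcript, and where in the feature the reads lie was not examined. In sucrose the call was lost under 2 alternatives.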

Among this subset were Scr1 regulated genes, *inv1*^+^ (Fig. 1g)*, gld1*^+^ and *ght5*^+^ [4, 23, 25], and also *scr1*^+^ (Additional file 1: Figure S6A) indicating that Scr1 has autoregulatory capability. Enrichment of RNA PolII^Ser5^ was consistent with the repression of these genes in glucose and sucrose and their activation in glucose-starved conditions (Fig. 1g, Additional file 1: Figure S6B). We termed these 32 core Scr1 targets as “Scr1-dependent” genes (Additional file 6: Table S5). 

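Of the 32 genes that the paper classed as both bound and regulated, 27 were called by edgeR in glucose or sucrose. Among the 70 genes changed in either medium, 43 were not in the list of bound genes, of which 38 were higher in the *scr1*- mutant. Among the bound genes, 75 were tested and not past the threshold, and 52 of these had a higher mean log2 CPM in the mutant in both media.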

Fifty-five additional genes that were differentially expressed in the *scr1*^−^ RNA-seq, but not bound by Scr1, were defined as indirectly regulated Scr1 target genes (“Scr1-indirect target genes”, Additional file 6: Table S5), and a further 71 genes bound by Scr1, but not significantly differentially expressed in the *scr1*^−^ background, were defined as Scr1 direct target genes (“Scr1-direct target genes”, Additional file 6: Table S5). MEME-ChIP [37, 38] analysis of the Scr1 bound regions upstream of the “Scr1-dependent” genes identified a 5′ – SYGGRG – 3′ motif, identical to the *A. nidulans* CreA motif, significantly enriched and found in 31/32 gene promoter regions (Fig. 1h, Additional file 1: Figure S7).

The enrichment of carbon metabolism pathways amongst the set of Scr1 regulated genes prompted us to directly examine the transcriptional response of carbon metabolism genes to *scr1*^−^ loss of function. 

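Of the 53 carbon metabolism genes, 13 were past the edgeR threshold in the *scr1*- mutant in glucose and 10 in sucrose, all upwards. When adjusted over the 53 genes alone, the p-value was under 0.05 for 23 genes in each medium, against 13 in glucose and 11 in sucrose when adjusted over all features. By the batch-adjusted fold change, 48 of the 53 were higher in the mutant in glucose and 46 in sucrose. By mean log2 CPM, 46 were higher in glucose and 43 in sucrose. Scaling by library totals lowered these last numbers to 43 and 38. Of the 8 hexose transporter genes, 4 were past the threshold in each medium. *ght3* rose from 4.89 CPM to 102.1 ± 10.04 CPM (SD, n = 4) in glucose, a log2 fold change of 4.33 (SE 0.18, edgeR adjusted p = 1.99e-07). *ght4* (SPBC1683.08, chromosome II, 155751 to 159570) had a log2 fold change of 3.91 (SE 0.21, edgeR adjusted p = 1.3e-06) and *ght1* (SPCC548.07c, chromosome III, 232288 to 235289) of 3.6 (SE 0.39, edgeR adjusted p = 0.00022). These transporters belong to a gene family, and reads mapping to several members were counted on each. In the pentose phosphate pathway, *zwf2* (SPCC794.01c, chromosome III, 239463 to 241999) had a log2 fold change of 3.93 (SE 0.61, edgeR adjusted p = 0.00334). *gal10* (SPBPB2B2.12c, chromosome II, 4484023 to 4487569) rose by 3.86 on the log2 scale (SE 0.75, edgeR adjusted p = 0.0164), and the hexokinase gene *hxk2* (SPAC4F8.07c, chromosome I, 2664345 to 2667395) by 1.71 (SE 0.40, edgeR adjusted p = 0.0407). In the TCA cycle, 2 of 12 genes were past the threshold in each medium; in glucose, *mdh1* (SPCC306.08c, chromosome III, 421646 to 423488) rose by 1.78 (SE 0.20, edgeR adjusted p = 0.000315) and *cit1* (SPAC6C3.04, chromosome I, 2327767 to 2330289) by 1.29 (SE 0.19, edgeR adjusted p = 0.00255). *dak2* (SPAC977.16c, chromosome I, 64559 to 66980) had a log2 fold change of -1.51 (SE 0.50, edgeR adjusted p = 0.16) in glucose and was not past the threshold. Within batches A and B the log2 differences in glucose were 4.06 and 4.61 for *ght3*, 3.94 and 3.85 for *ght4*, 3.49 and 3.38 for *ght1*, 3.88 and 3.47 for *zwf2*, 3.59 and 3.53 for *gal10*, 1.42 and 1.68 for *hxk2*, 1.89 and 1.94 for *mdh1*, 1.31 and 1.26 for *cit1*, and -1.00 and -2.31 for *dak2*. Calls were lost under 7 alternatives for *hxk2*, with adjusted p-values up to 0.158, under 3 each for *gal10* and *cit1*, under 2 for *zwf2* and under 1 for *mdh1*.

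**Figure D4:**
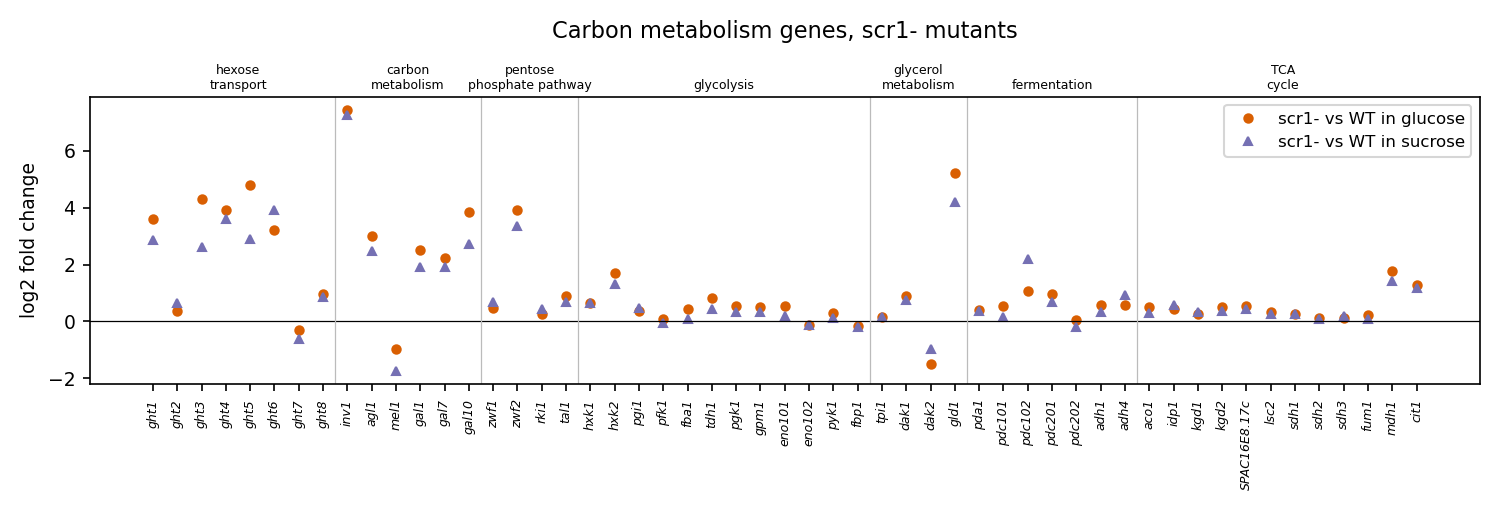
Log2 fold changes from the edgeR fit (vertical axis) of the 53 carbon metabolism genes (horizontal axis, grouped by pathway) in the *scr1*- mutant against wild type in glucose (circles) and sucrose (triangles); each point rests on 4 mutant and 2 wild type libraries and is drawn without its standard error. The highest values are those of *inv1*, 7.45 and 7.28, and the lowest in glucose is that of *dak2*, -1.51.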

Most genes showed either unchanged or increased expression in the *scr1*^−^ mutant background relative to wild type in the glucose and sucrose conditions (Fig. 2a). Interestingly, the glycolysis/gluconeogenesis genes *pfk1*^+^, *fbp1*^+^, *fba1*^+^, *tdh1*^+^, *pgk1*^+^, and *eno101*^+^ were bound by Scr1, but showed no significant change in expression in the *scr1*^−^ mutant background suggesting other factors are also involved in their regulation (Fig. 2b). 

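None of these 6 genes was past the edgeR threshold in either medium. In glucose, *pfk1* (SPBC16H5.02) had a log2 fold change of 0.09 (SE 0.22, edgeR adjusted p = 0.893), *fbp1* (SPBC1198.14c) of -0.17 (SE 0.61, edgeR adjusted p = 0.936) and *fba1* (SPBC19C2.07) of 0.44 (SE 0.23, edgeR adjusted p = 0.403). *tdh1* (SPBC32F12.11) had a log2 fold change of 0.84 (SE 0.39, edgeR adjusted p = 0.335), *pgk1* (SPBC14F5.04c) of 0.54 (SE 0.53, edgeR adjusted p = 0.7) and *eno101* (SPBC1815.01) of 0.53 (SE 0.39, edgeR adjusted p = 0.564). All 6 lie on chromosome II. In sucrose the log2 fold changes were -0.04 (SE 0.22) for *pfk1*, -0.21 (SE 0.61) for *fbp1*, 0.07 (SE 0.23) for *fba1*, 0.43 (SE 0.39) for *tdh1*, 0.32 (SE 0.53) for *pgk1* and 0.20 (SE 0.38) for *eno101*, with adjusted p-values of 0.631 or more. None of these changes could be told from no change, including those of *tdh1* and *fba1* in glucose, which exceeded their standard errors. Under at least 1 of the alternatives tried, the sign changed for *pfk1*, *fbp1* and *eno101* in glucose and for *pfk1*, *fba1*, *pgk1* and *eno101* in sucrose. Within batches A and B the log2 differences in glucose were 0.02 and 0.11 for *pfk1*, -0.01 and 0.36 for *fbp1*, 0.27 and 0.72 for *fba1*, 0.51 and 0.99 for *tdh1*, 0.27 and 0.63 for *pgk1*, and 0.10 and 0.89 for *eno101*.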

We examined the set of 127 Scr1 ChIP-seq peaks annotated to protein-coding genes or non-coding regions in glucose and sucrose conditions and identified two additional enriched motifs, the HAP complex CCAAT box (5′ – CCAATC – 3′, *P* = 1.0xE^− 07^), and an ATF/CREB-like motif (5′ – ACATCA – 3′, *P* = 1.03E^− 03^). These results suggest that the HAP complex and/or ATF/CREB transcription factors may regulate these genes alongside Scr1, as was shown previously for *fbp1*^+^ [24]. Together, these results define the glucose-responsive gene regulatory network in *S. pombe* and the role of Scr1-mediated CCR within this process.

**Fig. 2:**
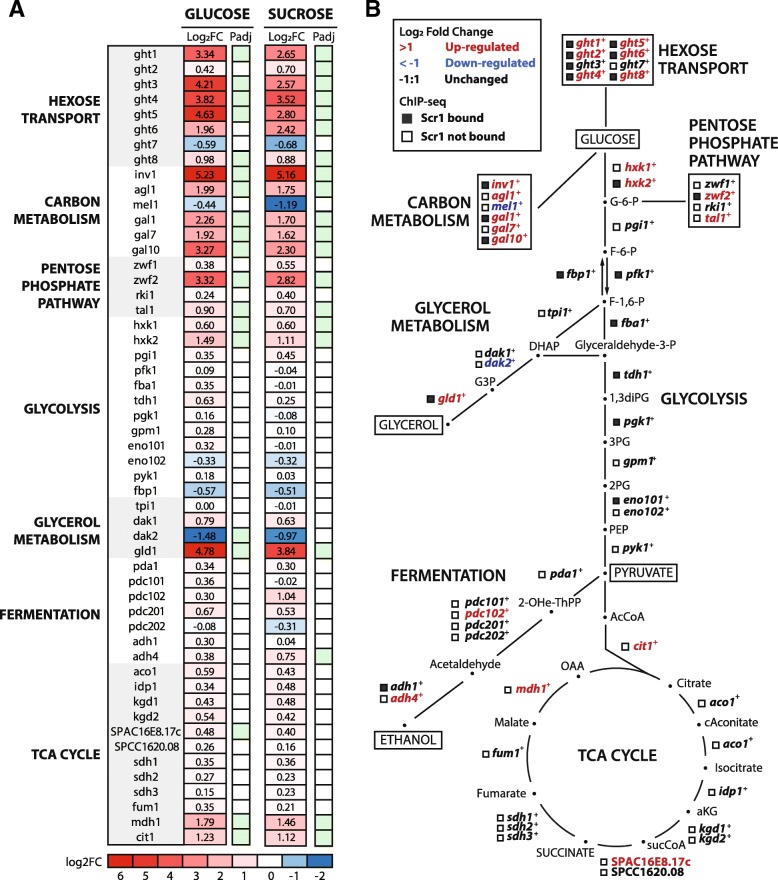
Scr1 plays a key role in the regulation of carbon metabolism. **a** Heatmap of Log_2_FC for selected genes involved in carbon metabolism pathways for the *scr1*^−^ mutant vs wild type *S. pombe* in the glucose and sucrose conditions. Green boxes indicate genes significant at an FDR < 0.05. **b** Pathway diagram of carbon metabolism genes from **a** colored according to the key. Boxes indicate whether Scr1 was bound (filled) or not bound (open) at that gene promoter in the consensus set of protein coding genes bound by Scr1 in glucose or sucrose conditions (Additional file 6: Table S5)

### Loss of *scr1*^+^ function results in ectopic meiosis

An interesting observation from the RNA-seq analysis was the upregulation of multiple meiosis and sexual differentiation genes in the *scr1*^−^ mutant compared to wild type under nitrogen and glucose-sufficient conditions where mating is usually repressed (Fig. 3a). 

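In glucose, *mei2* had 145.6 ± 32.9 CPM in the *scr1*- mutant (SD, n = 4), a log2 fold change of 3.11 against wild type (SE 0.29, edgeR adjusted p = 8.3e-05), with 2.85 in batch A and 3.05 in batch B. *ste11* had 94.9 ± 13 CPM in the mutant (SD, n = 4), a log2 fold change of 1.57 (SE 0.18, edgeR adjusted p = 0.000389), with 1.3 in batch A and 1.74 in batch B. In sucrose, where wild type cells had more *ste11* counts than in glucose, its log2 fold change was 0.80 (SE 0.18, edgeR adjusted p = 0.0401), under the fold change minimum, while that of *mei2* was 2.31 (SE 0.28, edgeR adjusted p = 0.000691). *ste7* (SPAC23E2.03c, chromosome I, 450860 to 453603) had a log2 fold change of 1.64 in glucose (SE 0.36, edgeR adjusted p = 0.0309), *rgs1* (SPAC22F3.12c, chromosome I, 679062 to 681890) of 1.50 (SE 0.29, edgeR adjusted p = 0.0173), *map1* (SPAC11E3.06, chromosome I, 5292648 to 5294751) of 1.15 (SE 0.25, edgeR adjusted p = 0.0299) and *spk1* (SPAC31G5.09c, chromosome I, 2999546 to 3001687) of 1.06 (SE 0.23, edgeR adjusted p = 0.0287). Within batches A and B their log2 differences were 0.85 and 2.03 for *ste7*, 1.36 and 1.33 for *rgs1*, 1.09 and 1.04 for *map1*, and 0.54 and 1.76 for *spk1*. These 4 genes lost their calls under some alternatives, *map1* under 8, *spk1* under 6, *ste7* under 4 and *rgs1* under 2. In glucose, the reads of the mating-type genes were of type P in the second *scr1*::*ura4*+ replicate and of type M in the other libraries.

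**Figure D5:**
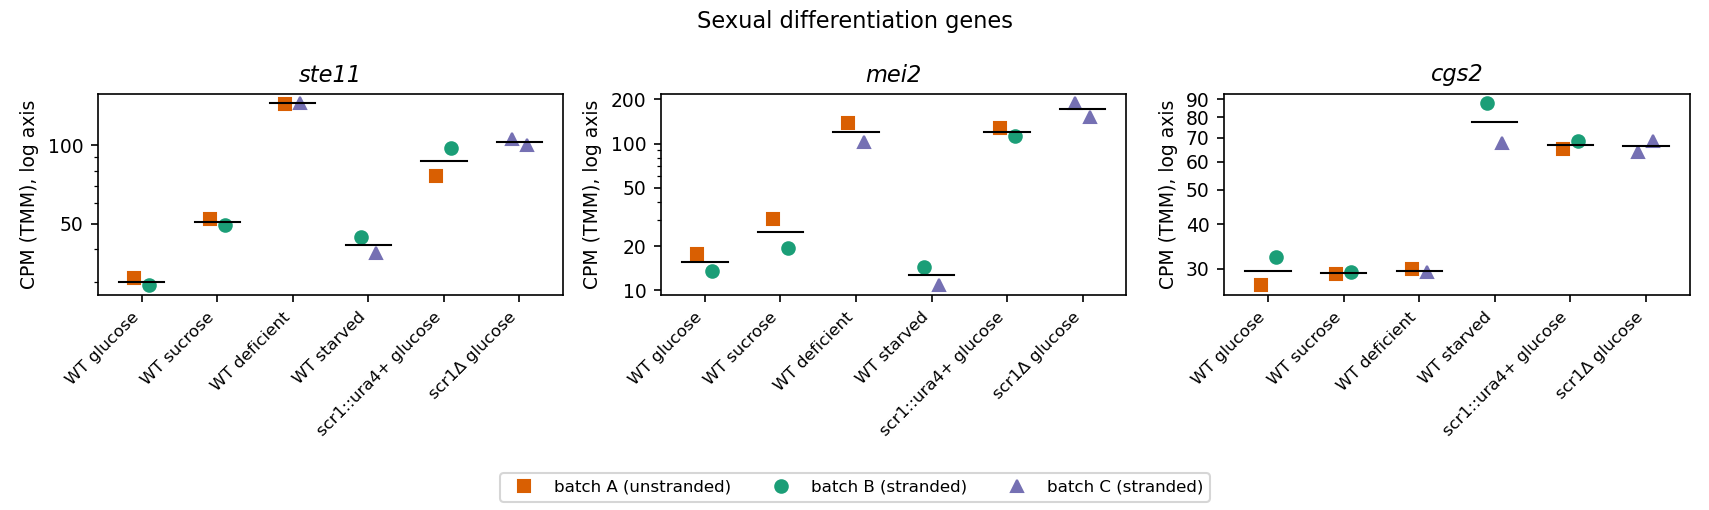
TMM-normalized CPM (vertical axes, log scale) of *ste11*, *mei2* and *cgs2* in wild type cells in 4 conditions and in the mutants in glucose; points are single libraries, coloured by batch, and lines are the means of 2 libraries. The mutants lie above wild type in glucose for each gene, and wild type *ste11* is at 144.7 CPM in the glucose-deficient and 41.6 CPM in the glucose-starved condition.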

To investigate whether *scr1*Δ deletion and the subsequent upregulation of *ste11*^+^, *mei2*^+^ and other sexual differentiation genes could induce ectopic mating, *scr1*Δ *h*^90^ and wild type *h*^90^ strains were inoculated onto YES 3% (*w*/*v*) glucose or sporulation agar (SPAS) plates and monitored for sexual differentiation. Both strains formed normal asci and viable offspring when cultured on SPAS at 26 °C (normal mating conditions) confirming no deficiency in meiosis (Additional file 1: Figure S8). Remarkably, clear formation of zygotic asci in the *scr1*Δ *h*^90^ population on YES medium was observed (Fig. 3b) at a frequency of 9.5% compared to 1.0% for wild type *h*^90^ *S. pombe* (Fig. 3c). Dissection of zygotic *scr1*Δ *h*^90^ tetrads revealed no viability defects in the resulting progeny suggesting that meiosis had completed successfully (Fig. 3d). Overall, these results suggest that glucose is an important factor regulating mating in *S. pombe*, and that Scr1 is required to repress sexual differentiation under glucose-sufficient conditions. Interestingly, ChIP-seq data showed that *ste11*^+^ and the other sexual differentiation genes upregulated in the *scr1*^*−*^ mutant background were not bound by Scr1 in glucose-sufficient conditions (Fig. 3a). 

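*cgs2* (SPCC285.09c, chromosome III, 1810337 to 1812646) had 66.5 ± 2.45 CPM in the *scr1*- mutant (SD, n = 4) and 29.6 ± 3.85 CPM in wild type (SD, n = 2) in glucose, a log2 fold change of 1.21 (SE 0.12, edgeR adjusted p = 8.74e-05). In sucrose it had 65.9 ± 3.4 CPM (SD, n = 4) and 29.1 ± 0.244 CPM (SD, n = 2), a log2 fold change of 1.22 (SE 0.12, edgeR adjusted p = 0.000112). The log2 differences within batches A and B were 1.27 and 1.08 in glucose and 1.22 and 1.16 in sucrose.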

An exception was the *cgs2*^+^ gene, encoding a cAMP-specific phosphodiesterase, which was both bound by Scr1 (Fig. 3e) and significantly upregulated in the *scr1*^*−*^ mutant background in glucose-sufficient conditions (Fig. 3a, Additional file 4: Table S3). It has been shown that upregulation of *cgs2*^+^, in response to nutrient limitation results in a reduction in cellular cAMP levels, subsequent inactivation of protein kinase A (PKA) via Cgs1 and induction of *ste11*^+^ by Rst2 [39, 40] (Fig. 3f). Therefore, derepression of *cgs2*^+^ in the *scr1*Δ *h*^90^ mutant background in carbon and nitrogen replete conditions may drive this ectopic meiosis phenotype.

**Fig. 3:**
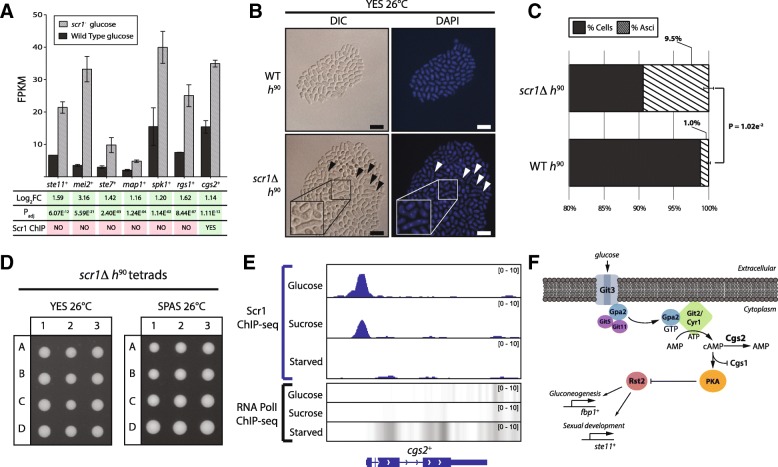
Loss of *scr1*^+^ results in ectopic meiosis under carbon and nitrogen replete conditions. **a** Histogram of wild type and *scr1*^−^ mutant expression for meiosis genes upregulated in the glucose condition in the *scr1*^−^ background. Green/red shading indicates pass/fail of Log_2_FC, P_adj_ RNA-seq thresholds and Scr1 enrichment by ChIP-seq (Scr1 ChIP). Only *cgs2*^+^ appears both directly regulated by Scr1 and significantly upregulated in the *scr1*^−^ background. **b** DIC and DAPI microscopy of homothallic wild type (WT *h*^90^) and *scr1*Δ (*scr1*Δ *h*^90^) *S. pombe* cells grown on YES at 26 °C. Arrows and inset panel indicate meiotic asci. Scale bars = 20 μm. **c** Quantification of the proportion of meiotic asci in the *scr1*Δ *h*^90^ and WT *h*^90^ populations out of a total of at least 1000 cells. *P*-value reflects a two-tailed students T-test assuming unequal variance from three biological replicates. **d** Representative dissection of *scr1*Δ *h*^90^ meiotic tetrads under normal (SPAS 26 °C) or ectopic (YES 26 °C) mating conditions. **e** Genome browser visualization of Scr1 and RNA PolII^Ser5^ enrichment at the *cgs2*^+^ locus in the glucose, sucrose and glucose-starved “Starved” conditions. **f** Overview of the *S. pombe* Git3/Gpa2 glucose sensing pathway

### Scr1 and Tup/Ssn6 co-localise at the promoter of CCR regulated genes

Scr1-mediated CCR requires the recruitment and function of the Tup/Ssn6 complex for maximal repression [24]. In *S. pombe*, Tup11 and Tup12 appear functionally redundant and interact with Ssn6 to form the stable Tup/Ssn6 protein complex, generally comprised of all three proteins [41, 42]. ChIP-seq of Tup11 as a proxy for localisation of the Tup/Ssn6 complex at chromatin, was performed using a Tup11-TAP tagged strain and the same growth conditions as for the Scr1-TAP ChIP-seq. Tup11 was bound at 238, 170 and 375 protein-coding genes in glucose, sucrose, and glucose-starved conditions respectively, with an additional 60, 42 and 85 ncRNAs, or other small RNA encoding loci also bound in each condition (Fig. 4a, Additional file 7: Table S6). Almost all Scr1 bound genes were also bound by Tup11 (Fig. 4b-c) and their binding overlapped upstream of the TSS of genes (Fig. 4d). Co-localisation of the two factors was observed at multiple loci known to be Scr1 and Tup11 regulated, including *inv1*^+^ (Fig. 4e), *ght5*^+^ and *gld1*^+^ (Additional file 1: Figure S9). Moreover, association of Scr1 and Tup11 at loci in glucose or sucrose was predominantly associated with reduced expression in wild type cells compared to glucose-starved conditions (Fig. 4f).

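The paper's tables, as read here, list 127 protein-coding genes bound by Scr1 and Tup11 in glucose or sucrose. This is fewer than the caption of Fig. 4f gives, and any missing genes were not examined. By mean log2 CPM, 84 of them (66.1%) were lower in glucose than in the glucose-starved condition, against 45.4% of all tested protein-coding genes, and 81 were when counts were scaled by library totals. Tested by edgeR, 63 were past the threshold with lower expression in glucose and 23 with higher expression. The median difference of the set between the glucose-starved and glucose conditions was 1.06 on the log2 scale, at percentile 100.0 of 10000 random lists matched on mean expression, whose median was -0.21. Within batch B, 93 of the 127 had this direction. With each library of the 2 conditions left out in turn, the number was between 78 and 91.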

**Fig. 4:**
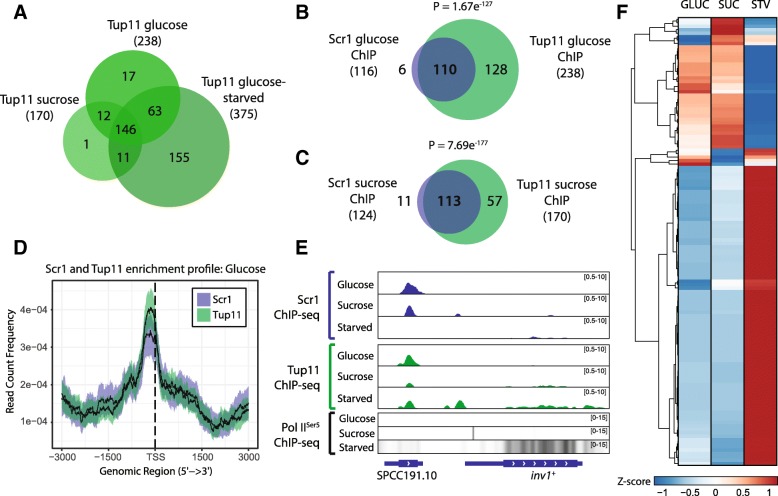
Tup11 and Scr1 co-localise at gene promoters. **a** Overlap of protein-coding genes annotated to Tup11 ChIP-seq peaks in the glucose, sucrose and glucose-starved conditions. Overlap of Scr1 and Tup11 bound protein-coding genes in glucose (**b**) and sucrose (**c**) conditions. **d** Enrichment profiles of Scr1 and Tup11 surrounding *S. pombe* gene transcription start sites in glucose and sucrose conditions. Solid line indicates the mean while the coloured region defines a 95% confidence interval. **e** Genome browser visualization of Scr1, Tup11 and RNA PolII^Ser5^ enrichment at the *inv1*^+^ locus in the glucose, sucrose and glucose-starved (Starved) conditions. **f** Heatmap of gene expression in wild type cells for 130 protein-coding genes bound by both Scr1 and Tup11 in glucose or sucrose. Venn diagram *P*-values calculated using the hypergeometric probability distribution

We then investigated whether Scr1 physically interacts with the Tup/Ssn6 complex by performing Scr1 or Tup11 tandem affinity purifications (TAP) [43] and monitoring the co-immunoprecipitation of FLAG-tagged Tup11 or Scr1, respectively. To enable this analysis, *scr1*-FLAG, *tup11*-TAP and *tup11*-FLAG, *scr1*-TAP strains were generated by crossing the appropriate FLAG and TAP tagged strains. Tup11-FLAG was co-purified alongside Scr1-TAP confirming that Tup11 does interact with Scr1 (Additional file 1: Figure S10). Scr1-FLAG also co-purified with Tup11-TAP but could only be detected after the first affinity purification. Mass spectrometry of the Tup11-TAP samples revealed both Tup12 and Ssn6 components of the complex but did not detect Scr1 (data not shown). Conversely Tup/Ssn6 components were not detected in Scr1-TAP samples, suggesting that while Scr1 and Tup11 interact, they do not exist in a stable stoichiometric protein complex. Together, these findings confirm that the Tup/Ssn6 complex physically co-localises with Scr1 at chromatin in glucose-sufficient conditions to enforce the repression of CCR target genes.

### Tup11 and Rst2 co-localise at CCR genes and actively transcribed loci in glucose-starved conditions

The Rst2 transcriptional activator associates with Tup/Ssn6 upstream of *fbp1*^+^ and is required for expression in glucose-deficient conditions [13, 27]. Given the widespread remodeling of transcription in the glucose-starved condition, including induction of carbon metabolism and gluconeogenesis genes (Additional file 1: Figure S2-S3), we investigated potential roles for Rst2-Tup/Ssn6 co-localisation in this process. A C-terminally TAP-tagged Rst2 (Rst2-TAP) expressing strain was generated and confirmed by western blot (Additional file 1: Figure S11A), and Rst2 chromosomal occupancy was examined in glucose, sucrose, and glucose-starved conditions. Overall, 87, 73, and 323 protein-coding genes were bound by Rst2 in glucose, sucrose, and glucose-starved conditions respectively, with 35, 27 and 90 ncRNAs, or other small RNA encoding loci also bound by Rst2 in each condition (Additional file 8: Table S7). The majority of Rst2 bound loci occurred only in the glucose-starved condition (Fig. 5a), consistent with data showing that Rst2 is predominantly active in glucose-deficient conditions [13]. Focusing on the glucose-starved condition, a significant overlap was observed between the protein-coding genes bound by Rst2 and Tup11, with 273 genes (64% of the total pool) bound by both factors (Fig. 5b). Furthermore, all but 14 of the 103 Scr1 bound genes from the glucose or sucrose conditions were bound by Rst2 and Tup11 in the glucose-starved condition (Fig. 5c), suggesting that Tup/Ssn6 acts with Scr1 or Rst2 at chromatin in a carbon-source dependent manner to enforce the repression or activation of CCR target genes.

**Fig. 5:**
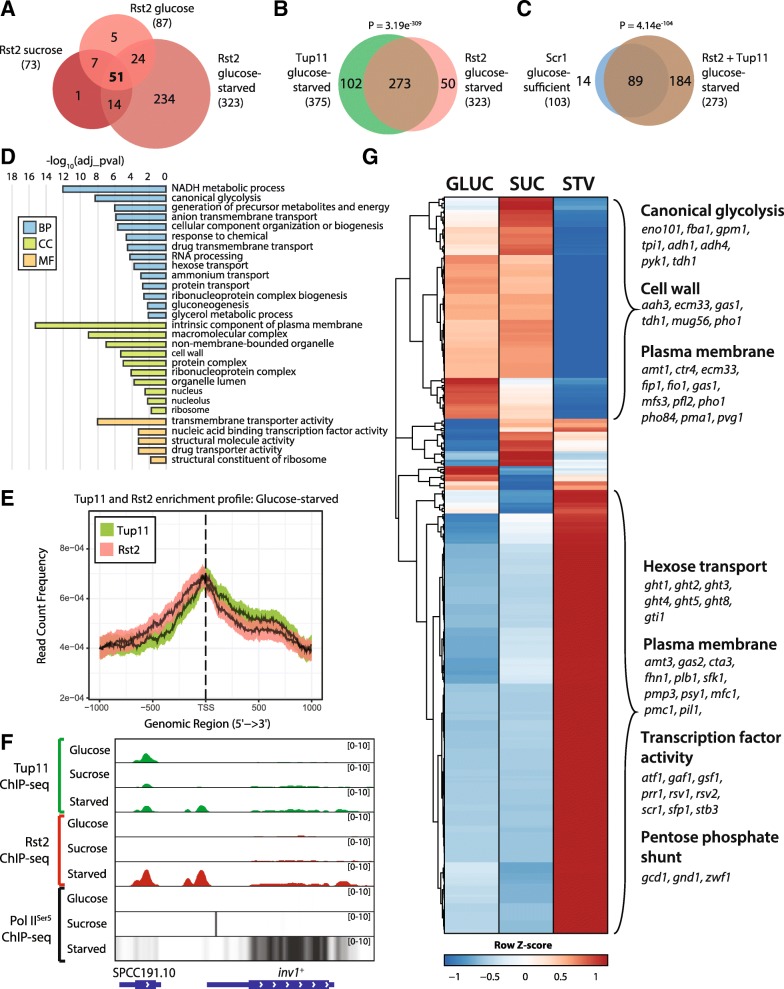
Tup11 co-localises with Rst2 at gene promoters in glucose-starved conditions. **a** Overlap of protein-coding genes annotated to Rst2 ChIP-seq peaks in the glucose, sucrose and glucose-starved conditions. **b** Overlap of protein-coding genes annotated to Tup11 or Rst2 ChIP-seq peaks in the glucose-starved condition. **c** Overlap of protein-coding genes enriched for Scr1 in glucose or sucrose conditions and protein-coding genes enriched for Tup11 and Rst2 in glucose-starved conditions **d** GO terms enriched in the subsets of protein-coding genes bound by Rst2 and Tup11 in glucose-starved conditions. **e** Enrichment profiles of Tup11 and Rst2 in the glucose-starved condition. Solid line indicates the mean while the coloured region indicates a 95% confidence interval. **f** Genome browser view of Tup11, Rst2 and RNA Pol II^Ser5^ ChIP-seq enrichment at the *inv1*^+^ locus in glucose, sucrose and glucose-starved (Starved) conditions. The black arrows indicate significant regions of Tup11 and Rst2 enrichment. **g** Heatmap of gene expression in wild type cells grown in glucose, sucrose and glucose-starved conditions for protein-coding and non-coding loci enriched for both Tup11 and Rst2 in glucose-starved conditions. Enriched GO categories and representative genes are shown to the right for specific clusters within the heatmap. Venn diagram *P*-values calculated using the hypergeometric probability distribution

The set of 273 Tup11 and Rst2 bound protein-coding genes was enriched for plasma membrane and cell wall components and a range of biological processes including hexose transport, hexose metabolism, glycolysis, gluconeogenesis, energy generation, ammonium transport, drug transport, ribosome biogenesis and RNA processing reflecting widespread regulatory roles of Rst2-Tup/Ssn6 in *S. pombe* cells under glucose starvation (Fig. 5d, Additional file 9: Table S8). The 50 protein-coding genes bound only by Rst2 were enriched for meiotic and conjugation biological processes reflecting the known roles of Rst2 in glucose-deficient conditions (Additional file 1: Figure S11B). In contrast, the 102 protein-coding genes bound only by Tup11 were enriched for iron assimilation, cellular iron homeostasis and oxidation-reduction processes (Additional file 1: Figure S11B) which is consistent with Tup11 localisation to iron metabolism genes through binding of the Fep1 transcription factor [44–46]. In line with their common gene targets, we observed similar global enrichment profiles of Tup11 and Rst2 in the glucose-starved condition (Fig. 5e) and co-localisation of both factors at the genes, such as *inv1*^+^ (Fig. 5f), which is upregulated in the absence of glucose [4]. These results suggest that Rst2 may bind the Tup/Ssn6 complex at chromatin in glucose-starved conditions and repurpose it for gene activation.

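In the glucose-starved condition, *fbp1* (SPBC1198.14c, chromosome II, 197660 to 199474) had 1602 ± 276 CPM and in glucose 8.25 ± 5.82 CPM (SD, n = 2 each), a log2 fold change of 7.83 (SE 0.85, edgeR adjusted p = 1.05e-05), and 8.37 within batch B. *ste11* had 41.6 ± 4.29 CPM in the glucose-starved condition (SD, n = 2), a log2 fold change of 0.40 against glucose (SE 0.20, edgeR adjusted p = 0.101), and 0.62 within batch B, so its change was not past the threshold. In the glucose-deficient condition the log2 fold change of *fbp1* was 3.97 (SE 0.76, edgeR adjusted p = 0.00579), with 1.83 within batch A. That of *ste11* was 2.17 there, past the threshold, with 2.22 within batch A.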

Consistent with this hypothesis, the *fbp1*^+^ and *ste11*^+^ genes, which are induced by Rst2 in the absence of glucose, were bound by both Rst2 and Tup11 [27, 40] (Additional file 9: Table S8). Examination of a complete set of 343 protein-coding and non-coding genes enriched for both Tup11 and Rst2 revealed widespread activation of Rst2 and Tup11 co-regulated genes in the glucose-starved condition. 

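The 343 loci that the paper's table lists as bound by Tup11 and Rst2 in the glucose-starved condition were examined. By mean log2 CPM, 216 (63.0%) were higher in the glucose-starved condition than in glucose, against 42.2% of all 6691 tested features. Scaled by library totals, 196 were higher, and within batch B 237 were. Of the 329 that were tested by edgeR, 153 were past the threshold upwards and 45 downwards. The median difference of the loci was 0.77 on the log2 scale, at percentile 100.0 of 10000 random lists matched on mean expression, whose median was -0.28.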

198/343 (57.7%) of Tup11 and Rst2-bound loci showed increased expression levels suggesting that Tup/Ssn6 might contribute to the activation of these genes via association with Rst2 (Fig. 5g). 

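*atf1* (SPBC29B5.01, chromosome II, 1546194 to 1549862) had 379.2 ± 135 CPM in the glucose-starved condition and 56.9 ± 17.9 CPM in glucose (SD, n = 2 each), a log2 fold change of 2.37 (SE 0.35, edgeR adjusted p = 0.000104). *prr1* (SPAC8C9.14, chromosome I, 3665912 to 3669087) had 414.2 ± 101.3 and 141.6 ± 5.16 CPM, a log2 fold change of 1.54 (SE 0.16, edgeR adjusted p = 8.6e-06). *rsv2* (SPBC1105.14, chromosome II, 3530760 to 3535288) had 1295 ± 226 and 36.02 ± 0.49 CPM, a log2 fold change of 5.32 (SE 0.34, edgeR adjusted p = 3.27e-07). *scr1* had a log2 fold change of 2.08 against glucose (SE 0.26, edgeR adjusted p = 3.1e-05). All 8 *ght* genes shown in Fig. 2a were past the threshold upwards, with log2 fold changes from 1.07 to 7.22. Within batch B the log2 differences were 2.02 for *atf1*, 1.31 for *prr1*, 4.99 for *rsv2* and 2.71 for *scr1*.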

Carbon metabolism and transcription factor encoding genes were enriched in this upregulated gene set, including the *ght* hexose transporters, the stress pathway transcriptional activators *atf1*^*+*^, *prr1*^*+*^, *rsv2*^*+*^*,* and *scr1*^*+*^ itself, implicating Rst2 and Tup11 in the activation of these factors. Together, these results suggest important roles for Rst2 and Tup11 in the activation of these genes in *S. pombe* in glucose-deficient conditions. Interestingly, several glycolysis, plasma membrane and cell wall genes were bound by Rst2 and Tup11 but repressed compared to glucose or sucrose conditions, suggesting that co-localisation of Rst2 with Tup11 is not sufficient for gene activation at all loci and that additional regulatory signals likely influence the regulation of these genes (Fig. 5g).

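Among glycolysis genes in the list of loci bound by Rst2 and Tup11, *pyk1* (SPAC4H3.10c, chromosome I, 3844743 to 3846645) had 1147 ± 355 CPM in the glucose-starved condition and 3949 ± 301 CPM in glucose (SD, n = 2 each), a log2 fold change of -1.84 (SE 0.23, edgeR adjusted p = 2.56e-05). *gpm1* (SPAC26F1.06, chromosome I, 5173864 to 5174644) had 1855 ± 1371 and 5757 ± 1035 CPM (SD, n = 2 each), a log2 fold change of -1.81 (SE 0.33, edgeR adjusted p = 0.000527). Within batch B the log2 differences were -1.57 for *pyk1* and -1.2 for *gpm1*. Of the 12 genes listed here under glycolysis, these 2 were past the threshold downwards and 2 were past it upwards, *fbp1*, which is in the list of bound loci, and *eno102*, which is not. *tpi1*, in the list of bound loci but not among the 12, was past it downwards. The other 6 of the 12 that were in the list of bound loci were not past the threshold, with log2 fold changes under 0 in the edgeR fit: *eno101* -0.84, *fba1* -0.58, *tdh1* -0.24, *pgk1* -0.24, *pfk1* -0.10 and *hxk2* -0.05. The replicates disagreed. Each of the 6 had fewer CPM in glucose-starved replicate 2, in batch C, than in either glucose library (*pgk1* 727.8, against 3821 and 4358 CPM). Within batch B, *tdh1*, *pgk1*, *eno101*, *pfk1* and *hxk2* were higher in the glucose-starved condition, by 0.68, 0.86, 0.21, 0.3 and 0.66 on the log2 scale, and *fba1* was lower, by -0.12.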

### Scr1, Tup11 and Rst2 co-localise at a subset of carbon metabolism genes in glucose-sufficient conditions

In contrast to earlier work suggesting that Rst2 is predominantly excluded from the nucleus after phosphorylation by PKA in the presence of glucose [27], we observed significant Rst2 enrichment at 87 and 73 protein-coding genes in the glucose and sucrose conditions respectively (Additional file 8: Table S7). Furthermore, a subset of 51 protein-coding genes were bound by Rst2 in all three conditions, indicating that Rst2 remains bound to some loci regardless of the glucose concentration (Fig. 5a). We compared our ChIP-seq data for Rst2, Scr1 and Tup11 in the glucose condition, identifying 65 protein-coding genes bound by all three factors (Fig. 6a, Additional file 10: Table S9), and striking overlap in their global enrichment patterns in the glucose condition (Fig. 6b). Moreover, all three factors co-occupied the same genomic locations in the promoters of these genes. One key example of this was at the *scr1*^+^ promoter (Fig. 6c), suggesting that additional layers of regulation in concert with the autoregulatory capacity of Scr1 affect *scr1*^*+*^ expression. This set of 65 protein-coding genes bound by all three factors was enriched for hexose transport, glycolysis and transcription factor gene ontologies (Fig. 6d). These observations suggest that Scr1, Rst2 and Tup11 co-occupy and potentially co-operate to achieve transcriptional regulation of these genes in the presence of glucose.

**Fig. 6:**
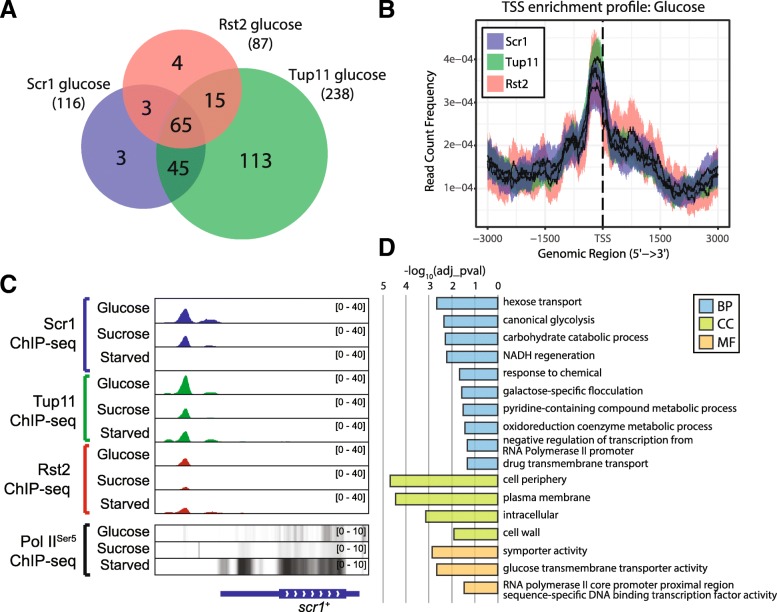
Scr1, Tup11 and Rst2 co localize at gene promoters in the presence of glucose. **a** Overlap of protein-coding genes bound by Scr1, Tup11 and Rst2 in glucose. **b** Enrichment profiles of Scr1, Tup11 and Rst2 surrounding *S. pombe* gene transcription start sites (TSS) in the glucose condition. Solid line indicates the mean while the colored region defines a 95% confidence interval. **c** Genome browser visualization of Scr1, Tup11, Rst2 and RNA PolII^Ser5^ enrichment at the *scr1*^+^ locus. The black arrows indicate significant regions of Scr1, Tup11 and Rst2 enrichment. **d** GO terms enriched in the subsets of protein-coding genes bound by Scr1, Rst2 and Tup11 in the glucose condition

Since both Scr1 and Rst2 have been suggested to modulate Tup/Ssn6 function at the *fbp1*^+^ promoter [13], one possible explanation is that they compete for association with Tup/Ssn6 at these loci. Thus, the absence of one factor may “tip the balance” in favour of the opposing factor, which should result in changes to gene expression compared to wild type cells. To test this hypothesis, RNA-seq data from wild type and *scr1*^−^ mutant cells was examined for a non-redundant set of 80 protein-coding genes bound by Scr1, Tup11 and Rst2 in glucose and/or sucrose (Fig. 7a). This set included 13 of the 32 “Scr1-dependent genes” we defined earlier (Additional file 1: Figure S12). 

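The paper's merged list, as read from its supplementary table, holds 82 protein-coding genes, 65 bound in glucose and 61 in sucrose. Of these, 81 were tested by edgeR, and 14 were among the 70 genes changed in the *scr1*- mutant in either medium, 13 upwards and 1 downwards.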

Consistent with our hypothesis that genes bound by both factors should increase in expression in the *scr1*^*−*^ mutant background, 52/80 (65%) genes displayed increased expression in the *scr1*^*−*^ mutant relative to wild type in both conditions, with a further 11 genes upregulated in either of the two conditions (Fig. 7b). 

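By mean log2 CPM, 52 of the 82 genes (63.4%) were higher in the *scr1*- mutant than in wild type in both media, against 45.6% of all tested protein-coding genes. A further 12 were higher in 1 medium and 18 in neither. The number depended on the scaling, as 36 of the 82 were higher in both media when counts were scaled by library totals, with which 20.8% of all tested protein-coding genes were higher in both. Tested by edgeR, 10 were past the threshold upwards in both media. Within batch A, 50 of the 82 were higher in both media, and within batch B 42 were; batch C holds no wild type library in these media. The median difference of the 82 genes was 0.24 on the log2 scale in glucose, at percentile 99.91 of random lists matched on mean expression, whose median was 0.12, and 0.27 in sucrose, at percentile 100.0 of lists with the same median. Of the 65 genes bound in glucose, 48 were higher in the mutant in glucose, and of the 61 bound in sucrose, 44 were higher in sucrose. The paper raises competition of Scr1 and Rst2 for Tup/Ssn6 as a possible explanation of their shared binding, tests it by the rise of bound genes in the mutant, and reasons from that rise that their interplay may set the role of Tup/Ssn6.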

Increased expression of a gene in the *scr1*^−^ mutant background was generally consistent with the presence of Scr1 and Rst2 co-localisation at that gene promoter. Overall, these data support the hypothesis that interplay between Scr1 and Rst2 at these loci in the presence of glucose may determine the role of Tup/Ssn6 in transcription. Since *S. pombe* lacks regulatory mechanisms found in other yeasts, such as the Snf3/Rgt2/Rgt1 system in *S. cerevisiae* [47], this feature may provide an avenue to rapidly modulate gene expression in the face of changing environmental carbon conditions.

**Fig. 7:**
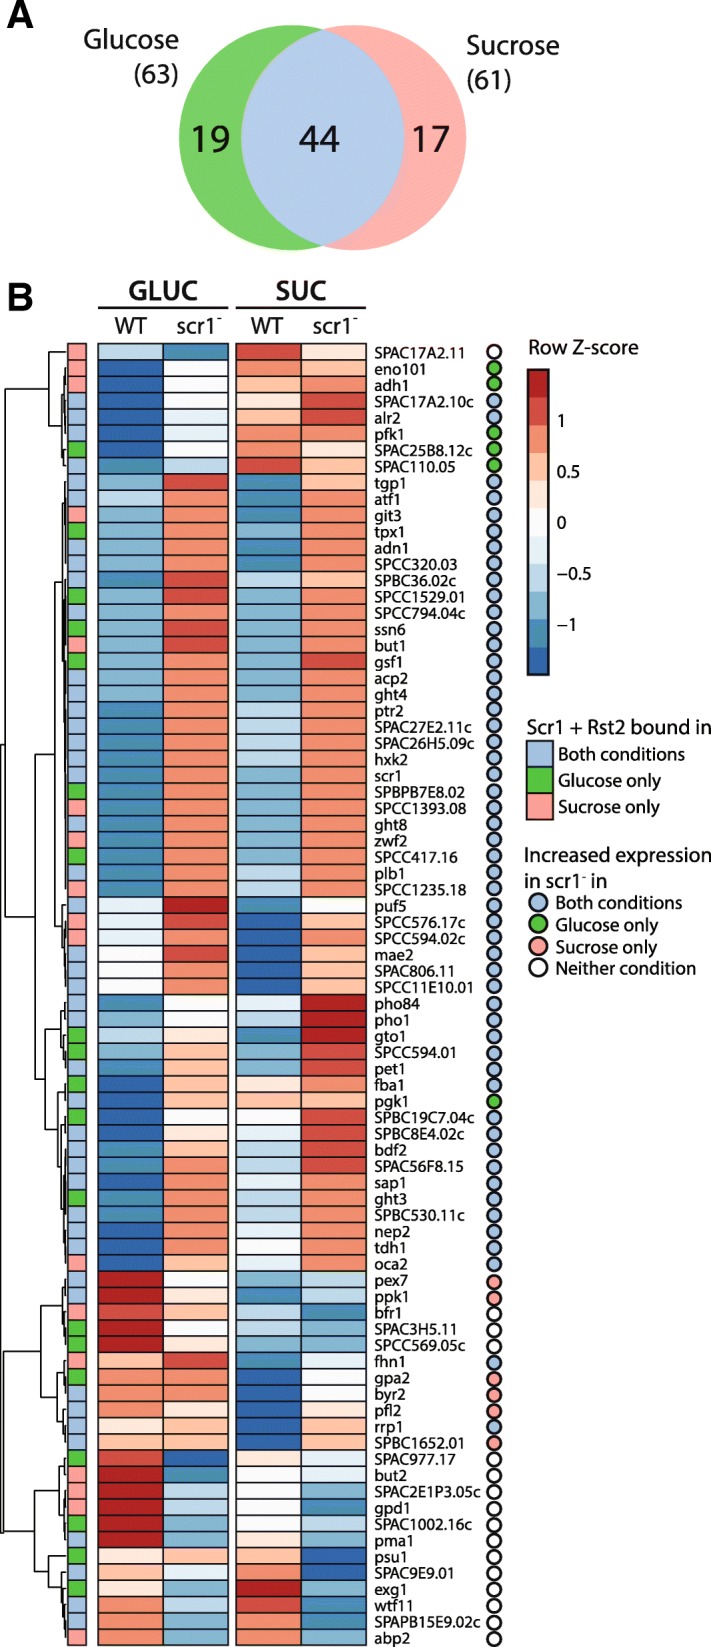
Genes bound by Scr1, Tup11 and Rst2 in glucose are predominantly upregulated in the *scr1*^−^ mutant. **a** Overlap of protein-coding genes bound by Scr1, Tup11 and Rst2 in glucose and sucrose conditions. **b** Heatmap of gene expression for each of the genes in **a** in wild type and *scr1*^−^ mutant cells in glucose or sucrose conditions. Coloured boxes indicate significant enrichment of both Scr1 and Rst2 at that gene in glucose (green), sucrose (red) or both conditions (blue). Coloured circles indicate increased expression in the *scr1*^−^ mutant background vs. wild type *S. pombe* for each gene in glucose (green), sucrose (red) or both conditions (blue). White circles indicate genes showing no increase in expression in the *scr1*^−^ mutant background relative to wild type *S. pombe* in either condition. The *fbp1*^+^ gene, while bound by Scr1 glucose and sucrose, is not shown due to a lack of significant enrichment of Rst2 in either condition

## Discussion

This study sought to better understand the regulatory network of CCR genome-wide in *S. pombe*. Whereas previous examination of the CCR regulatory network in other fungi such as *S. cerevisiae* have relied on the identification of a consensus Mig1 DNA binding motif to assign whether genes are directly or indirectly regulated by CCR [18], we integrated RNA-seq and ChIP-seq approaches and defined a core set of 32 Scr1-dependent genes both bound by Scr1, and significantly upregulated in the *scr1*^−^ mutant background (Additional file 6: Table S5). The genes regulated by Scr1 operate across a range of canonical CCR related metabolic pathways and, interestingly, core stress responses and sexual differentiation, implicating Scr1 in the regulation of multiple biological processes in *S. pombe* (Figs. 1, 2 and 3).

Homothallic *scr1*Δ mutants exhibited ectopic meiosis in carbon and nitrogen replete conditions suggesting that Scr1 also acts to repress sexual differentiation (Fig. 3). While multiple meiosis genes, including *ste11*^+^ and *mei2*^+^, were indirectly regulated by Scr1, *cgs2*^+^ was both directly bound by Scr1 and significantly upregulated in the *scr1*^−^ mutant background in glucose-sufficient conditions (Fig. 3a). Cgs2 converts cellular cAMP to AMP, reducing cAMP levels within the cell and relieving cAMP-dependent inhibition of Cgs1, which is subsequently able to inhibit PKA [39, 48–51] (Fig. 3f). Thus, Cgs2 is an indirect inhibitor of PKA (Fig. 8). Inhibition of PKA results in the induction of a range of genes involved in gluconeogenesis, stress and meiosis including *fbp1*^+^ and *ste11*^+^ via Rst2, the ATF/CREB heterodimeric activator, Atf1-Pcr1, and the Spt-Ada-Gcn5-acetyltransferase (SAGA) transcriptional co-activator complex [40, 52, 53]. We have shown that *cgs2*^+^*,* is a direct target of Scr1 and is significantly upregulated under glucose-sufficient conditions in the absence of *scr1*^−^, thus linking the glucose-sensing cAMP-dependent PKA pathway with the Scr1-mediated CCR response. In previous work, overexpression of *cgs2*^+^ in *S. pombe* resulted in a decrease in cellular cAMP and ectopic meiosis in nutrient replete conditions [54] suggesting that ectopic expression of *cgs2*^+^ may be sufficient to drive activation of meiosis genes in the presence of glucose via misregulation of PKA signaling. If so, it would suggest that Scr1 indirectly contributes to the suppression of the *S. pombe* sexual differentiation pathway via transcriptional control of *cgs2*^+^ under favorable carbon conditions.

**Fig. 8:**
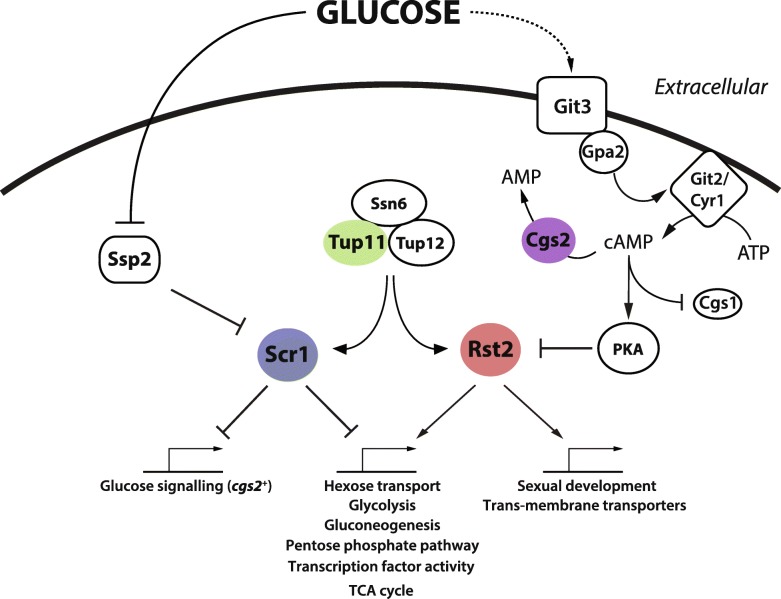
Scr1 and Rst2 co-function with Tup/Ssn6 to coordinate CCR in *S. pombe*. The Scr1 repressor (blue) and the Rst2 activator (red) comprise two downstream effectors of the glucose signal in *S. pombe*. In the glucose condition, nuclear localized Scr1 binds to and enforces the repression of genes involved in carbohydrate utilization, hexose transport, glucose signaling, glycolysis and the TCA cycle. Under these conditions the Git3-Gpa2-Git2 glucose sensing machinery is also active and sustains intracellular cAMP levels via Cyr1, in turn maintaining PKA in an active state via Cgs1 inhibition resulting in the hyper-phosphorylation and inactivation of Rst2. In the absence of glucose, Scr1 is inactivated by the Ssp2 AMPK [17], Cgs2 (purple) is subsequently upregulated and drives the conversion of intracellular cAMP to AMP [51]. This removes cAMP mediated inhibition of the PKA regulatory module Cgs1, allowing inhibition of PKA activity. In turn, Rst2 becomes active and replaces Scr1 at the promoter of the majority of Scr1 target genes as well as genes involved in gluconeogenesis and sexual differentiation. (Fig. 5c). Tup11 (green), a component of the Tup/Ssn6 co-regulator, co-localises at gene promoters with both Scr1 and Rst2 regardless of carbon condition thus playing a role in both the repression and activation of gene expression in response to glucose

The enrichment of HAP complex and ATF/CREB factor binding motifs in the promoter of Scr1 regulated genes suggests that these factors also influence the regulation of CCR target genes in *S. pombe* (Additional file 1: Figure S7). The HAP complex, ATF/CREB (e.g. Atf1) and Rst2 also regulate key Scr1 target genes such as *fbp1*^+^ [24, 27]. Importantly, the *atf1*^+^ promoter was bound by Scr1 in glucose-sufficient conditions suggesting CCR acts to repress the transcriptional programs regulated by Atf1 when glucose is replete (Additional file 6: Table S5). Atf1 responds to Sty1 MAPK signaling to activate gene expression under various conditions including, UV, oxidative and osmotic stress [55–59], and regulates cAMP dependent PKA signaling via modulation of chromatin structure at the aforementioned *cgs2*^+^ locus [51]. Atf1 is also an activator of *ste11*^+^ expression, thereby linking mating to Sty1-mediated stress responses in *S. pombe* [55, 60]. Unlike *S. cerevisiae*, which readily mates in nutrient rich media and undergoes meiosis only under nutrient limitation [2], *S. pombe* mates only in conditions of nutrient or physiological stress and usually undergoes sporulation immediately following meiosis [61]. 

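In the *scr1*- mutant, *atf1* had 65.3 ± 10.3 CPM in glucose and 65.7 ± 22.9 CPM in sucrose (SD, n = 4 each), log2 fold changes against wild type of -0.02 (SE 0.29, edgeR adjusted p = 0.986) and -0.01 (SE 0.29, edgeR adjusted p = 0.995). The sign changed under at least 4 of the alternatives in each medium. Within batches A and B the log2 differences were 0.51 and -0.06 in glucose and 0.31 and -0.41 in sucrose.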

Interestingly, *atf1*^+^ was not significantly upregulated in the *scr1*^−^ mutant background, suggesting other factors may be required for full *atf1*^+^ induction, such as Rst2, which, along with Tup11, was bound at *atf1*^+^ in the glucose-starved condition, where *atf1*^+^ was upregulated (Additional file 8: Table S7). While it is logical that Scr1 should repress genes that promote meiosis when nutrients are replete, our data suggest that Scr1-mediated CCR may also repress the Sty1 mitogen-activated protein kinase (MAPK) signaling pathway in *S. pombe* via regulation of *atf1*^+^. Thus, Scr1 may additionally function as a repressor of the nutrient stress response in glucose-sufficient conditions.

In addition to Scr1, we defined the regulon of Tup11 and Rst2 in glucose, sucrose and glucose-starved conditions. We observed co-localisation of Scr1 and Tup11 at almost all Scr1 bound sites in glucose and sucrose conditions (Fig. 4b & c) and determined through co-immunoprecipitation that the two proteins physically interact (Additional file 1: Figure S10). Thus, like *S. cerevisiae*, targeting of the Tup/Ssn6 complex by the primary CCR transcription factor is conserved in *S. pombe* [16, 62]. Contrary to previous mechanistic models of CCR whereby Tup/Ssn6 complexes are recruited by CCR effectors to the DNA in the presence of glucose, and are dissociated from the DNA in the absence of glucose [63, 64], *S. cerevisiae* Tup1/Ssn6 remains at certain loci following glucose depletion, and in some conditions can act as a co-activator of gene expression, possibly by facilitating recruitment of the SWI/SNF, Mediator and/or SAGA complexes [65–68]. Consistent with these observations, just 30 protein-coding genes (7.4% of all Tup11 targets) associated with Tup11 enrichment were observed only in glucose or sucrose and not in glucose-starved conditions (Fig. 4a). This suggests that Tup11 remains bound to the majority of target loci regardless of the local glucose concentration or is displaced and subsequently re-recruited by other transcription factors within the timepoints analysed in this study. We found that Scr1 is replaced by Rst2 in glucose-starved conditions at CCR genes that also show Tup11 enrichment, increased expression and increased RNA Pol II^Ser5^ enrichment compared to glucose-sufficient conditions, supporting the hypothesis that Tup/Ssn6 function can be toggled between repressing and activating functions via association with different transcription factors (Fig. 8). Previous work suggests that the transcription factors Rst2, Atf1 and the CCAAT binding complex affect chromatin architecture to counteract the repressive capability of Tup/Ssn6 at *fbp1*^+^ [69, 70]. These studies, combined with data showing that loss of *tup11*^+^ and *tup12*^+^ is sufficient to derepress *fbp1*^+^ in the presence of glucose [24] argues against a direct role for Tup/Ssn6 in gene activation. In contrast, the *inv1*^+^ promoter element SPCC191.10, which is bound by Rst2 and Tup11 in glucose-starved conditions (Fig. 5f) was shown under the same conditions to also recruit the SWI/SNF chromatin remodelling complex and the SAGA histone acetyltransferase complex which are required for *inv1*^+^ induction [71]. This suggests that Tup/Ssn6 might be involved in the recruitment of SWI/SNF and SAGA at *inv1*^+^ and possibly other loci in glucose-starved conditions to promote gene activation in *S. pombe* in a similar fashion to *S. cerevisiae*. While the co-localisation of Rst2 and Tup11 binding at actively transcribed genes implies co-operation toward gene activation in *S. pombe*, the mechanism underlying this process remains unclear and may be different at distinct loci.

In contrast to previous work showing that Rst2 is predominantly excluded from the nucleus in the presence of glucose [27], we observed Rst2 enrichment at 87 protein-coding genes under these conditions confirming that Rst2 plays functional roles in both the presence and absence of glucose (Fig. 6a). Our data support a model for differential control, whereby a subset of genes are bound by Rst2 in the presence of glucose while a wider range of Rst2 targets are bound only in glucose-starved conditions (Fig. 7a, Additional file 8: Table S7). While it is unclear what determines the subset of Rst2 target genes that are bound by Rst2 in glucose compared to glucose-starved conditions, it has been shown that nitric oxide can induce Rst2 activity in the presence of glucose [72], suggesting that additional Rst2 control mechanisms exist which may regulate its localisation and/or function in glucose-sufficient conditions.

Rst2 replaces Scr1 at the *fbp1*^+^ promoter upon glucose starvation to induce gene expression [13]. Our data suggests that this pattern extends to most Scr1 bound genes which are reciprocally bound by Rst2 in the glucose-starved condition where Scr1 is absent (Fig. 5c). Given that Scr1 and Tup/Ssn6 co-localisation in the presence of glucose correlates with repression (Fig. 4e & f), while Rst2 and Tup/Ssn6 co-localisation in the absence of glucose correlates with activation (e.g. *fbp1*^+^ and *ste11*^*+*^, Fig. 5g) [13, 40], co-localisation of all three factors may indicate competition between Scr1 and Rst2 for association with the Tup/Ssn6 complex and control over gene expression. Scr1, Tup11 and Rst2 co-localised at 65 protein-coding genes functioning primarily in carbon metabolism pathways (Fig. 6a & d). Our RNA-seq data showed that genes bound by Scr1, Tup11 and Rst2 in the glucose or sucrose conditions mostly increased in expression in the *scr1*^−^ mutant background (Fig. 7b) supporting the idea that Scr1 and Rst2 compete for control over these loci, and that in the absence of Scr1, Rst2 can force their activation, possibly by modulating the function of Tup/Ssn6 or its ability to recruit downstream chromatin remodelling machinery. Competition between transcription factors has been reported in *S. cerevisiae*, where the Yox1 transcriptional repressor competes with the forkhead transcriptional activator, Fkh2, for binding to the Mcm1 protein at a subset of Mcm1 regulated cell-cycle genes [73]. 

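Of the genes bound by Scr1, Tup11 and Rst2 in glucose or sucrose, *abp2* was the only gene past the edgeR threshold downwards in the *scr1*- mutant. It was past it in both media, and is singled out here after its values were seen. The paper's lists give Scr1 binding at *abp2* in sucrose and not in glucose, so it was counted above among the genes outside the list of bound genes. Its CPM in the mutant libraries were between 17.2 and 31.6, and in wild type in glucose and sucrose the lowest was 76.5.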

A caveat to this model of Scr1 and Rst2 competition was that some genes displayed reduced expression in the *scr1*^−^ mutant background compared to wild type, suggesting additional regulatory factors are likely necessary for the control of these genes.

An alternative explanation for Scr1 and Rst2 co-localisation at these loci in glucose-sufficient conditions may be that the two proteins co-operate to provide additional regulatory complexity to the *S. pombe* cell. In *S. cerevisiae*, a subset of Mig1 target genes is also regulated by the glucose sensing pathway Snf3/Rgt2/Rgt1, and the Mig1 orthologues Mig2 and Mig3, in addition to the cAMP/PKA pathway [18, 74]. These pathways provide the budding yeast cell multiple layers of regulation to fine tune gene expression [2, 18, 74]. Given that *S. pombe* contains no Snf3/Rst2-like system, and the function of its closest Scr1 paralogue, Rsv1, appears specific to stationary phase [75, 76], co-occupancy of Scr1 (CCR) and Rst2 (cAMP/PKA) at CCR-regulated loci in the presence of glucose might maintain a “poised” transcriptional state, providing *S. pombe* an avenue to rapidly induce or repress transcription to optimise glucose uptake in response to fluctuations in glucose availability.

## Conclusions

We investigated the glucose-responsive transcriptional regulatory network of *S. pombe*, identifying striking differences in global transcription in wild type cells grown under distinct carbon conditions. Scr1, was required for the repression of genes involved in both canonical CCR pathways and nutrient stress induced sexual differentiation in glucose-sufficient conditions. Analysis of the genomic localization of Scr1, Tup11 and Rst2 suggested that the Tup/Ssn6 complex acts in concert with Scr1-mediated repression and Rst2-mediated activation on a genome wide scale. Finally, co-occupancy of all three factors at key carbon metabolism genes in the presence of glucose highlighted potential competition between the primary transcriptional repressor (Scr1) and activator (Rst2) of CCR for association with Tup/Ssn6 as a feature of the transcriptional regulatory network governing carbon metabolism in *S. pombe*.

## Methods

### *Schizosaccharomyces pombe* strains and growth conditions

No samples generated during this study were obtained from commercial sources. *S. pombe* strains used in this study are listed in Additional file 11: Table S10. Unless indicated, *S. pombe* was grown at 32 °C in yeast extract (YES) medium containing 3% (*w*/*v*) glucose with supplements [77]. For genetic crosses, parental strains were inoculated in equal proportions onto solid sporulation agar (SPAS) medium and cultured at 26 °C [77]. Diploid cells were isolated via intragenic complementation of *ade6*-m210 and *ade6*-m216 alleles followed by selection for adenine prototrophy on defined Edinburgh minimal medium (EMM) with 2% (w/v) glucose without adenine [77]. Tetrad dissection was performed using a Singer™ Sporeplay+ microscope. Microscopic images were acquired on an Olympus BX60 microscope with a SPOT CCD camera (Diagnostic Instruments).

### Strain construction

Oligonucleotides used in this study are listed in Additional file 12: Table S11. Linear DNA constructs for generating gene deletions or C-terminal TAP or FLAG tag fusion alleles were generated using a PCR-based allelic replacement approach [78]. To generate an *scr1*Δ strain, a construct containing the KanMX6 marker and 100 bp of *scr1*^+^ CDS flanking DNA at the 5′ and 3′ end was amplified from plasmid pFA6a [78] using oligonucleotides scr1-kan-KO-F and scr1-kan-KO-R. A freshly generated diploid *S. pombe* strain isolated from a cross of strains Y39 and Y50 was transformed with this construct via the lithium acetate method [77]. Diploid transformants containing an *scr1*Δ allele were selected on YES + 150 mg/mL G418 (“Geneticin”, Gibco), genotyped by colony PCR using oligonucleotides DV-03-F and DV-04-R, and sporulated resulting in the haploid *scr1*Δ strains D163 & D165 (Additional file 11: Table S10). Linear C-terminal TAP tagging constructs for *scr1*^+^, *tup11*^+^ and *rst2*^+^ were amplified from plasmid pFA6a-4X-CTAP [43] using oligonucleotides scr1-TAP-F and scr1-TAP-R, tup11-TAP-F and tup11-TAP-R and rst2-TAP-F and rst2-TAP-R respectively, transformed into Y50 and selected on YES + G418 as above. A homothallic (*h*^90^) *scr1*Δ strain was generated by crossing D163 (*h*^−^ *scr1*Δ) to the homothallic prototroph Y9 (*h*^90^). The mating type of *S. pombe* strains was determined by PCR using the oligonucleotides pombe-MAT1, pombe-MATp and pombe-MATm [79]. The percentage of zygotic asci was determined by counting the total number of cells in random fields of view up to a total cell number of approximately 1000 cells. In the same fields of view the number of zygotic asci were then counted. The percentage asci was calculated as the total number of asci multiplied by 2 (since each ascus arises from two cells) divided by the total count & multiplied by 100.

### RNA preparation and sequencing

Y44/Y39 (wild type), D59/D60 (*scr1*::*ura4*^*+*^), and D163/D165 (*scr1*Δ) cells were inoculated into pre-cultures containing 50 mL YES 3% (*w*/*v*) glucose to initial OD_595_ ≈ 0.08 and cultured for 4 h. Following this, cells were collected by centrifugation (21 °C, 3 min, 900rcf), washed twice with sterile water and split evenly across 50 mL YES 3% (w/v) glucose, YES 3% (w/v) sucrose, YES 3% (*v*/v) glycerol + 0.1% (w/v) glucose or YES 3% (v/v) glycerol cultures. Total RNA from two independent biological replicates for each strain and experimental condition was prepared using hot-phenol extraction [80]. RNA-seq library construction was performed in three separate batches by the Australian Genome Research Facility using Illumina TruSeq unstranded (batch 1) and TruSeq stranded (batches 2 and 3) protocols. Sequencing and quality metrics of RNA-seq and ChIP-seq libraries are shown in Additional file 13: Table S12 and Additional file 14: Table S13 respectively.

### Tandem affinity purification (TAP) & immunoblotting

TAP was performed on *S. pombe* strains Y50/Y39 (wild type), D51/D52 (Scr1-TAP), D96 (Tup11-TAP), D202/205 (Scr1-TAP + Tup11-FLAG) and D206/207 (Tup11-TAP + Scr1-FLAG) (Additional file 11: Table S10) as described previously [43]. To prepare whole cell lysates for TAP, cells were cultured in 4 L YES 3% (w/v) glucose to OD_595_ ≈ 0.5–0.7, harvested by centrifugation, transferred to stainless steel canisters, cryogenically frozen in liquid nitrogen, and lysed in a Retsch™ Mixer Mill MM200 using 5 × 2 minute cycles at maximum speed. Whole cell lysates were used as input for the TAP procedure. Immunoblotting of whole-cell and purified lysates from TAP and FLAG tagged strains was performed using either Rabbit anti-TAP (Thermo Fisher #CAB1001) primary or an in-house derived Mouse anti-FLAG-M2 primary, both at 1:1000 dilution. Anti-Rabbit/Mouse horseradish peroxidase (HRP) conjugated secondary antibodies were used at 1:10,000 dilution.

### Chromatin immunoprecipitation (ChIP) and ChIP-seq library preparation

ChIP was performed as described previously [81] using two independent biological replicates for each strain and experimental condition. To prepare chromatin for ChIPs, cells cultured in YES 3% (w/v) glucose to OD_595_ ≈ 0.5 were harvested by centrifugation, washed twice in sterile water, and split evenly across 50 mL YES 3% (w/v) glucose, YES 3% (w/v) sucrose or YES 3% (v/v) glycerol. After a further 4 h of culturing, cells were crosslinked with 1% (v/v) formaldehyde for 15 min at room temperature with mild shaking. Crosslinking was quenched with 2.5 mL 2.5 M glycine and cells were lysed by bead beating. The chromatin fraction was sonicated to 200-500 bp fragments using a Bioruptor sonicator (Diagenode) on high power using 5 × 9 min cycles of 30 s ON, 60 s OFF. For TAP-tag ChIPs, 4uL mouse anti-protein A antibody (Sigma P2921) was coupled to 100uL pan-mouse Dynabeads (Invitrogen). RNA PolII^Ser5^ ChIPs were conducted in either wild type (Y9) or Scr1-TAP (D51/D52) backgrounds. An excess (5uL) of mouse anti-RNA Polymerase II^Ser5^ phospho-CTD antibody (clone 3E8, Merck 04–1572) was coupled to 100uL goat anti-mouse Dynabeads (Invitrogen) to saturate the beads with antibody and prevent cross-reactivity with the Protein A moiety of the TAP tag. ChIP-seq DNA was quantified using a high-sensitivity DNA assay on a Qubit 2.0 fluorometer (Invitrogen). ChIP-seq library preparation was performed as described previously [82]. Library DNA was examined for quality on an Agilent Bioanalyser 2100 using DNA high-sensitivity chips. ChIP-seq DNA was sequenced on an Illumina HiSeq 2500 using either a 75 bp single-end or 100 bp paired-end strategy. Sequencing and quality metrics of ChIP-seq libraries are shown in Additional file 14: Table S13.

### RNA-seq and ChIP-seq data analysis

Illumina sequencing reads were adapter and quality trimmed using Cutadapt (v1.9.1) [83] with default parameters and assessed for quality using FastQC (v0.11.5) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Read data was aligned to the *S. pombe* reference genome (ASM294v2.25) using Bowtie2 v2.3.1 (ChIP-seq samples) [84] or Tophat2 v2.1.1 (RNA-seq samples) [85]. Bowtie2 parameters were set as: --very-sensitive-local; −-minins 0; −-maxins 600; −-threads 8. Tophat2 parameters were as follows: --max-intron-size 5000 --library-type fr-firststrand (for stranded samples), fr-unstranded (for unstranded samples). Reads mapping to features were counted with featureCounts v1.5.2 [86] using the following parameters: -O -M -T 4. For stranded libraries, the -s 2 parameter was used. Differential gene expression analysis was performed using DESeq2 (v1.12.3) accounting for sequencing batch in the experimental design [87]. Genes with a log_2_ fold change (Log_2_FC) greater than 1 or less than − 1 and a False Discovery Rate (FDR) adjusted *p*-value (P_adj_) less than 0.05 were considered differentially expressed and used for further analysis. ChIP-seq peak detection was performed using a workflow based on MACS v2.1.1 [88] coupled with irreproducible discovery rate (IDR) correction across replicates as described previously [89]. An input sample was used to provide background enrichment correction for each carbon condition. Deeptools2 v2.5.3 [90] and ChIPseeker [91] were used for visualization of input normalized ChIP-seq samples. Gene ontology and gene set enrichment analyses were performed using AnGeLi with default parameters [92].

## Additional files

Additional file 1: **Figure S1.** Fungal CCR effectors are conserved within the zinc finger DNA binding domain. **Figure S2.** Glucose availability directly influences the transcriptional program of *S. pombe.* **Figure S3.** Primary carbon metabolism pathways are upregulated in the absence of glucose. **Figure S4.** *scr1*::*ura4*^+^ disruption is a faithful representation of *scr1*^−^ loss of function. **Figure S5.** Generation of a TAP-epitope tagged Scr1 expression *S. pombe* strain. **Figure S6.** Scr1 possesses autoregulatory capacity. **Figure S7.** The promoters of Scr1-dependent genes contain putative Scr1, HAP complex and ATF/CREB factor binding sites. **Figure S8.** *scr1*Δ *h*^90^ cells mate normally on SPAS medium at 26 degrees. **Figure S9.** Scr1 and Tup11 co-localise at the promoter of known Scr1 target genes. **Figure S10.** Scr1 and the Tup/Ssn6 complex physically interact but do not form a stable stoichiometric protein complex. **Figure S11.** GO Enrichment of Rst2 and Tup11 independent gene targets. **Figure S12.** Overlap of protein coding genes bound by Scr1, Tup11 and Rst2 in glucose or sucrose and the “Scr1-dependent” gene set.

Additional file 2: **Table S1**. Results of RNA-seq analysis for protein-coding genes in wild type cells cultured in glucose, sucrose, glucose-deficient or glucose-starved conditions.

Additional file 3: **Table S2.** Results of RNA-seq analysis for non-coding RNAs or other small RNAs in wild type cells cultured in glucose, sucrose, glucose-deficient or glucose-starved conditions.

Additional file 4: **Table S3.** Results of RNA-seq analysis for scr1 mutant cells vs wild type cells cultured in glucose or sucrose conditions.

Additional file 5: **Table S4.** Scr1-regulated genes under glucose sufficient conditions.

Additional file 6: **Table S5.** Results of Scr1 ChIP-seq analysis.

Additional file 7: **Table S6.** Results of Tup11 ChIP-seq analysis.

Additional file 8: **Table S7.** Results of Rst2 ChIP-seq analysis.

Additional file 9: **Table S8.** Analysis of shared and unique Tup11 and Rst2 ChIP-seq targets in glucose, sucrose and glucose-starved conditions.

Additional file 10: **Table S9.** Analysis of shared and unique Scr1, Tup11 and Rst2 ChIP-seq targets.

Additional file 11: **Table S10.** Strains used in this study.

Additional file 12: **Table S11.** Oligos used in this study.

Additional file 13: **Table S12.** List of RNA-seq samples.

Additional file 14: **Table S13.** List of ChIP-seq samples.

## Abbreviations

AMPK: AMP-activated protein kinase
CCR: Carbon catabolite repression
ChIP-seq: Chromatin immunoprecipitation sequencing
DEG: Differentially expressed gene
EMM: Edinburgh minimal medium
GO: Gene ontology
HRP: Horseradish peroxidase
MAPK: Mitogen-activated protein kinase
PKA: Protein kinase A
RNA-seq: RNA sequencing
SAGA: Spt-Ada-Gcn5-acetyltransferase complex
SPAS: Sporulation agar plus supplements
TAP: Tandem affinity purification
TCA cycle: Tricarboxylic citric-acid cycle
TSS: Transcription start sites
UV: Ultraviolet
YES: Yeast extract plus supplements medium

## References

[1] Bahn YS, Xue C, Idnurm A, Rutherford JC, Heitman J, Cardenas ME (2007). Sensing the environment: lessons from fungi. Nat Rev Microbiol.

[2] Broach JR (2012). Nutritional control of growth and development in yeast. Genetics.

[3] Diaz-Ruiz R, Rigoulet M, Devin A (2011). The Warburg and Crabtree effects: on the origin of cancer cell energy metabolism and of yeast glucose repression. Biochim Biophys Acta.

[4] Tanaka N, Ohuchi N, Mukai Y, Osaka Y, Ohtani Y, Tabuchi M, Bhuiyan MS, Fukui H, Harashima S, Takegawa K (1998). Isolation and characterization of an invertase and its repressor genes from *Schizosaccharomyces pombe*. Biochem Biophys Res Commun.

[5] Lundin M, Nehlin JO, Ronne H (1994). Importance of a flanking AT-rich region in target site recognition by the GC box-binding zinc finger protein MIG1. Mol Cell Biol.

[6] Cubero B, Scazzocchio C (1994). Two different, adjacent and divergent zinc finger binding sites are necessary for CREA-mediated carbon catabolite repression in the proline gene cluster of *Aspergillus nidulans*. EMBO J.

[7] Tzamarias D, Struhl K (1994). Functional dissection of the yeast Cyc8-Tup1 transcriptional co-repressor complex. Nature.

[8] Ca K, Redd MJ, Schultz J, Carlson M, Johnson AD (1992). Ssn6-Tup1 is a general repressor of transcription in yeast. Cell.

[9] Smith RL, Johnson AD (2000). Turning genes off by Ssn6-Tup1: a conserved system of transcriptional repression in eukaryotes. Trends Biochem Sci.

[10] Malave TM, Dent SY (2006). Transcriptional repression by Tup1-Ssn6. Biochem Cell Biol.

[11] Wong KH, Struhl K (2011). The Cyc8-Tup1 complex inhibits transcription primarily by masking the activation domain of the recruiting protein. Genes Dev.

[12] Rizzo JM, Mieczkowski PA, Buck MJ (2011). Tup1 stabilizes promoter nucleosome positioning and occupancy at transcriptionally plastic genes. Nucleic Acids Res.

[13] Hirota K, Hoffman CS, Ohta K (2006). Reciprocal nuclear shuttling of two antagonizing Zn finger proteins modulates Tup family corepressor function to repress chromatin remodeling. Eukaryot Cell.

[14] De Vit MJ, Waddle JA, Johnston M (1997). Regulated nuclear translocation of the Mig1 glucose repressor. Mol Biol Cell.

[15] Strauss J, Horvath HK, Abdallah BM, Kindermann J, Mach RL, Kubicek CP (1999). The function of CreA, the carbon catabolite repressor of Aspergillus nidulans, is regulated at the transcriptional and post-transcriptional level. Mol Microbiol.

[16] Papamichos-Chronakis M, Gligoris T, Tzamarias D (2004). The Snf1 kinase controls glucose repression in yeast by modulating interactions between the Mig1 repressor and the Cyc8-Tup1 co-repressor. EMBO Rep.

[17] Matsuzawa T, Fujita Y, Tohda H, Takegawa K (2012). Snf1-like protein kinase Ssp2 regulates glucose derepression in *Schizosaccharomyces pombe*. Eukaryot Cell.

[18] Westholm JO, Nordberg N, Muren E, Ameur A, Komorowski J, Ronne H (2008). Combinatorial control of gene expression by the three yeast repressors Mig1, Mig2 and Mig3. BMC Genomics.

[19] Hu Z, Killion PJ, Iyer VR (2007). Genetic reconstruction of a functional transcriptional regulatory network. Nat Genet.

[20] Mogensen J, Nielsen HB, Hofmann G, Nielsen J (2006). Transcription analysis using high-density micro-arrays of *Aspergillus nidulans* wild type and *creA* mutant during growth on glucose or ethanol. Fungal Genet Biol.

[21] Antonieto AC, dos Santos CL, Silva-Rocha R, Persinoti GF, Silva RN (2014). Defining the genome-wide role of CRE1 during carbon catabolite repression in *Trichoderma reesei* using RNA-Seq analysis. Fungal Genet Biol.

[22] Antonieto AC, de Paula RG, Castro Ldos S, Silva-Rocha R, Persinoti GF, Silva RN (2016). Trichoderma reesei CRE1-mediated carbon catabolite repression in re-sponse to Sophorose through RNA sequencing analysis. Curr Genomics.

[23] Matsuzawa T, Ohashi T, Hosomi A, Tanaka N, Tohda H, Takegawa K (2010). The *gld1*^+^ gene encoding glycerol dehydrogenase is required for glycerol metabolism in *Schizosaccharomyces pombe*. Appl Microbiol Biotechnol.

[24] Janoo RT, Neely LA, Braun BR, Whitehall SK, Hoffman CS (2001). Transcriptional regulators of the *Schizosaccharomyces pombe* fbp1 gene include two redundant Tup1p-like corepressors and the CCAAT binding factor activation complex. Genetics.

[25] Saitoh S, Mori A, Uehara L, Masuda F, Soejima S, Yanagida M (2015). Mechanisms of expression and translocation of major fission yeast glucose transporters regulated by CaMKK/phosphatases, nuclear shuttling, and TOR. Mol Biol Cell.

[26] Mukai Y, Matsuo E, Roth SY, Harashima S (1999). Conservation of histone binding and transcriptional repressor functions in a *Schizosaccharomyces pombe* Tup1p homolog. Mol Cell Biol.

[27] Higuchi T, Watanabe Y, Yamamoto M (2002). Protein kinase a regulates sexual development and gluconeogenesis through phosphorylation of the Zn finger transcriptional activator Rst2p in fission yeast. Mol Cell Biol.

[28] Steensels J, Snoek T, Meersman E, Picca Nicolino M, Voordeckers K, Verstrepen KJ (2014). Improving industrial yeast strains: exploiting natural and artificial diversity. FEMS Microbiol Rev.

[29] Petrovic U (2015). Next-generation biofuels: a new challenge for yeast. Yeast.

[30] Nielsen J (2013). Production of biopharmaceutical proteins by yeast: advances through metabolic engineering. Bioengineered.

[31] DeRisi JL, Iyer VR, Brown PO (1997). Exploring the metabolic and genetic control of gene expression on a genomic scale. Science.

[32] Zaman S, Lippman SI, Schneper L, Slonim N, Broach JR (2009). Glucose regulates transcription in yeast through a network of signaling pathways. Mol Syst Biol.

[33] Brauer MJ, Saldanha AJ, Dolinski K, Botstein D (2005). Homeostatic adjustment and metabolic remodeling in glucose-limited yeast cultures. Mol Biol Cell.

[34] Malecki M, Bitton DA, Rodriguez-Lopez M, Rallis C, Calavia NG, Smith GC, Bahler J (2016). Functional and regulatory profiling of energy metabolism in fission yeast. Genome Biol.

[35] Spirek M, Benko Z, Carnecka M, Rumpf C, Cipak L, Batova M, Marova I, Nam M, Kim DU, Park HO (2010). *S. pombe* genome deletion project: an update. Cell Cycle.

[36] Kim DU, Hayles J, Kim D, Wood V, Park HO, Won M, Yoo HS, Duhig T, Nam M, Palmer G (2010). Analysis of a genome-wide set of gene deletions in the fission yeast *Schizosaccharomyces pombe*. Nat Biotechnol.

[37] Machanick P, Bailey TL (2011). MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics.

[38] Ma W, Noble WS, Bailey TL (2014). Motif-based analysis of large nucleotide data sets using MEME-ChIP. Nat Protoc.

[39] Matviw H, Li J, Young D (1993). The *Schizosaccharomyces pombe pde1/cgs2* gene encodes a cyclic AMP phosphodiesterase. Biochem Biophys Res Commun.

[40] Kunitomo H, Higuchi T, Iino Y, Yamamoto M (2000). A zinc-finger protein, Rst2p, regulates transcription of the fission yeast *ste11*^+^ gene, which encodes a pivotal transcription factor for sexual development. Mol Biol Cell.

[41] Fagerstrom-Billai F, Wright AP (2005). Functional comparison of the Tup11 and Tup12 transcriptional corepressors in fission yeast. Mol Cell Biol.

[42] Fagerstrom-Billai F, Durand-Dubief M, Ekwall K, Wright AP (2007). Individual subunits of the Ssn6-Tup11/12 corepressor are selectively required for repression of different target genes. Mol Cell Biol.

[43] Gould KL, Ren L, Feoktistova AS, Jennings JL, Link AJ (2004). Tandem affinity purification and identification of protein complex components. Methods.

[44] Pelletier B, Beaudoin J, Mukai Y, Labbe S (2002). Fep1, an iron sensor regulating iron transporter gene expression in *Schizosaccharomyces pombe*. J Biol Chem.

[45] Pelletier B, Beaudoin J, Philpott CC, Labbe S (2003). Fep1 represses expression of the fission yeast Schizosaccharomyces pombe siderophore-iron transport system. Nucleic Acids Res.

[46] Znaidi S, Pelletier B, Mukai Y, Labbe S (2004). The Schizosaccharomyces pombe corepressor Tup11 interacts with the iron-responsive transcription factor Fep1. J Biol Chem.

[47] Johnston M, Kim JH (2005). Glucose as a hormone: receptor-mediated glucose sensing in the yeast *Saccharomyces cerevisiae*. Biochem Soc Trans.

[48] Gupta DR, Paul SK, Oowatari Y, Matsuo Y, Kawamukai M (2011). Multistep regulation of protein kinase a in its localization, phosphorylation and binding with a regulatory subunit in fission yeast. Curr Genet.

[49] Gupta DR, Paul SK, Oowatari Y, Matsuo Y, Kawamukai M (2011). Complex formation, phosphorylation, and localization of protein kinase a of Schizosaccharomyces pombe upon glucose starvation. Biosci Biotechnol Biochem.

[50] Matsuo Y, McInnis B, Marcus S (2008). Regulation of the subcellular localization of cyclic AMP-dependent protein kinase in response to physiological stresses and sexual differentiation in the fission yeast *Schizosaccharomyces pombe*. Eukaryot Cell.

[51] Davidson MK, Shandilya HK, Hirota K, Ohta K, Wahls WP (2004). Atf1-Pcr1-M26 complex links stress-activated MAPK and cAMP-dependent protein kinase pathways via chromatin remodeling of *cgs2*^*+*^. J Biol Chem.

[52] Helmlinger D, Marguerat S, Villen J, Gygi SP, Bahler J, Winston F (2008). The *S. pombe* SAGA complex controls the switch from proliferation to sexual differentiation through the opposing roles of its subunits Gcn5 and Spt8. Genes Dev.

[53] La N, Hoffman CS (2000). Protein kinase a and mitogen-activated protein kinase pathways antagonistically regulate fission yeast fbp1 transcription by employing different modes of action at two upstream activation sites. Mol Cell Biol.

[54] Mochizuki N, Yamamoto M (1992). Reduction in the intracellular cAMP level triggers initiation of sexual development in fission yeast. Mol Gen Genet.

[55] Takeda T, Toda T, Kominami K, Kohnosu A, Yanagida M, Jones N (1995). *Schizosaccharomyces pombe atf1*^+^ encodes a transcription factor required for sexual development and entry into stationary phase. EMBO J.

[56] Shiozaki K, Russell P (1996). Conjugation, meiosis, and the osmotic stress response are regulated by Spc1 kinase through Atf1 transcription factor in fission yeast. Genes Dev.

[57] Wilkinson MG, Samuels M, Takeda T, Toone WM, Shieh JC, Toda T, Millar JB, Jones N (1996). The Atf1 transcription factor is a target for the Sty1 stress-activated MAP kinase pathway in fission yeast. Genes Dev.

[58] Degols G, Russell P (1997). Discrete roles of the Spc1 kinase and the Atf1 transcription factor in the UV response of *Schizosaccharomyces pombe*. Mol Cell Biol.

[59] Chen D, Toone WM, Mata J, Lyne R, Burns G, Kivinen K, Brazma A, Jones N, Bahler J (2003). Global transcriptional responses of fission yeast to environmental stress. Mol Biol Cell.

[60] Ohmiya R, Yamada H, Kato C, Aiba H, Mizuno T (2000). The Prr1 response regulator is essential for transcription of *ste11*^+^ and for sexual development in fission yeast. Mol Gen Genet.

[61] Hoffman CS, Wood V, Fantes PA (2015). An ancient yeast for Young geneticists: a primer on the *Schizosaccharomyces pombe* model system. Genetics.

[62] Ma T, Carlson M (1995). Repression by SSN6-TUP1 is directed by MIG1, a repressor/activator protein. Proc Natl Acad Sci U S A.

[63] Gancedo JM (2008). The early steps of glucose signalling in yeast. FEMS Microbiol Rev.

[64] Gancedo JM (1998). Yeast carbon catabolite repression. Microbiol Mol Biol Rev.

[65] Conlan RS, Gounalaki N, Hatzis P, Tzamarias D (1999). The Tup1-Cyc8 protein complex can shift from a transcriptional co-repressor to a transcriptional co-activator. J Biol Chem.

[66] Papamichos-Chronakis M, Petrakis T, Ktistaki E, Topalidou I, Tzamarias D (2002). Cti6, a PHD domain protein, bridges the Cyc8-Tup1 corepressor and the SAGA coactivator to overcome repression at *GAL1*. Mol Cell.

[67] Proft M, Struhl K (2002). Hog1 kinase converts the Sko1-Cyc8-Tup1 repressor complex into an activator that recruits SAGA and SWI/SNF in response to osmotic stress. Mol Cell.

[68] Tanaka N, Mukai Y (2015). Yeast Cyc8p and Tup1p proteins function as coactivators for transcription of Stp1/2p-dependent amino acid transporter genes. Biochem Biophys Res Commun.

[69] Asada R, Takemata N, Hoffman CS, Ohta K, Hirota K (2015). Antagonistic controls of chromatin and mRNA start site selection by Tup family corepressors and the CCAAT-binding factor. Mol Cell Biol.

[70] Asada R, Umeda M, Adachi A, Senmatsu S, Abe T, Iwasaki H, Ohta K, Hoffman CS, Hirota K (2017). Recruitment and delivery of the fission yeast Rst2 transcription factor via a local genome structure counteracts repression by Tup1-family corepressors. Nucleic Acids Res.

[71] Ahn S, Spatt D, Winston F (2012). The *Schizosaccharomyces pombe inv1*^+^ regulatory region is unusually large and contains redundant cis-acting elements that function in a SAGA-and Swi/Snf-dependent fashion. Eukaryot Cell.

[72] Kato T, Zhou X, Ma Y (2013). Possible involvement of nitric oxide and reactive oxygen species in glucose deprivation-induced activation of transcription factor rst2. PLoS One.

[73] Darieva Z, Clancy A, Bulmer R, Williams E, Pic-Taylor A, Morgan BA, Sharrocks AD (2010). A competitive transcription factor binding mechanism determines the timing of late cell cycle-dependent gene expression. Mol Cell.

[74] Ozcan S, Johnston M (1999). Function and regulation of yeast hexose transporters. Microbiol Mol Biol Rev.

[75] Hao Z, Furunobu A, Nagata A, Okayama H (1997). A zinc finger protein required for stationary phase viability in fission yeast. J Cell Sci.

[76] Mata J, Wilbrey A, Bahler J (2007). Transcriptional regulatory network for sexual differentiation in fission yeast. Genome Biol.

[77] Sabatinos SA, Forsburg SL (2010). Molecular genetics of *Schizosaccharomyces pombe*. Methods Enzymol.

[78] Bahler J, Wu JQ, Longtine MS, Shah NG, McKenzie A, Steever AB, Wach A, Philippsen P, Pringle JR (1998). Heterologous modules for efficient and versatile PCR-based gene targeting in *Schizosaccharomyces pombe*. Yeast.

[79] Looke M, Kristjuhan K, Kristjuhan A (2011). Extraction of genomic DNA from yeasts for PCR-based applications. BioTechniques.

[80] Lyne R, Burns G, Mata J, Penkett CJ, Rustici G, Chen D, Langford C, Vetrie D, Bahler J (2003). Whole-genome microarrays of fission yeast: characteristics, accuracy, reproducibility, and processing of array data. BMC Genomics.

[81] Monahan BJ, Villen J, Marguerat S, Bahler J, Gygi SP, Winston F (2008). Fission yeast SWI/SNF and RSC complexes show compositional and functional differences from budding yeast. Nat Struct Mol Biol.

[82] Wong KH, Jin Y, Moqtaderi Z. Multiplex Illumina sequencing using DNA barcoding. Curr Protoc Mol Biol. 2013, Chapter 7:Unit 7 11. 10.1002/0471142727.mb0711s101.10.1002/0471142727.mb0711s10123288465

[83] Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J. 2011;17(1):10-12. 10.14806/ej.17.1.200.

[84] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nat Methods.

[85] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[86] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[87] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[88] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[89] Landt SG, Marinov GK, Kundaje A, Kheradpour P, Pauli F, Batzoglou S, Bernstein BE, Bickel P, Brown JB, Cayting P (2012). ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res.

[90] Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res.

[91] Yu G, Wang LG, He QY (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[92] Bitton DA, Schubert F, Dey S, Okoniewski M, Smith GC, Khadayate S, Pancaldi V, Wood V, Bahler J (2015). AnGeLi: a tool for the analysis of gene lists from fission yeast. Front Genet.

# Supplementary material for: A genome-wide analysis of carbon catabolite repression in Schizosaccharomyces pombe
**Source:** BMC Genomics. 2019 Mar 29;20:251. doi: 10.1186/s12864-019-5602-8
**Supplement:** Supplementary file 1 — Figure S1. Fungal CCR effectors are conserved within the zinc finger DNA binding domain. Figure S2. Glucose availability directly influences the transcriptional program of S. pombe. Figure S3. Primary carbon metabolism pathways are upregulated in the absence of glucose. Figure S4. scr1::ura4+ disruption is a faithful representation of scr1− loss of function. Figure S5. Generation of a TAP-epitope tagged Scr1 expression S. pombe strain. Figure S6. Scr1 possesses autoregulatory capacity. Figure S7. The promoters of Scr1-dependent genes contain putative Scr1, HAP complex and ATF/CREB factor binding sites. Figure S8. scr1Δ h90 cells mate normally on SPAS medium at 26 degrees. Figure S9. Scr1 and Tup11 co-localise at the promoter of known Scr1 target genes. Figure S10. Scr1 and the Tup/Ssn6 complex physically interact but do not form a stable stoichiometric protein complex. Figure S11. GO Enrichment of Rst2 and Tup11 independent gene targets. Figure S12. Overlap of protein coding genes bound by Scr1, Tup11 and Rst2 in glucose or sucrose and the “Scr1-dependent” gene set.

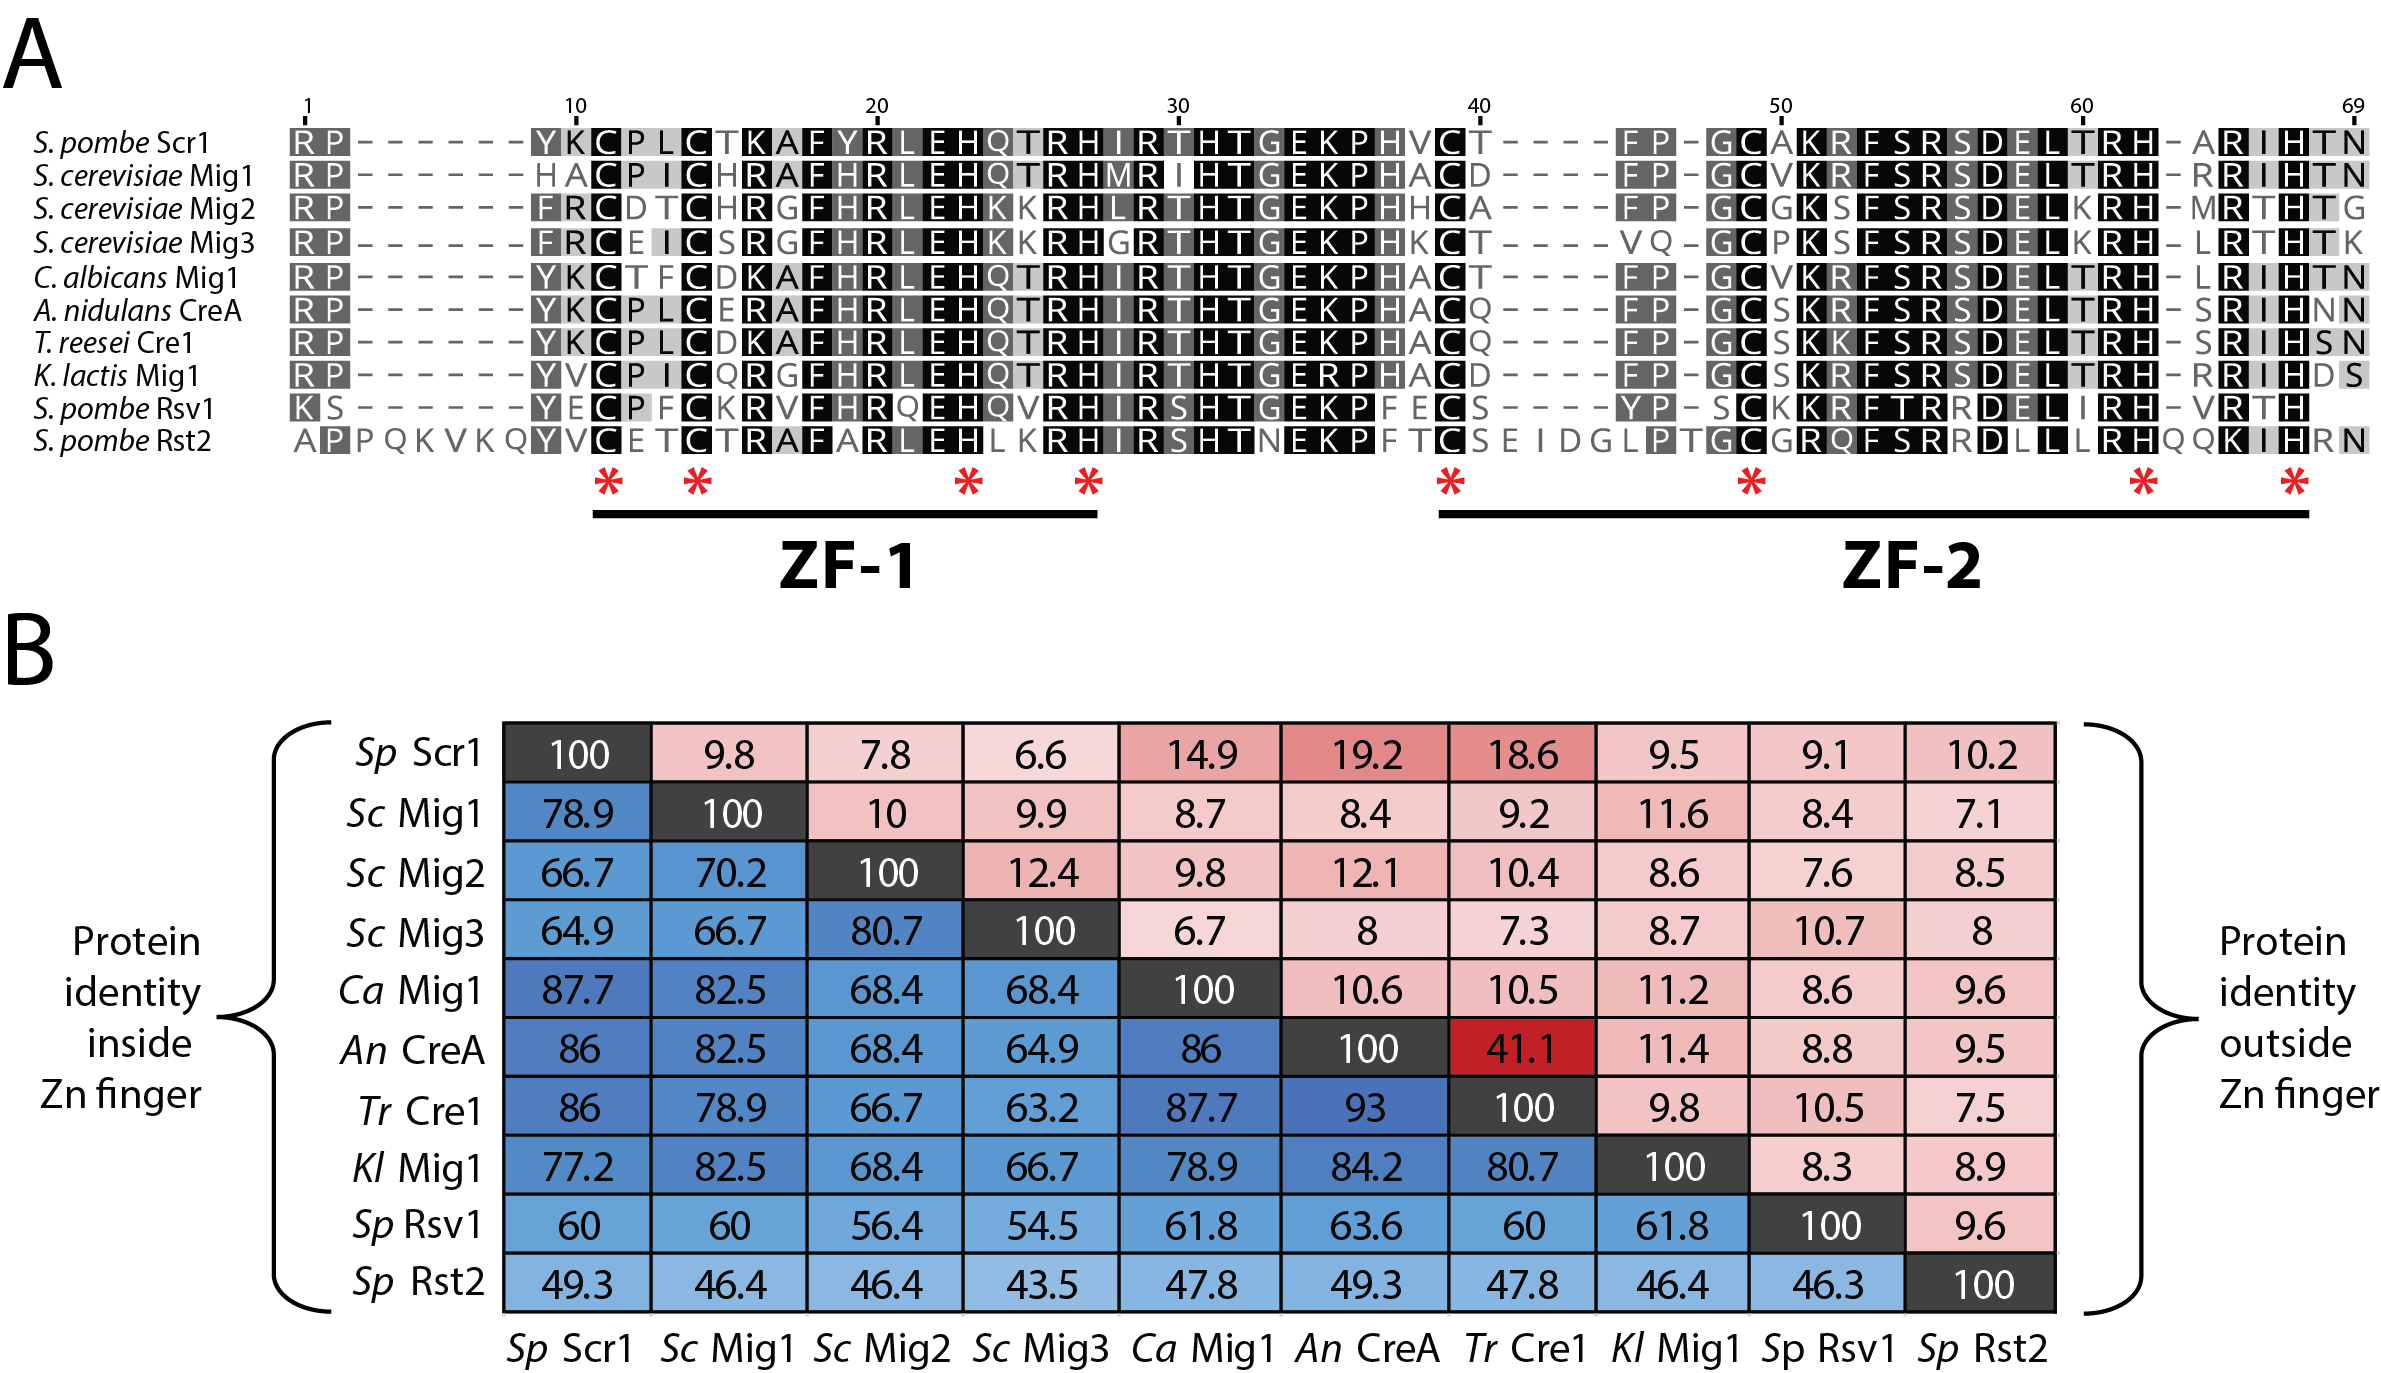

**Figure S1. Fungal CCR effectors are conserved within the zinc finger DNA binding domain.** A) Amino acid sequence alignment of the twin C_2_H_2_ zinc finger DNA-binding domains of *S. pombe* Scr1, *S. cerevisiae* Mig1, Mig2 and Mig3, *Candida albicans* Mig1, *A. nidulans* CreA, *T. reesei* Cre1 and *Kluyveromyces lactis* Mig1. Two additional C_2_H_2_ zinc finger domain containing proteins from *S. pombe*, Rst2 and Rsv1, are also shown. Asterisks indicate the positions of the conserved cysteine and histidine residues in the first (ZF-1) and second (ZF-2) zinc finger regions. B) Amino acid sequence identity contingency table of the proteins shown in (A). Numbers represent percentage protein sequence identity for each pairwise comparison. Blue shaded area indicates identity within the zinc finger domain (shown in A). Red shaded area indicates identity outside the zinc finger region. Intensity of coloring correlates with the degree of conservation. *Sp* = *Schizosaccharomyces pombe*, *Sc* = *Saccharomyces cerevisiae*, *Ca* = *Candida albicans*, *Tr* = *Trichoderma reesei*, *An* = *Aspergillus nidulans*, *Kl* = *Kluyveromyces lactis*.

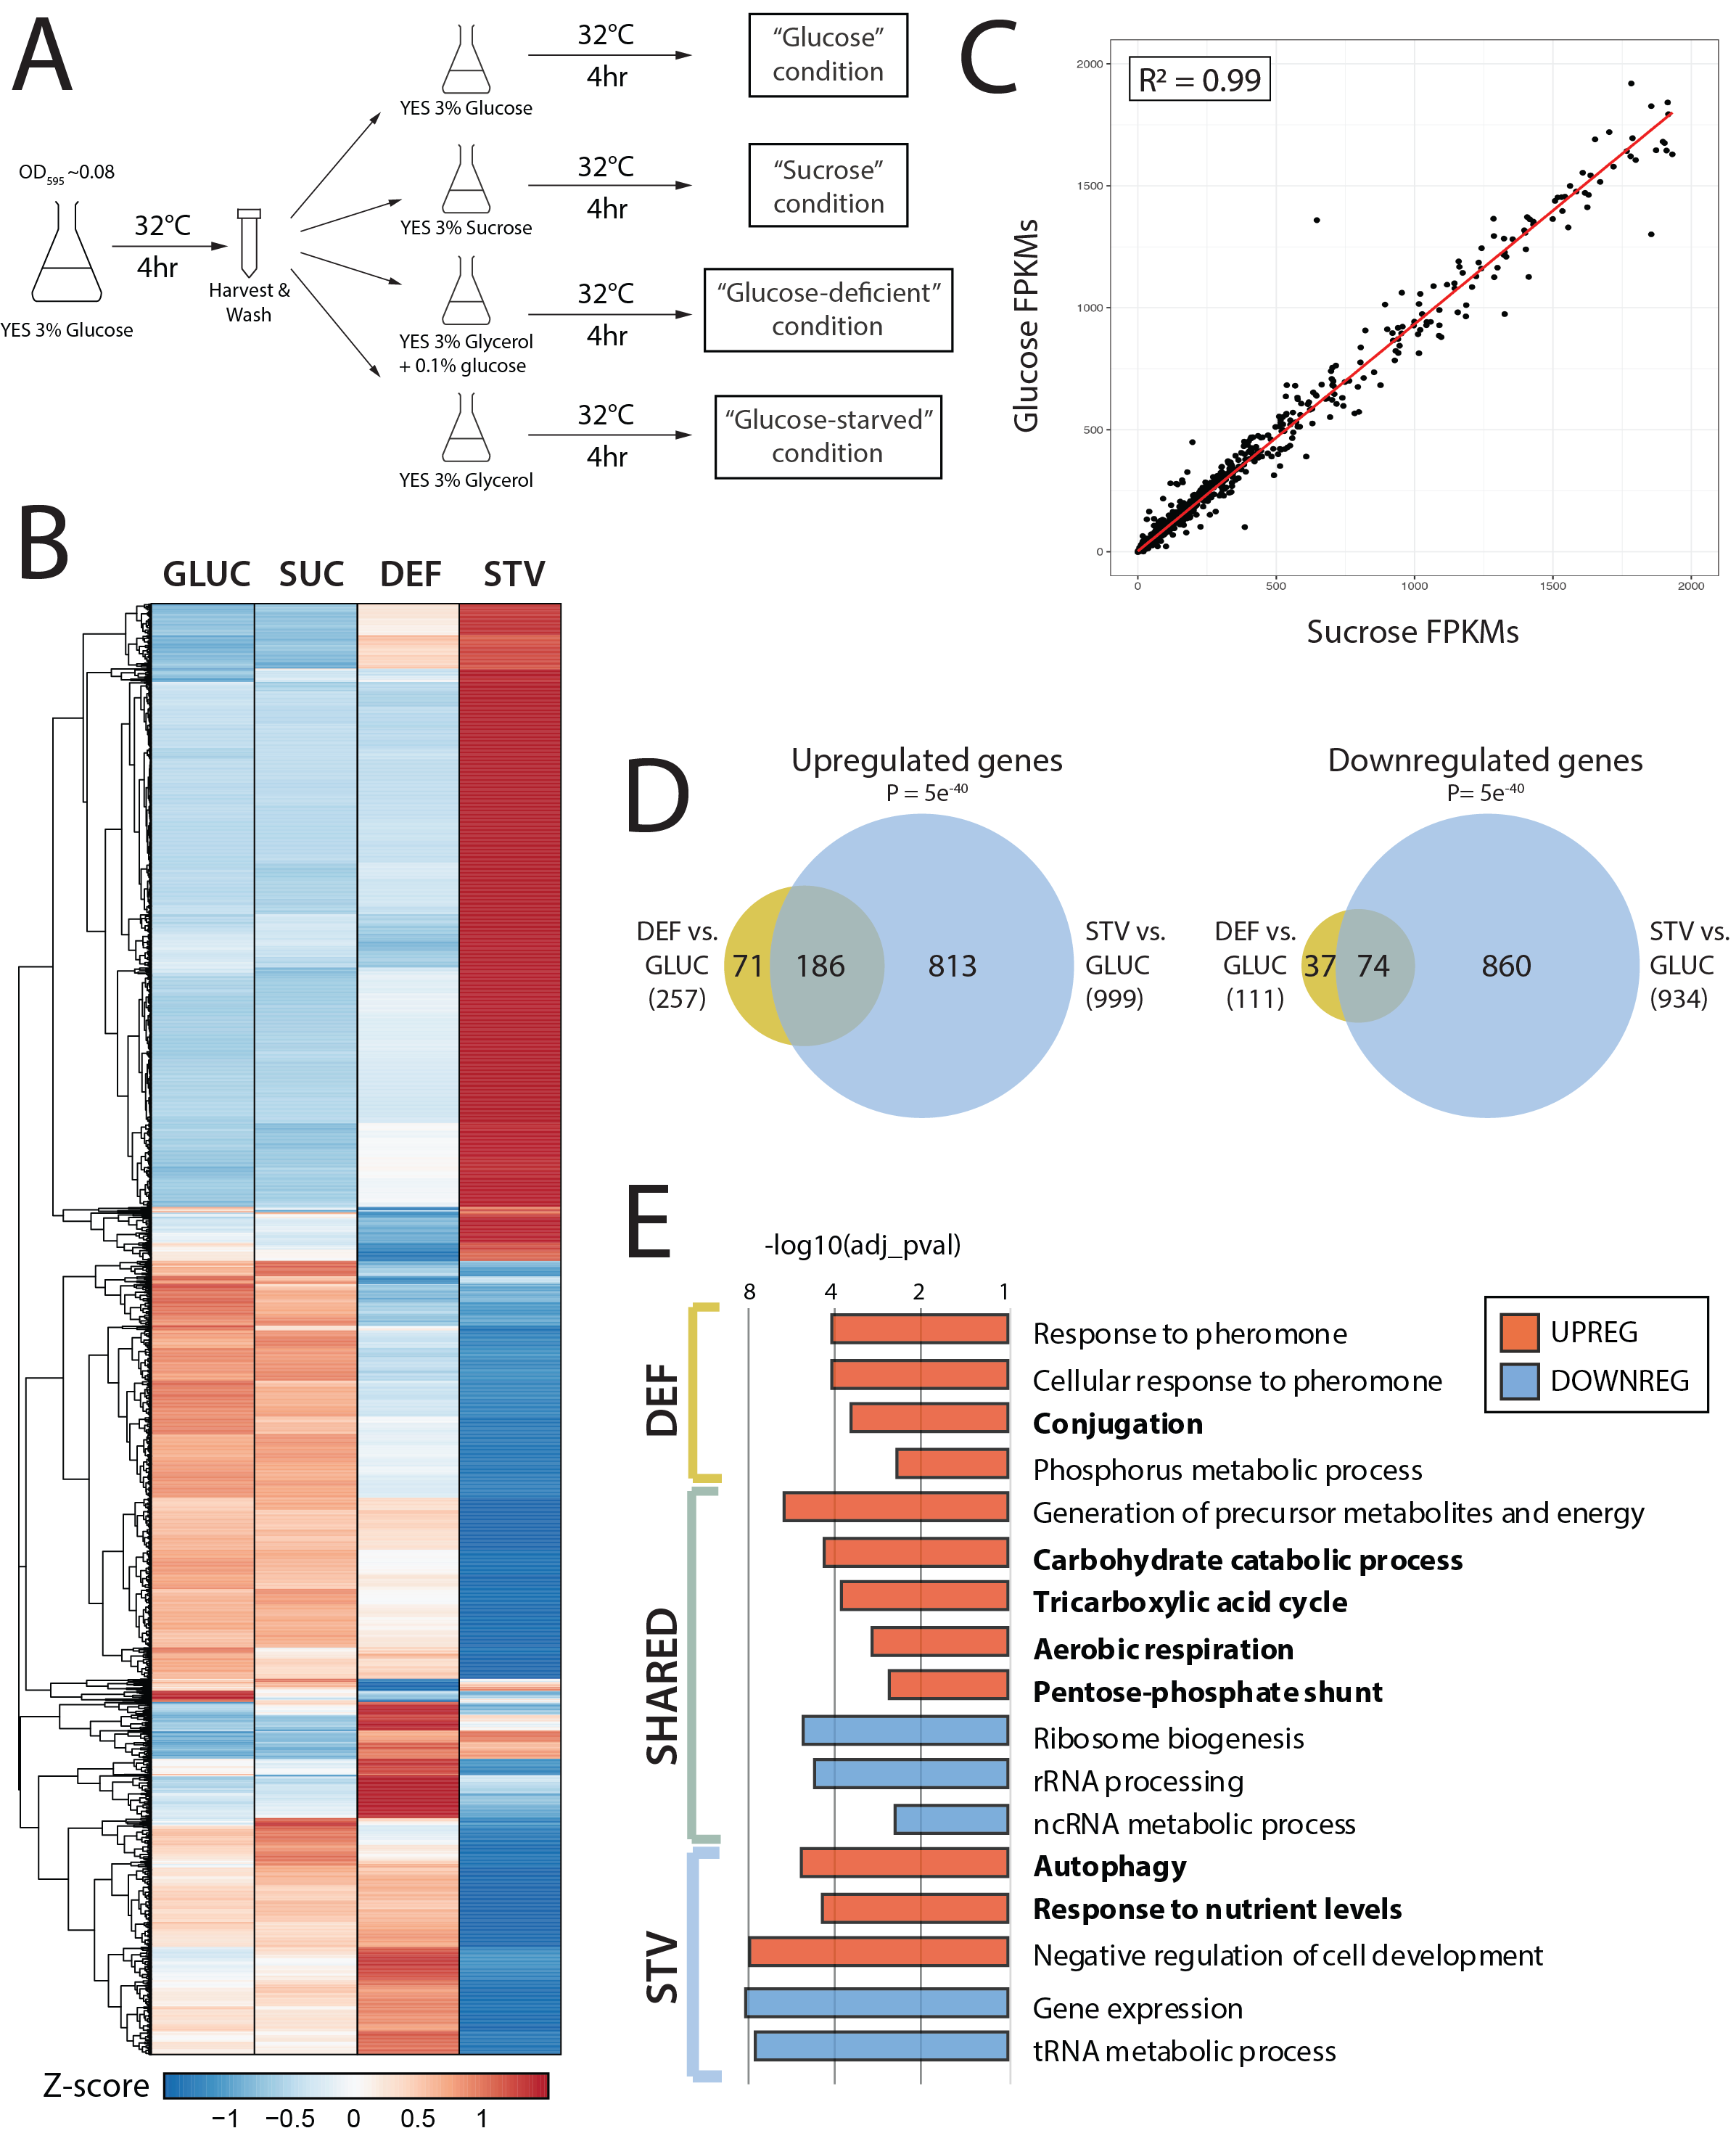

**Figure S2. Glucose availability directly influences the transcriptional program of *S. pombe.*** A) Schematic of shift culture experiments used in this study. *S. pombe* was cultured for four hours in YES 3% glucose before being harvested, washed and split across four different conditions, YES 3% glucose, YES 3% sucrose, YES 3% glycerol + 0.1% glucose or YES 3% glycerol and cultured for a further four hours at which point cells were harvested for RNA-extraction. B) Differential gene expression testing was performed for all pairwise combinations of conditions. Genes with a log_2_ fold change (Log_2_FC) greater than 1 or less than -1, and a false discovery rate (FDR) adjusted p-value less than 0.05 were defined as differentially expressed genes (DEGs). Collectively, 2374 genes were differentially expressed in at least one comparison between conditions. Expression of these genes is shown as a heatmap of log2 transformed FPKM values averaged across replicates in the glucose (GLUC), sucrose (SUC), glucose-deficient (DEF) and glucose-starved (STV) conditions. Expression is represented as row-scaled Z-scores. The dendrogram indicates hierarchical clustering of the dataset using Pearson correlation. C) Correlation of average gene FPKMs for cells shifted to glucose or sucrose conditions. D) Overlap of genes differentially expressed in glucose-deficient vs. glucose (yellow) and glucose-starved vs. glucose (blue). Upregulated (B) and downregulated (C) genes are shown. Size is proportional to number of genes in each subset. P-values were calculated based on the hypergeometric probability distribution. E) Enriched GO categories for the set of differentially expressed genes unique to the glucose-deficient vs glucose (DEF), glucose-starved vs glucose (STV) comparisons, or shared between both (SHARED). Degree of enrichment presented as -log_10_(adjusted P-value). Red categories are enriched in the upregulated population while blue categories are enriched in the downregulated population. GO categories of interest are shown in bold.

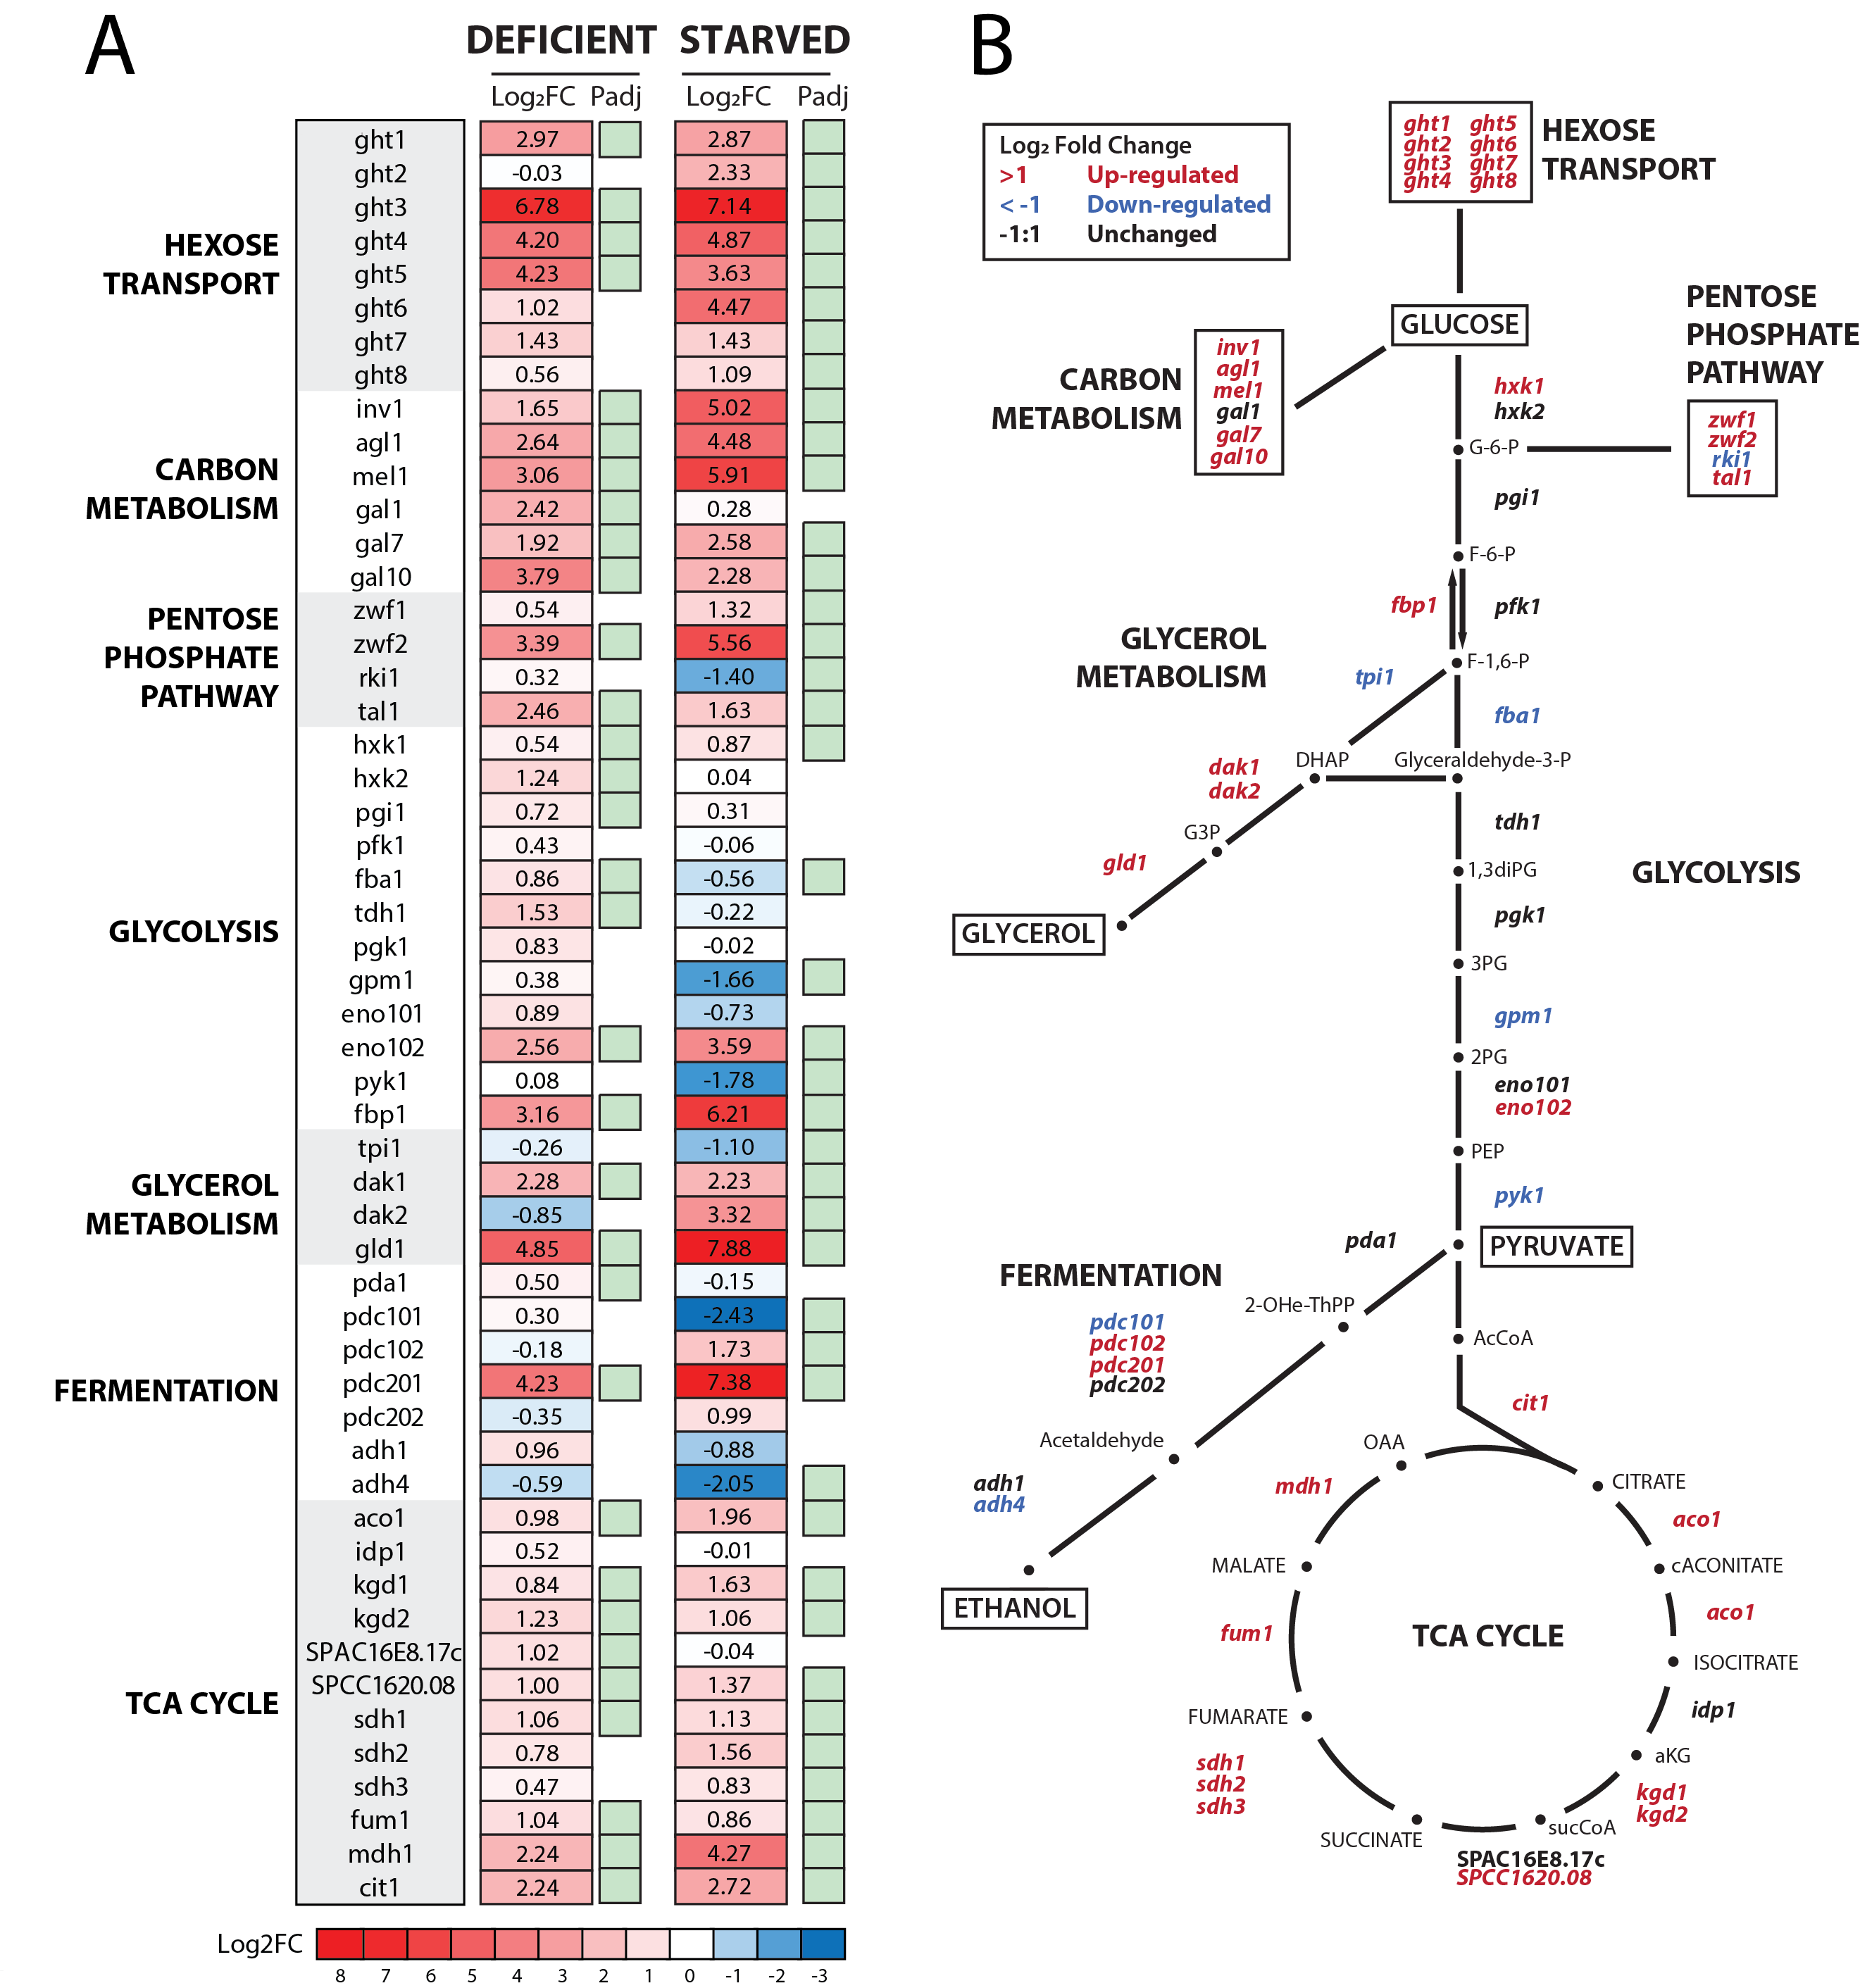

**Figure S3. Primary carbon metabolism pathways are upregulated in the absence of glucose.** A) Heatmap of log2 fold expression changes (Log_2_FC) for selected genes involved in carbon metabolism pathways for the glucose-deficient (DEFICIENT) or glucose-starved (STARVED) conditions compared to glucose. Green boxes indicate gene expression changes significant at an FDR < 0.05 (Padj). Degree of red/blue colouring indicates degree of up/downregulation respectively. B) Pathway diagram of carbon metabolism genes from A) coloured according to their differential expression in the glucose-starved condition vs glucose (see key). Significant upregulation of almost all genes functioning in primary carbon metabolism pathways: carbohydrate metabolism, hexose uptake, the pentose phosphate pathway, glycerol metabolism, fermentation and the TCA cycle is apparent suggesting that the glucose-deficient/glucose-starved conditions elicit significant changes to these processes in wild type *S. pombe* cells (Additional file 1: Figure S2A). Interestingly, just two glycolysis/gluconeogenesis genes, *fbp1^+^* and *eno102^+^* were more strongly induced in the glucose-starved condition relative to the glucose-deficient condition, while most others were repressed compared to the glucose-deficient condition.

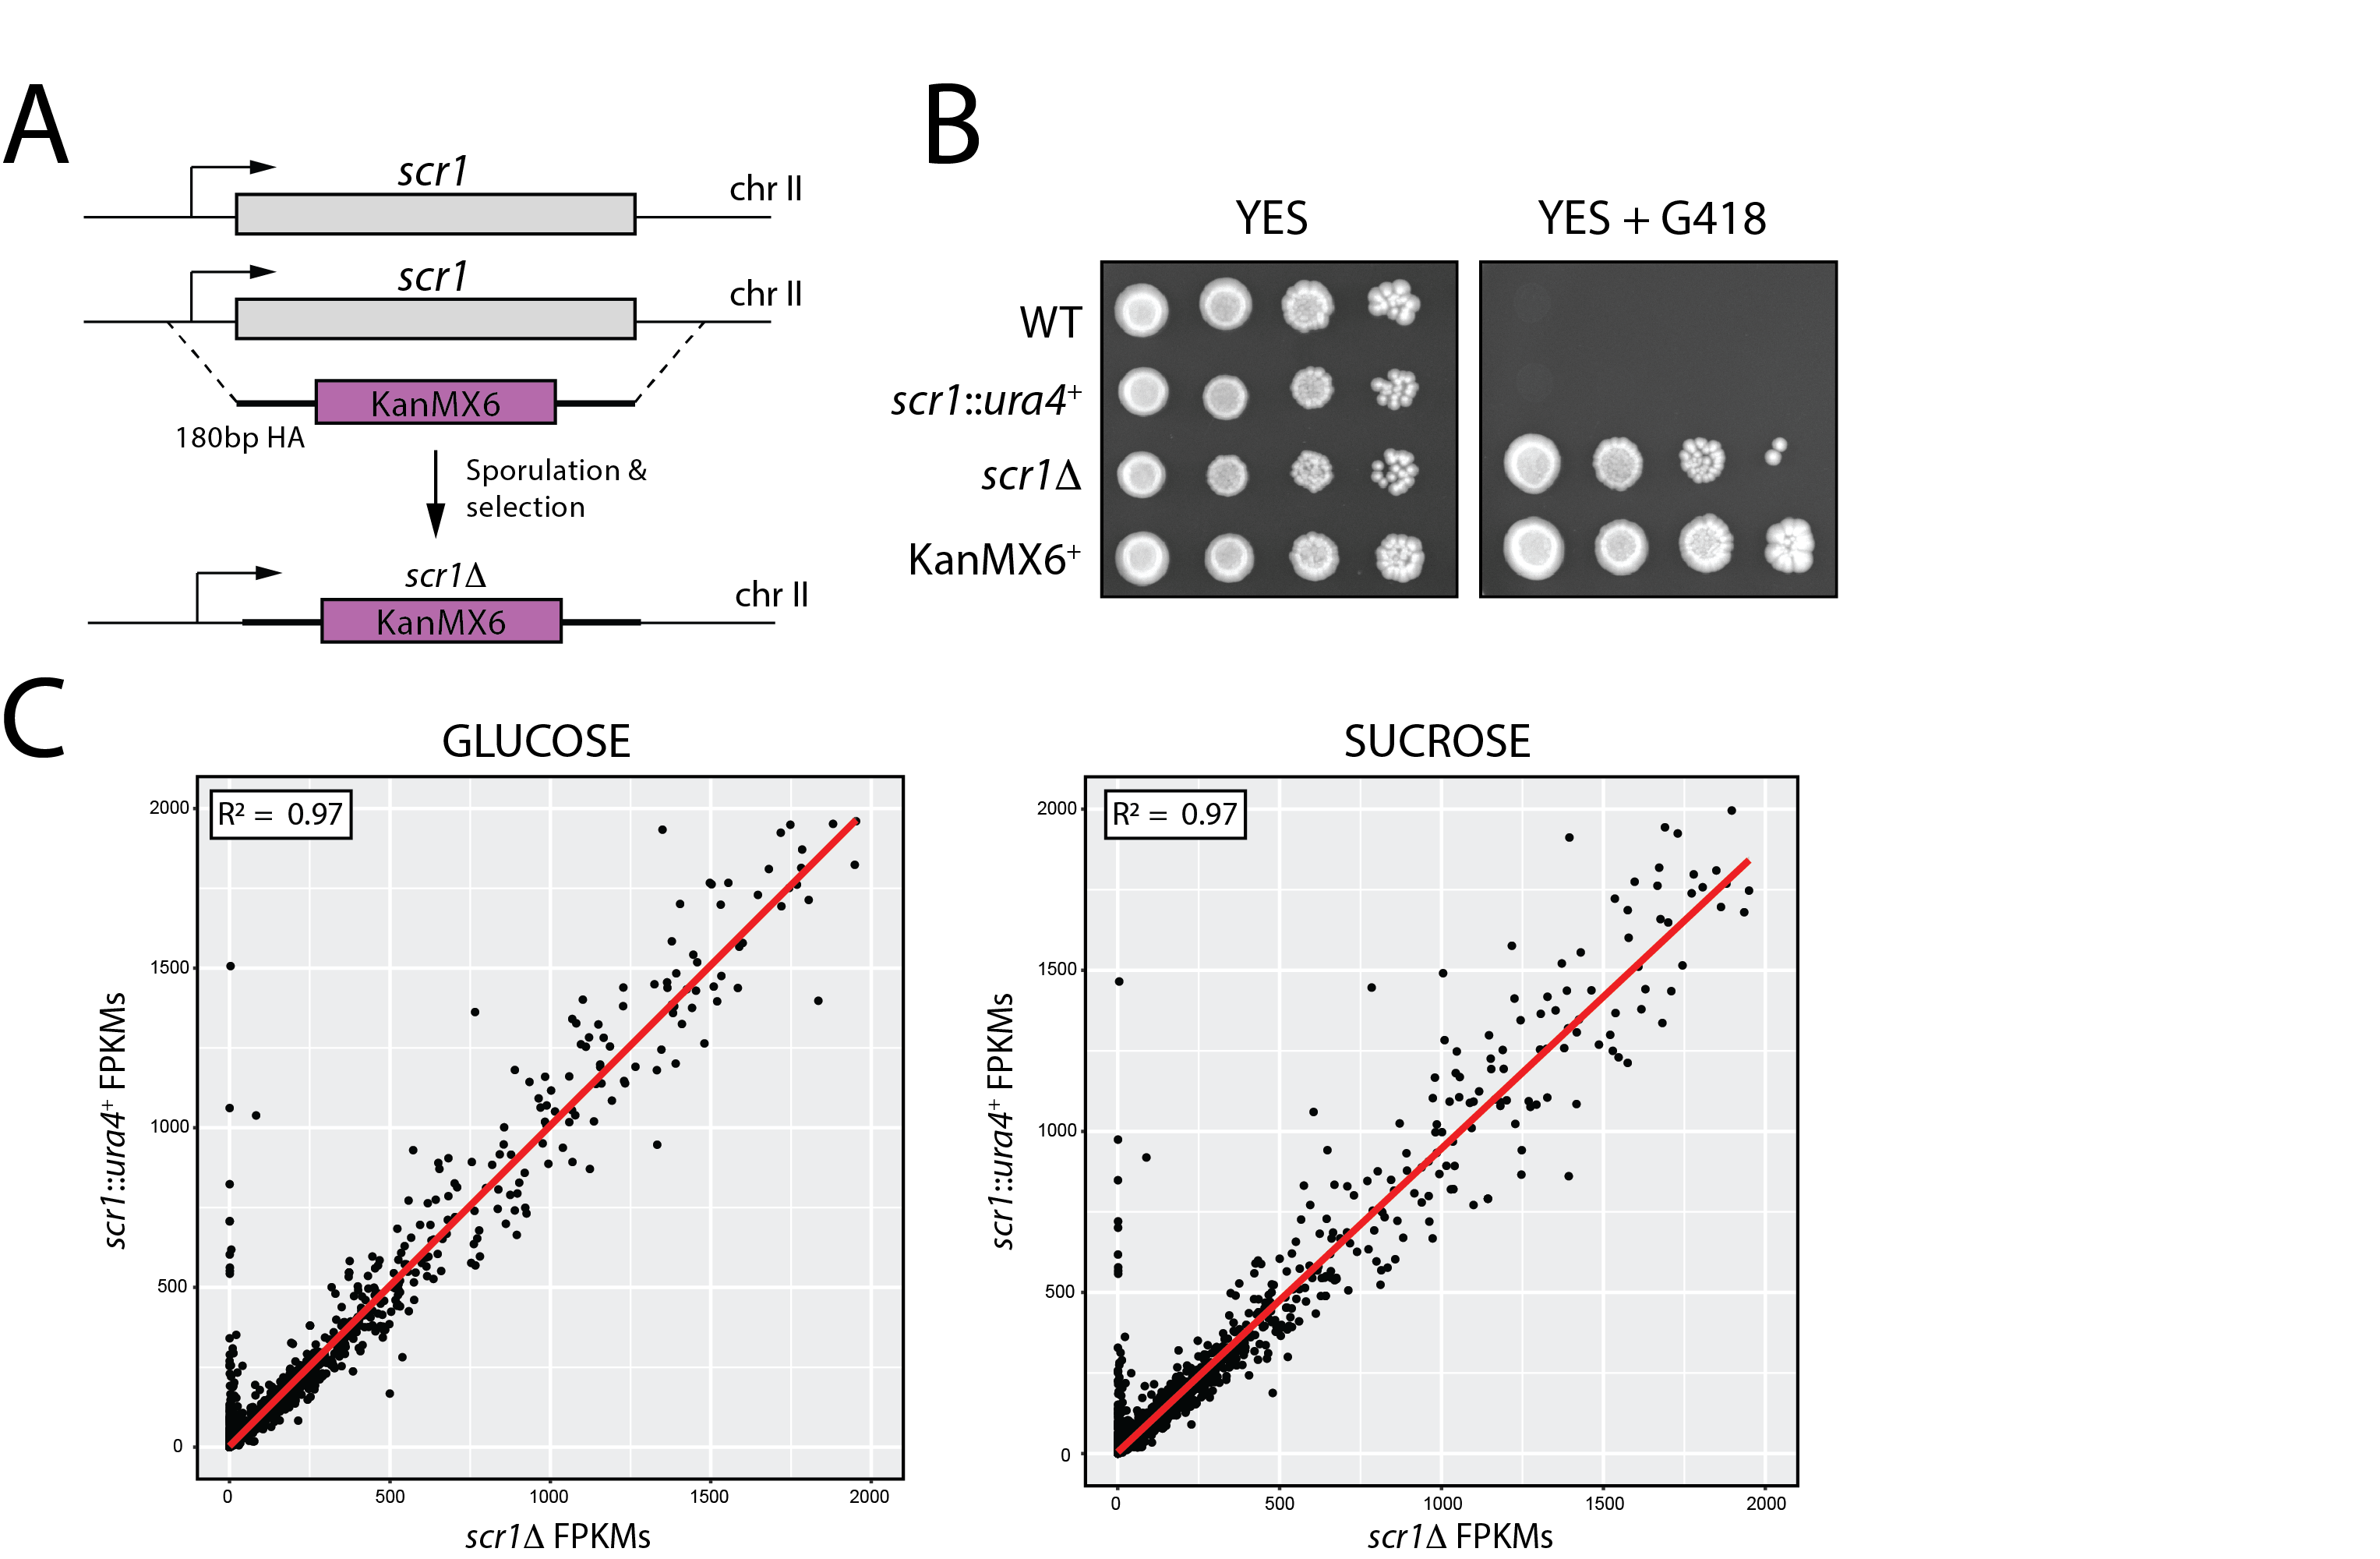

**Figure S4. *scr1*::*ura4*^+^ disruption is a faithful representation of *scr1*^-^ loss of function.** A) Tenfold dilutions of wild type (WT, 972*h*^-^), *scr1*::*ura4*^+^ and *scr1*Δ cells were spotted onto YES and YES + G418 and imaged after 48hr growth at 32°C. A strain carrying the KanMX6^+^ cassette at an unrelated locus (*rmt3*^+^) is shown as a positive control for G418 resistance. No differences between *scr1*::*ura4*^+^ and *scr1*Δ cells are apparent. B) Regression analysis of *scr1*::*ura4*^+^ and *scr1*Δ RNA-seq performed using FPKM values averaged from two biological replicates of samples grown in glucose, sucrose, glucose-deficient or glucose-starved conditions. Correlation (Adj R^2^), Intercept, Slope and P- value (P) of the line of best fit (red line) are indicated above each plot. The *scr1*::*ura4*^+^ and *scr1*Δ RNA-seq are highly correlated (R^2^ > 0.95 in each condition).

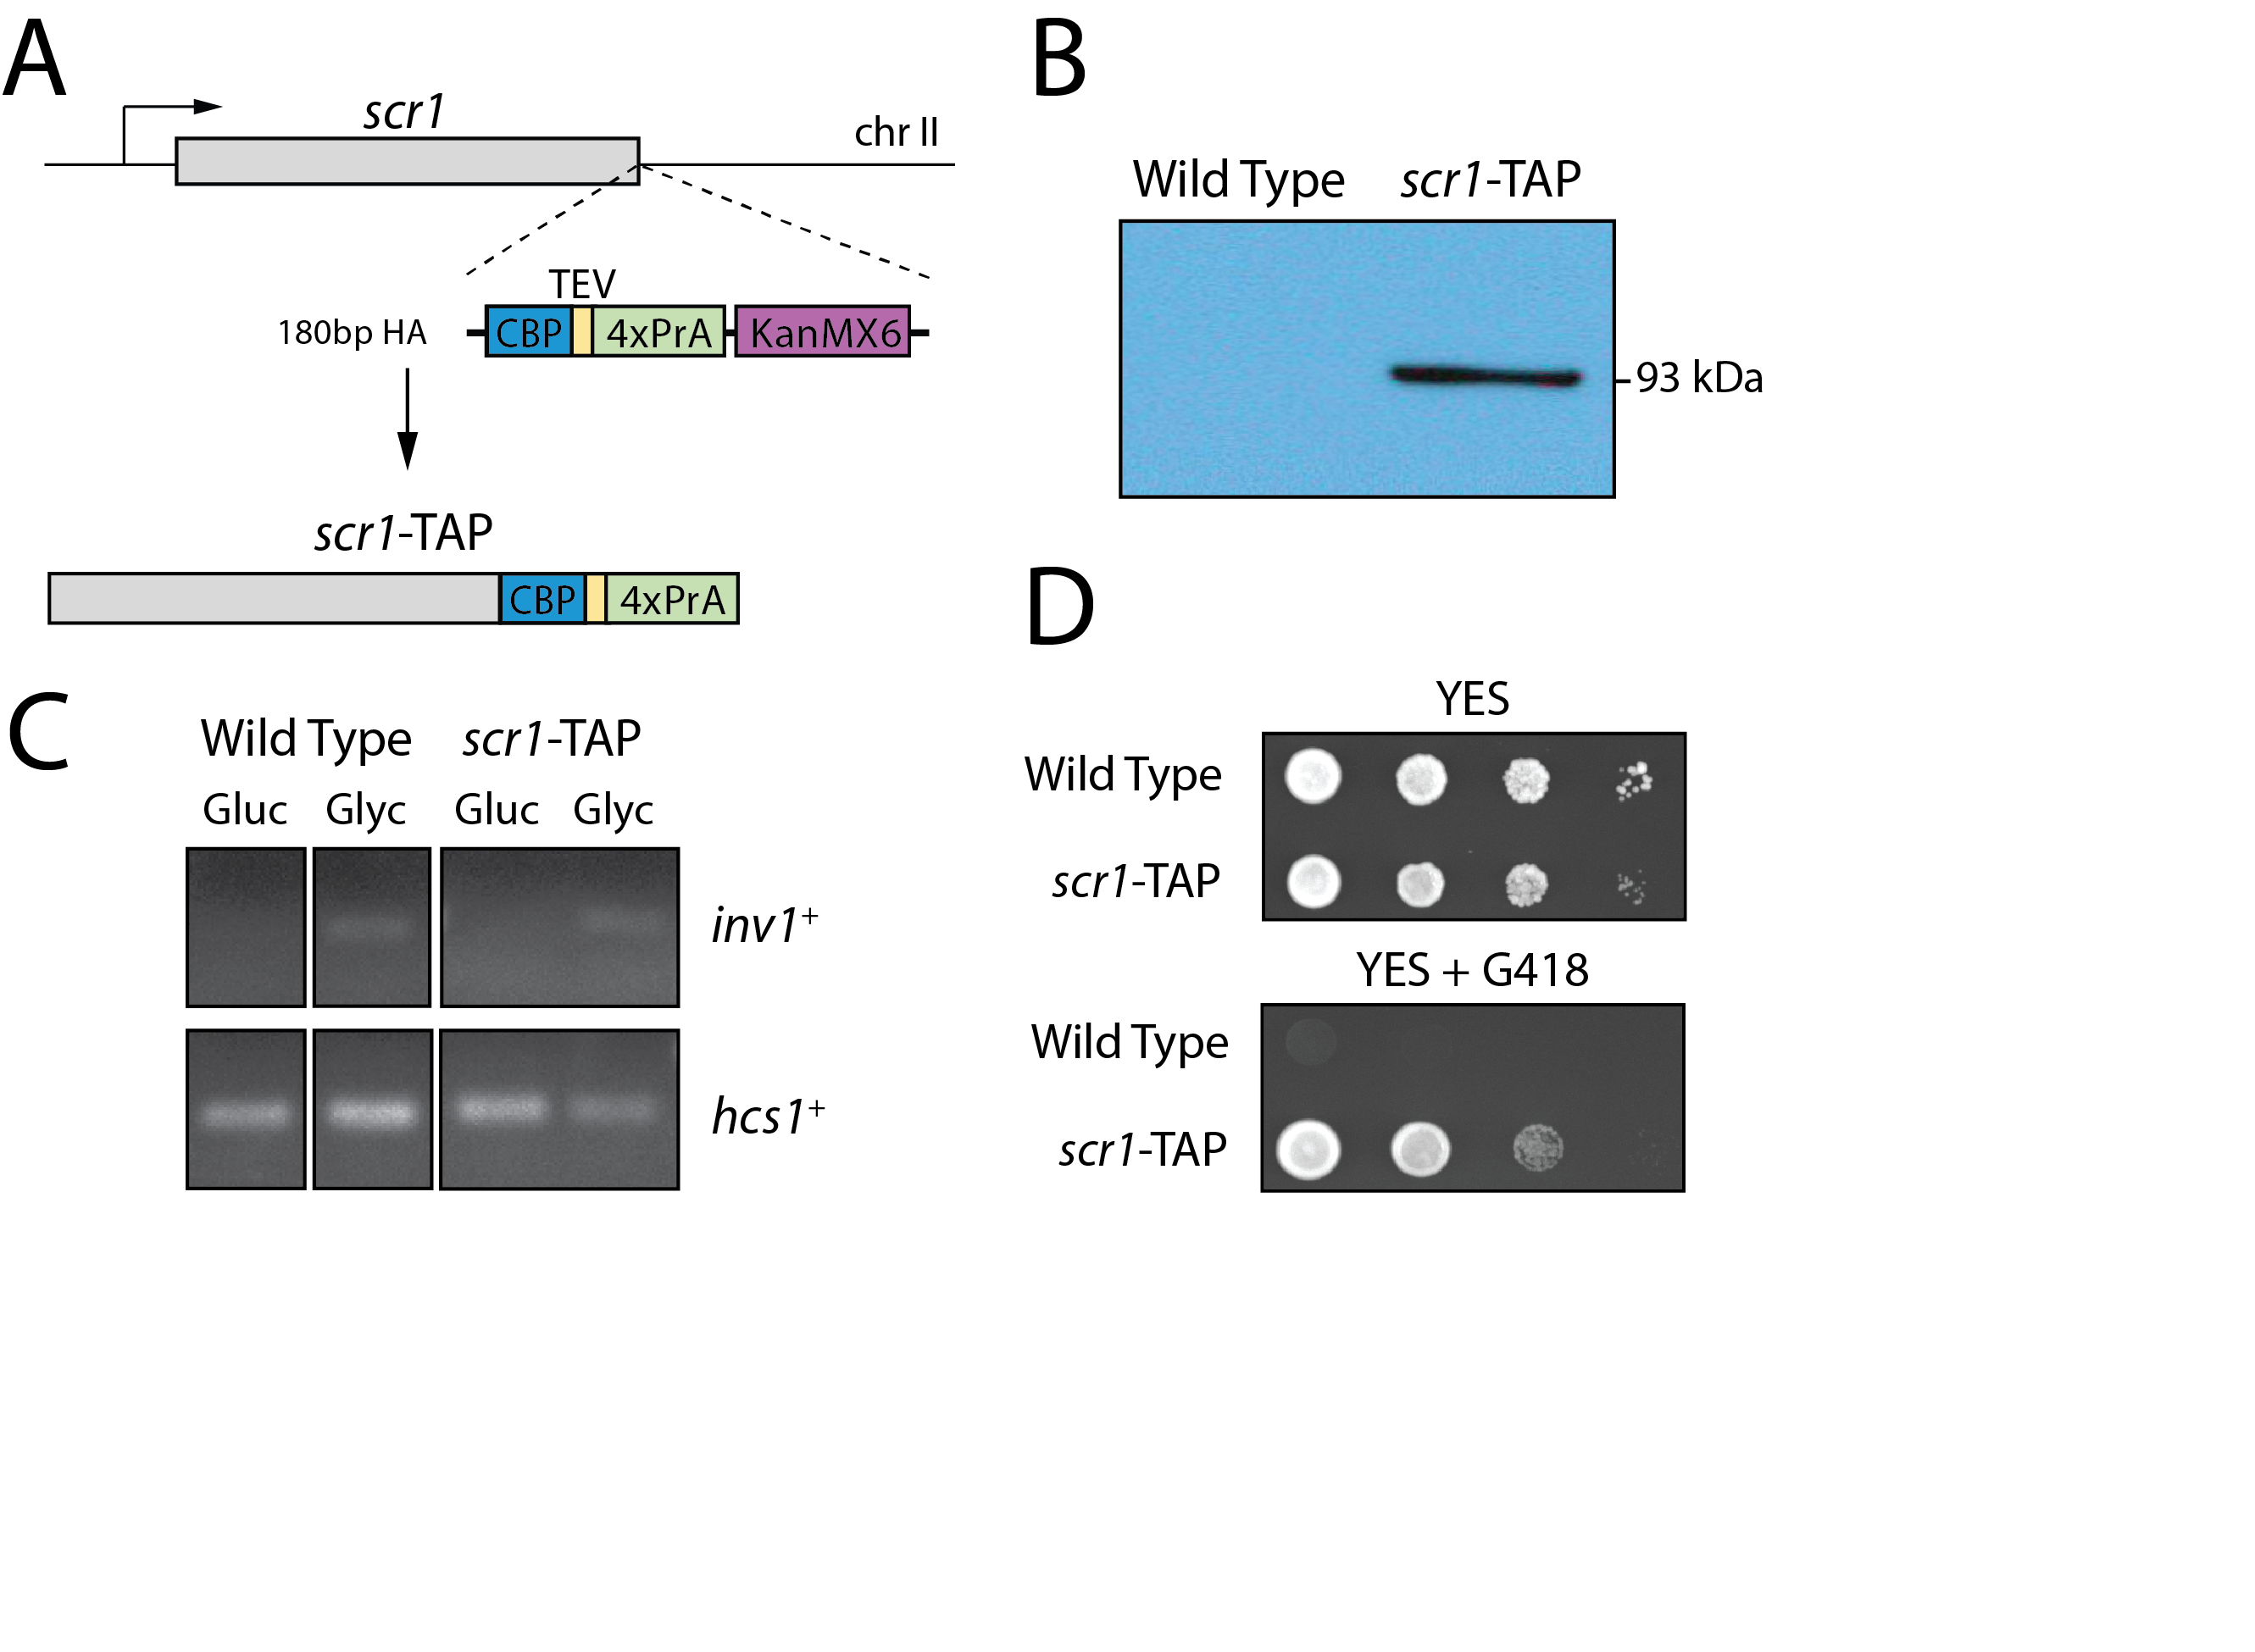

**Figure S5.** **Generation of a TAP-epitope tagged Scr1 expression *S. pombe* strain.** A) Schematic of the TAP-tag construct amplified from plasmid pFA6a-4X-CTAP (Materials and Methods) and its integration in-frame with the *scr1*^+^ CDS. 180bp regions of homology were used to target the construct for homologous recombination into the *S. pombe* genome. B) Western blot of wild type (972*h*^-^) and Scr1-TAP (D51) whole cell protein lysates using an α-Protein A-HRP antibody at 1:1000 dilution. Expected size of the Scr1-TAP fusion protein is indicated on right hand side of panel. C) Semi-quantitative RT-PCR of *inv1*^+^ and *hcs1*^+^ (loading control) for wild type (972*h*^-^) and Scr1-TAP (D51) strains grown in YES 3% (w/v) glucose and shifted after four hours to YES 3% (w/v) glucose (Gluc) or YES 3% (v/v) glycerol (Glyc). D) Spot dilution assays of wild type (972*h*^-^) and Scr1-TAP (D51) cells on YES and YES + G418. Results shown are representative of three independently generated Scr1-TAP expressing strains.

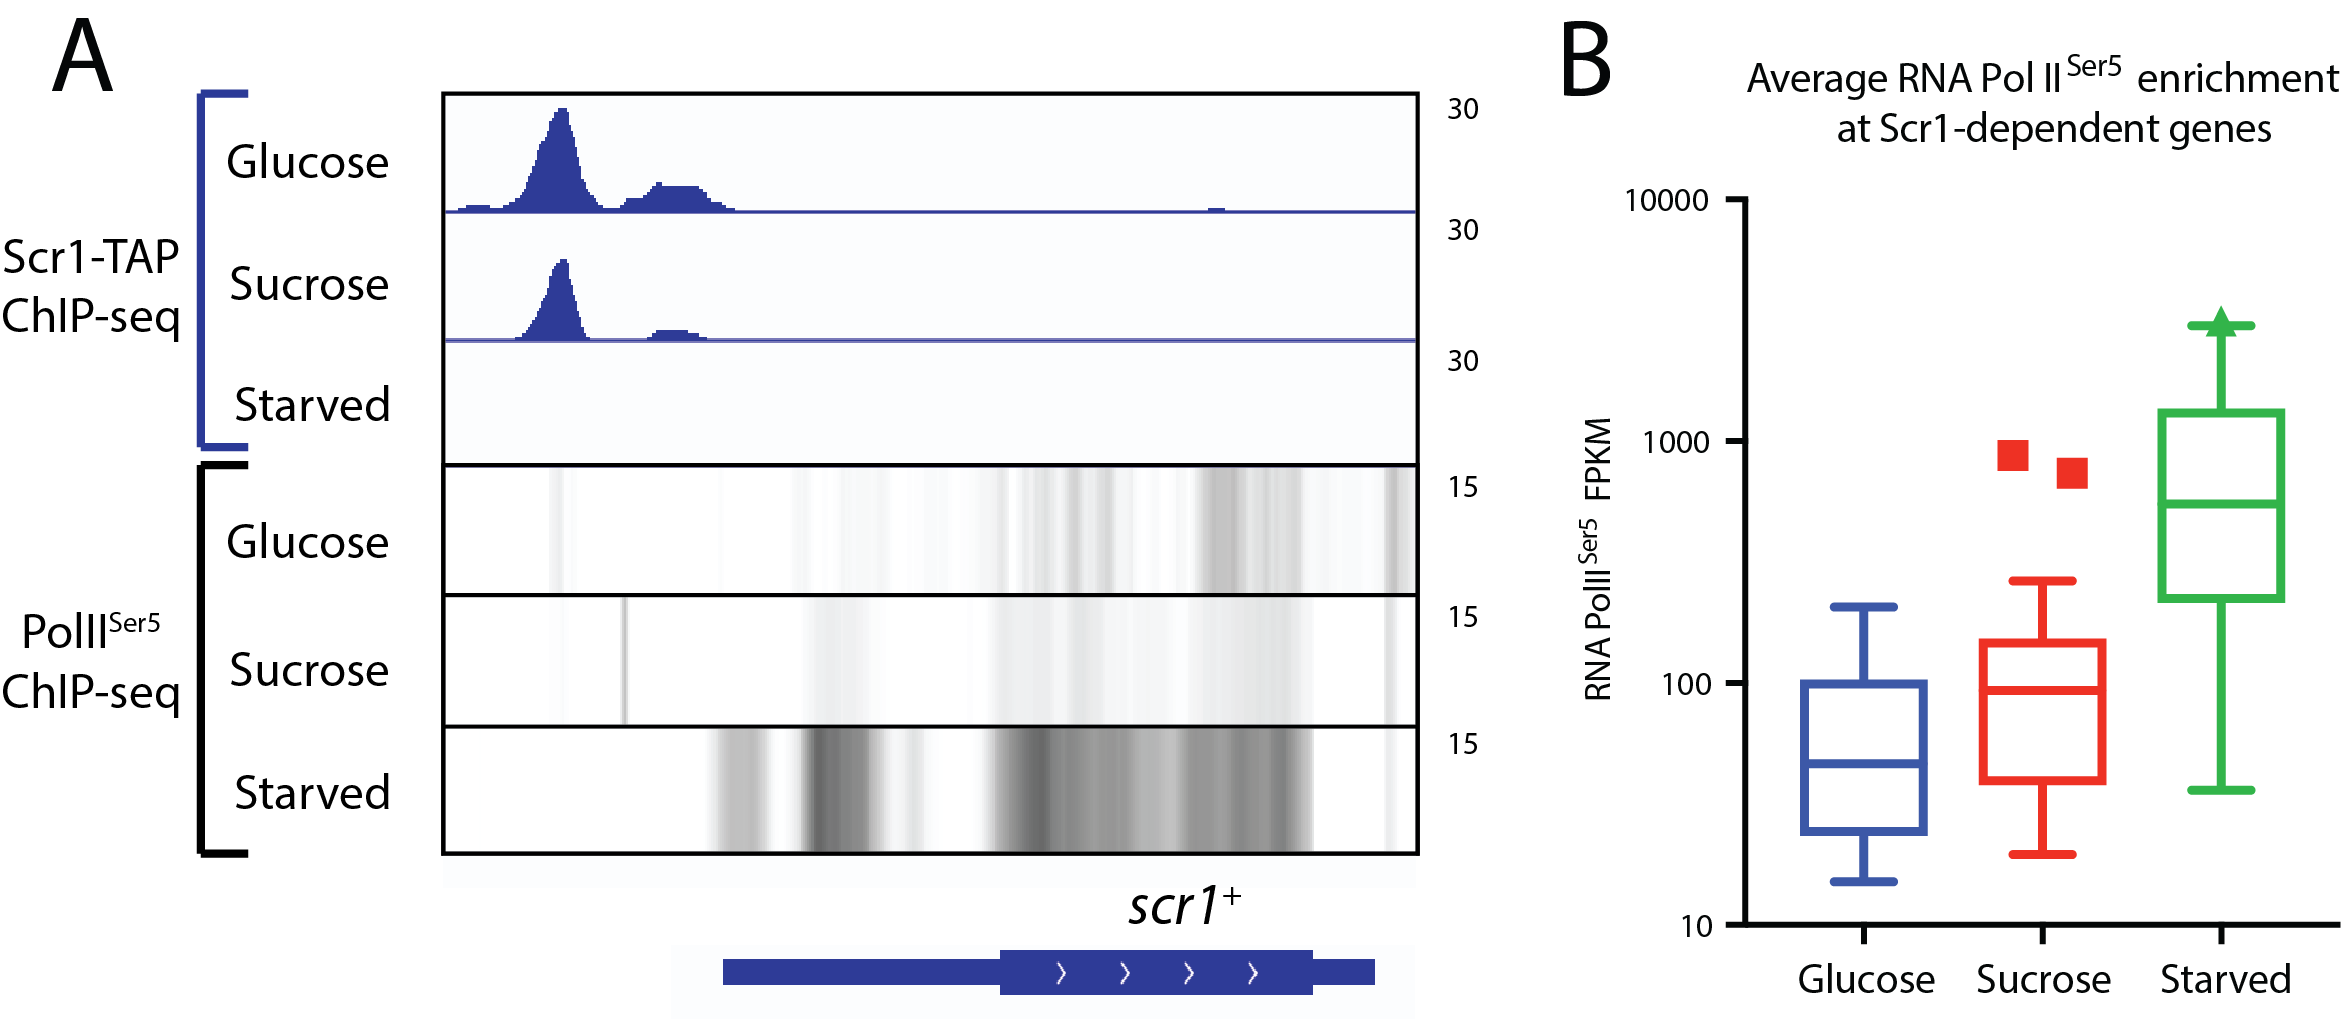

**Figure S6. Scr1 possesses autoregulatory capacity.** A) Genome browser visualization of Scr1 and RNA PolII^Ser5^ enrichment at the *scr1*^+^ locus. Scr1 is bound to the *scr1*^+^ promoter in glucose and sucrose conditions where it shows little RNA PolII^Ser5^ enrichment. Conversely Scr1 is absent in glucose-starved conditions (“Starved”) where RNA PolII^Ser5^ is highly enriched. This pattern extends to Scr1-dependent genes. B) shows Tukey style boxplots of average RNA PolII^Ser5^ enrichment (expressed as Fragments Per Kilobase per Million mapped reads, FPKM) in glucose, sucrose and glucose-starved (“Starved”) conditions for the 32 Scr1 dependent genes.

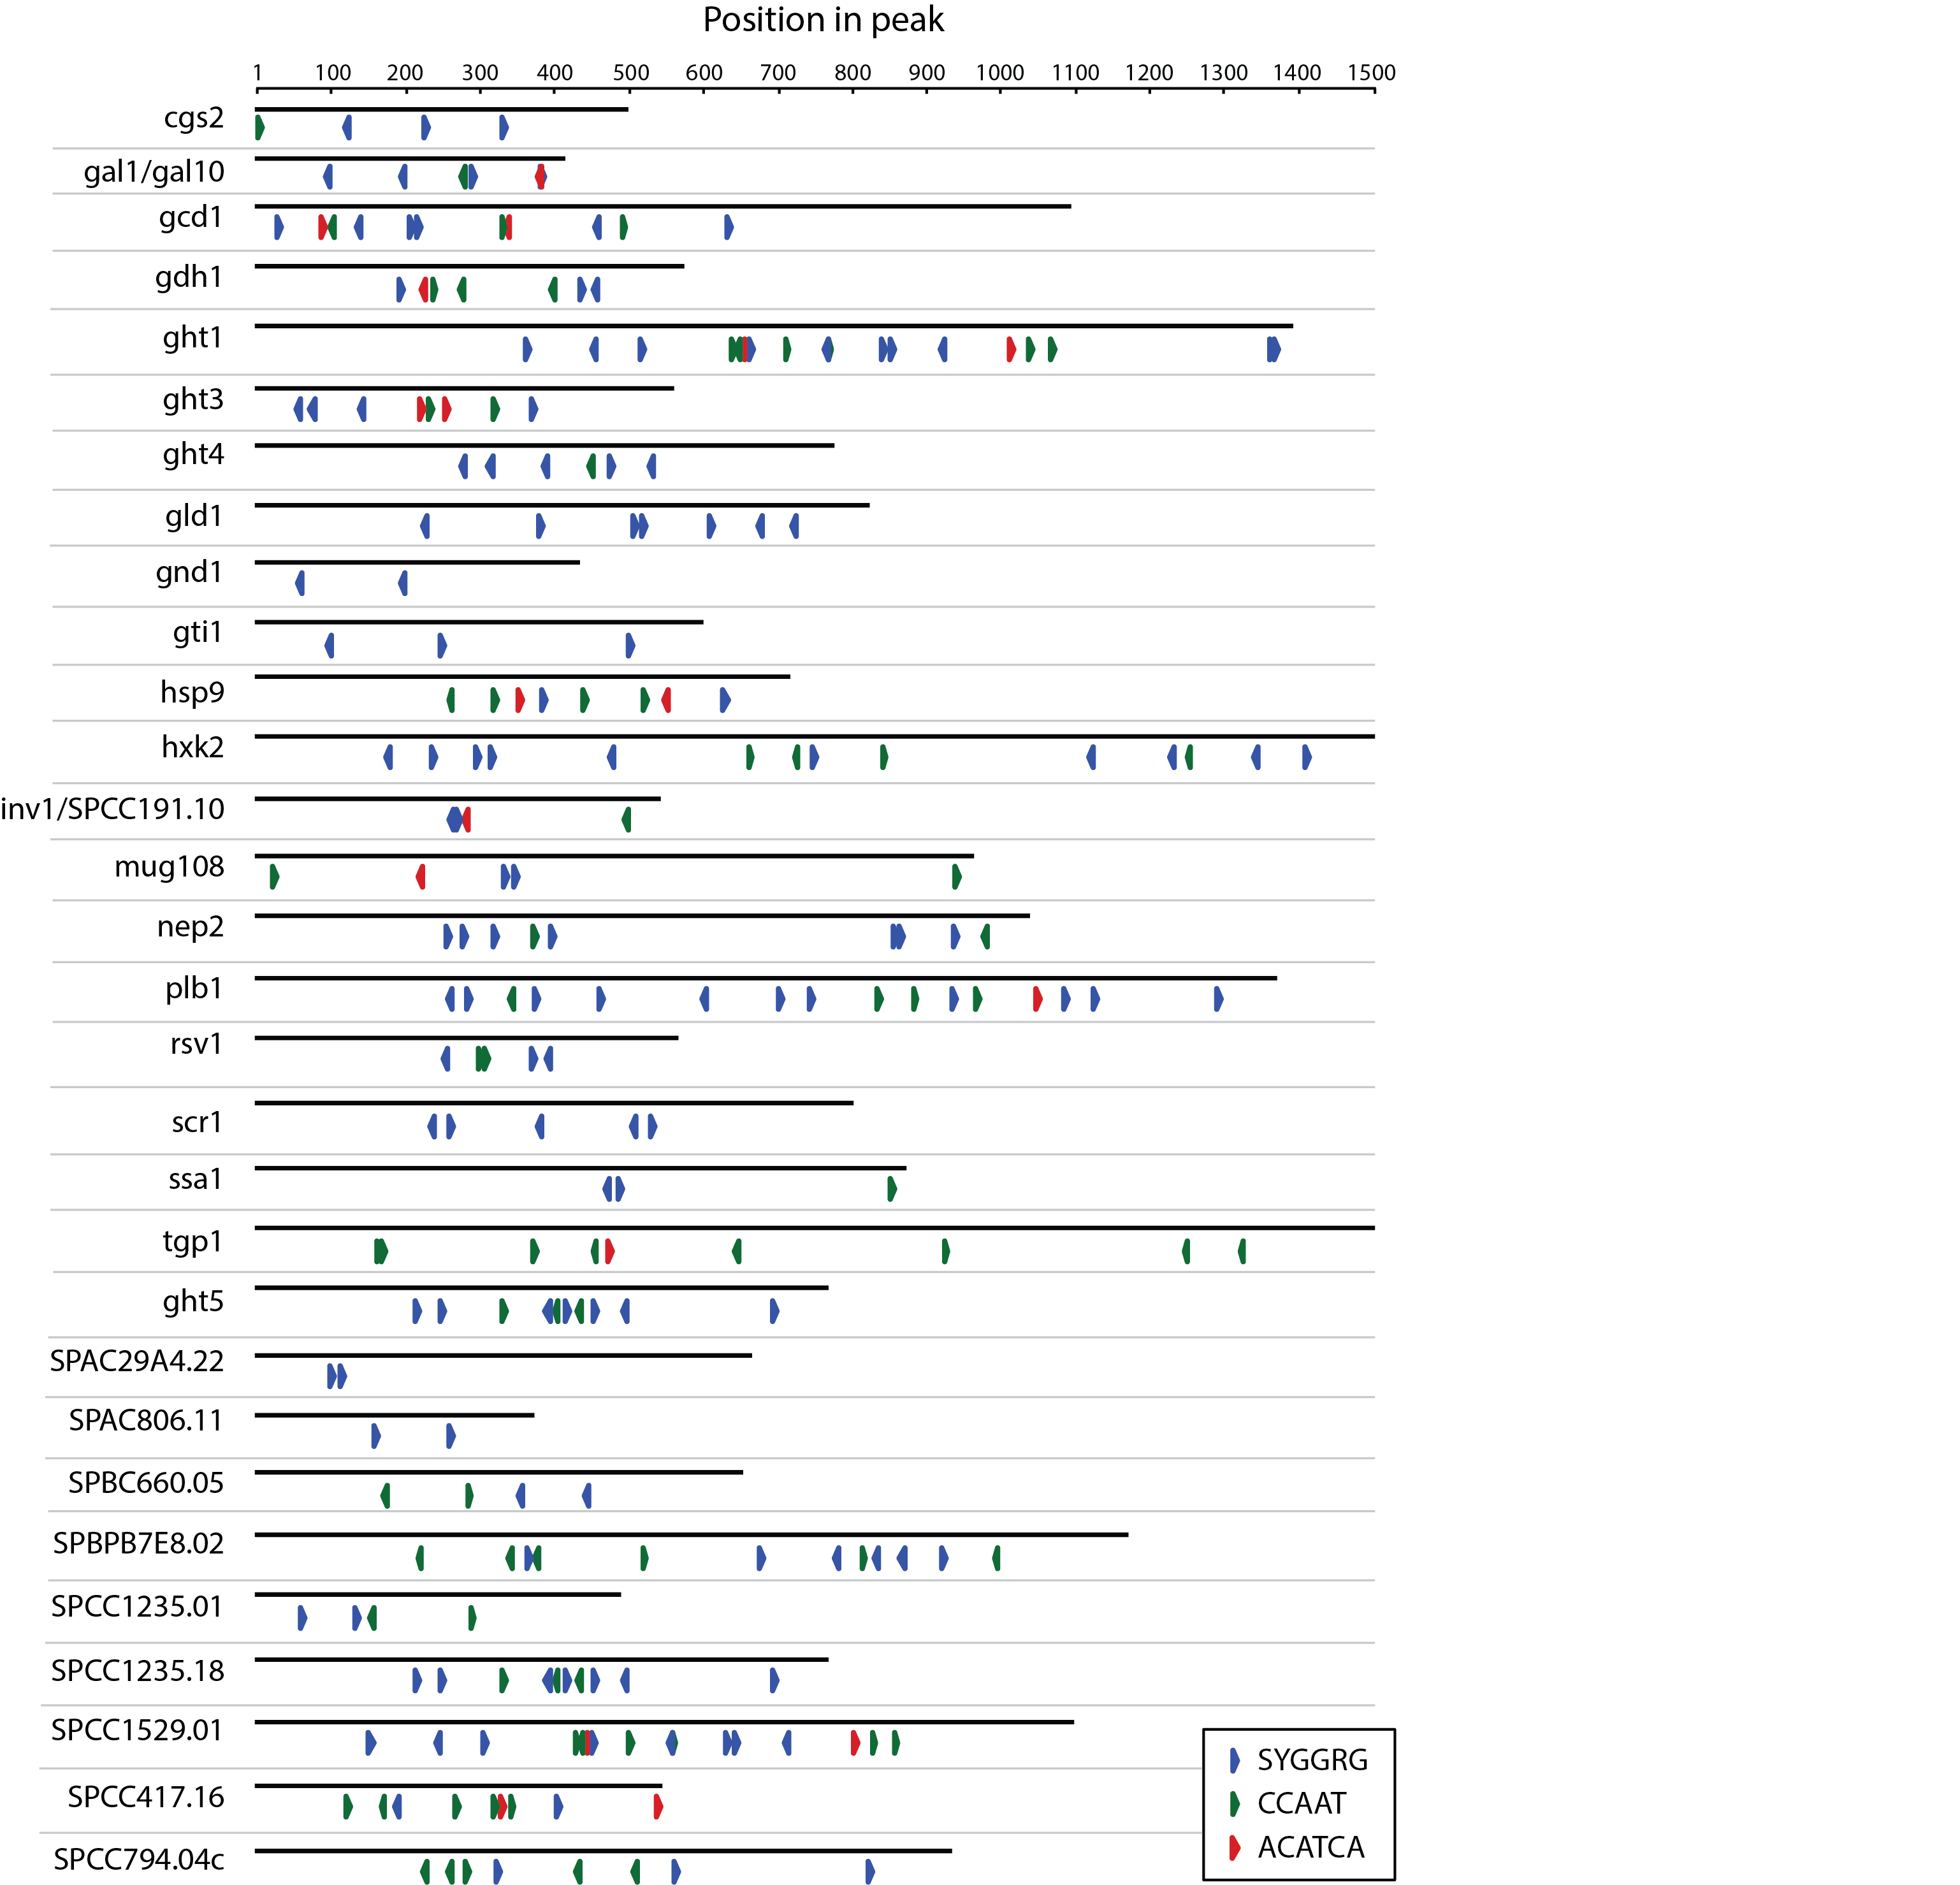

**Figure S7. The promoters of Scr1-dependent genes contain putative Scr1, HAP complex and ATF/CREB factor binding sites.** The regions of significant Scr1 enrichment identified in the promoter of 29 of the 31 Scr1-dependent genes were examined for the presence of SYGGRG (Mig1/CreA, blue), CCAATC (HAP complex, green) or ACATCA (ATF/CREB-like, red) motifs. Peak sequences are represented by black bars. Motifs on positive strand face right. Motifs on negative strand face left. *fbp1*^+^ and *ght5*^+^ are included as positive controls. Position in peak is indicated via the top scale in base pairs.

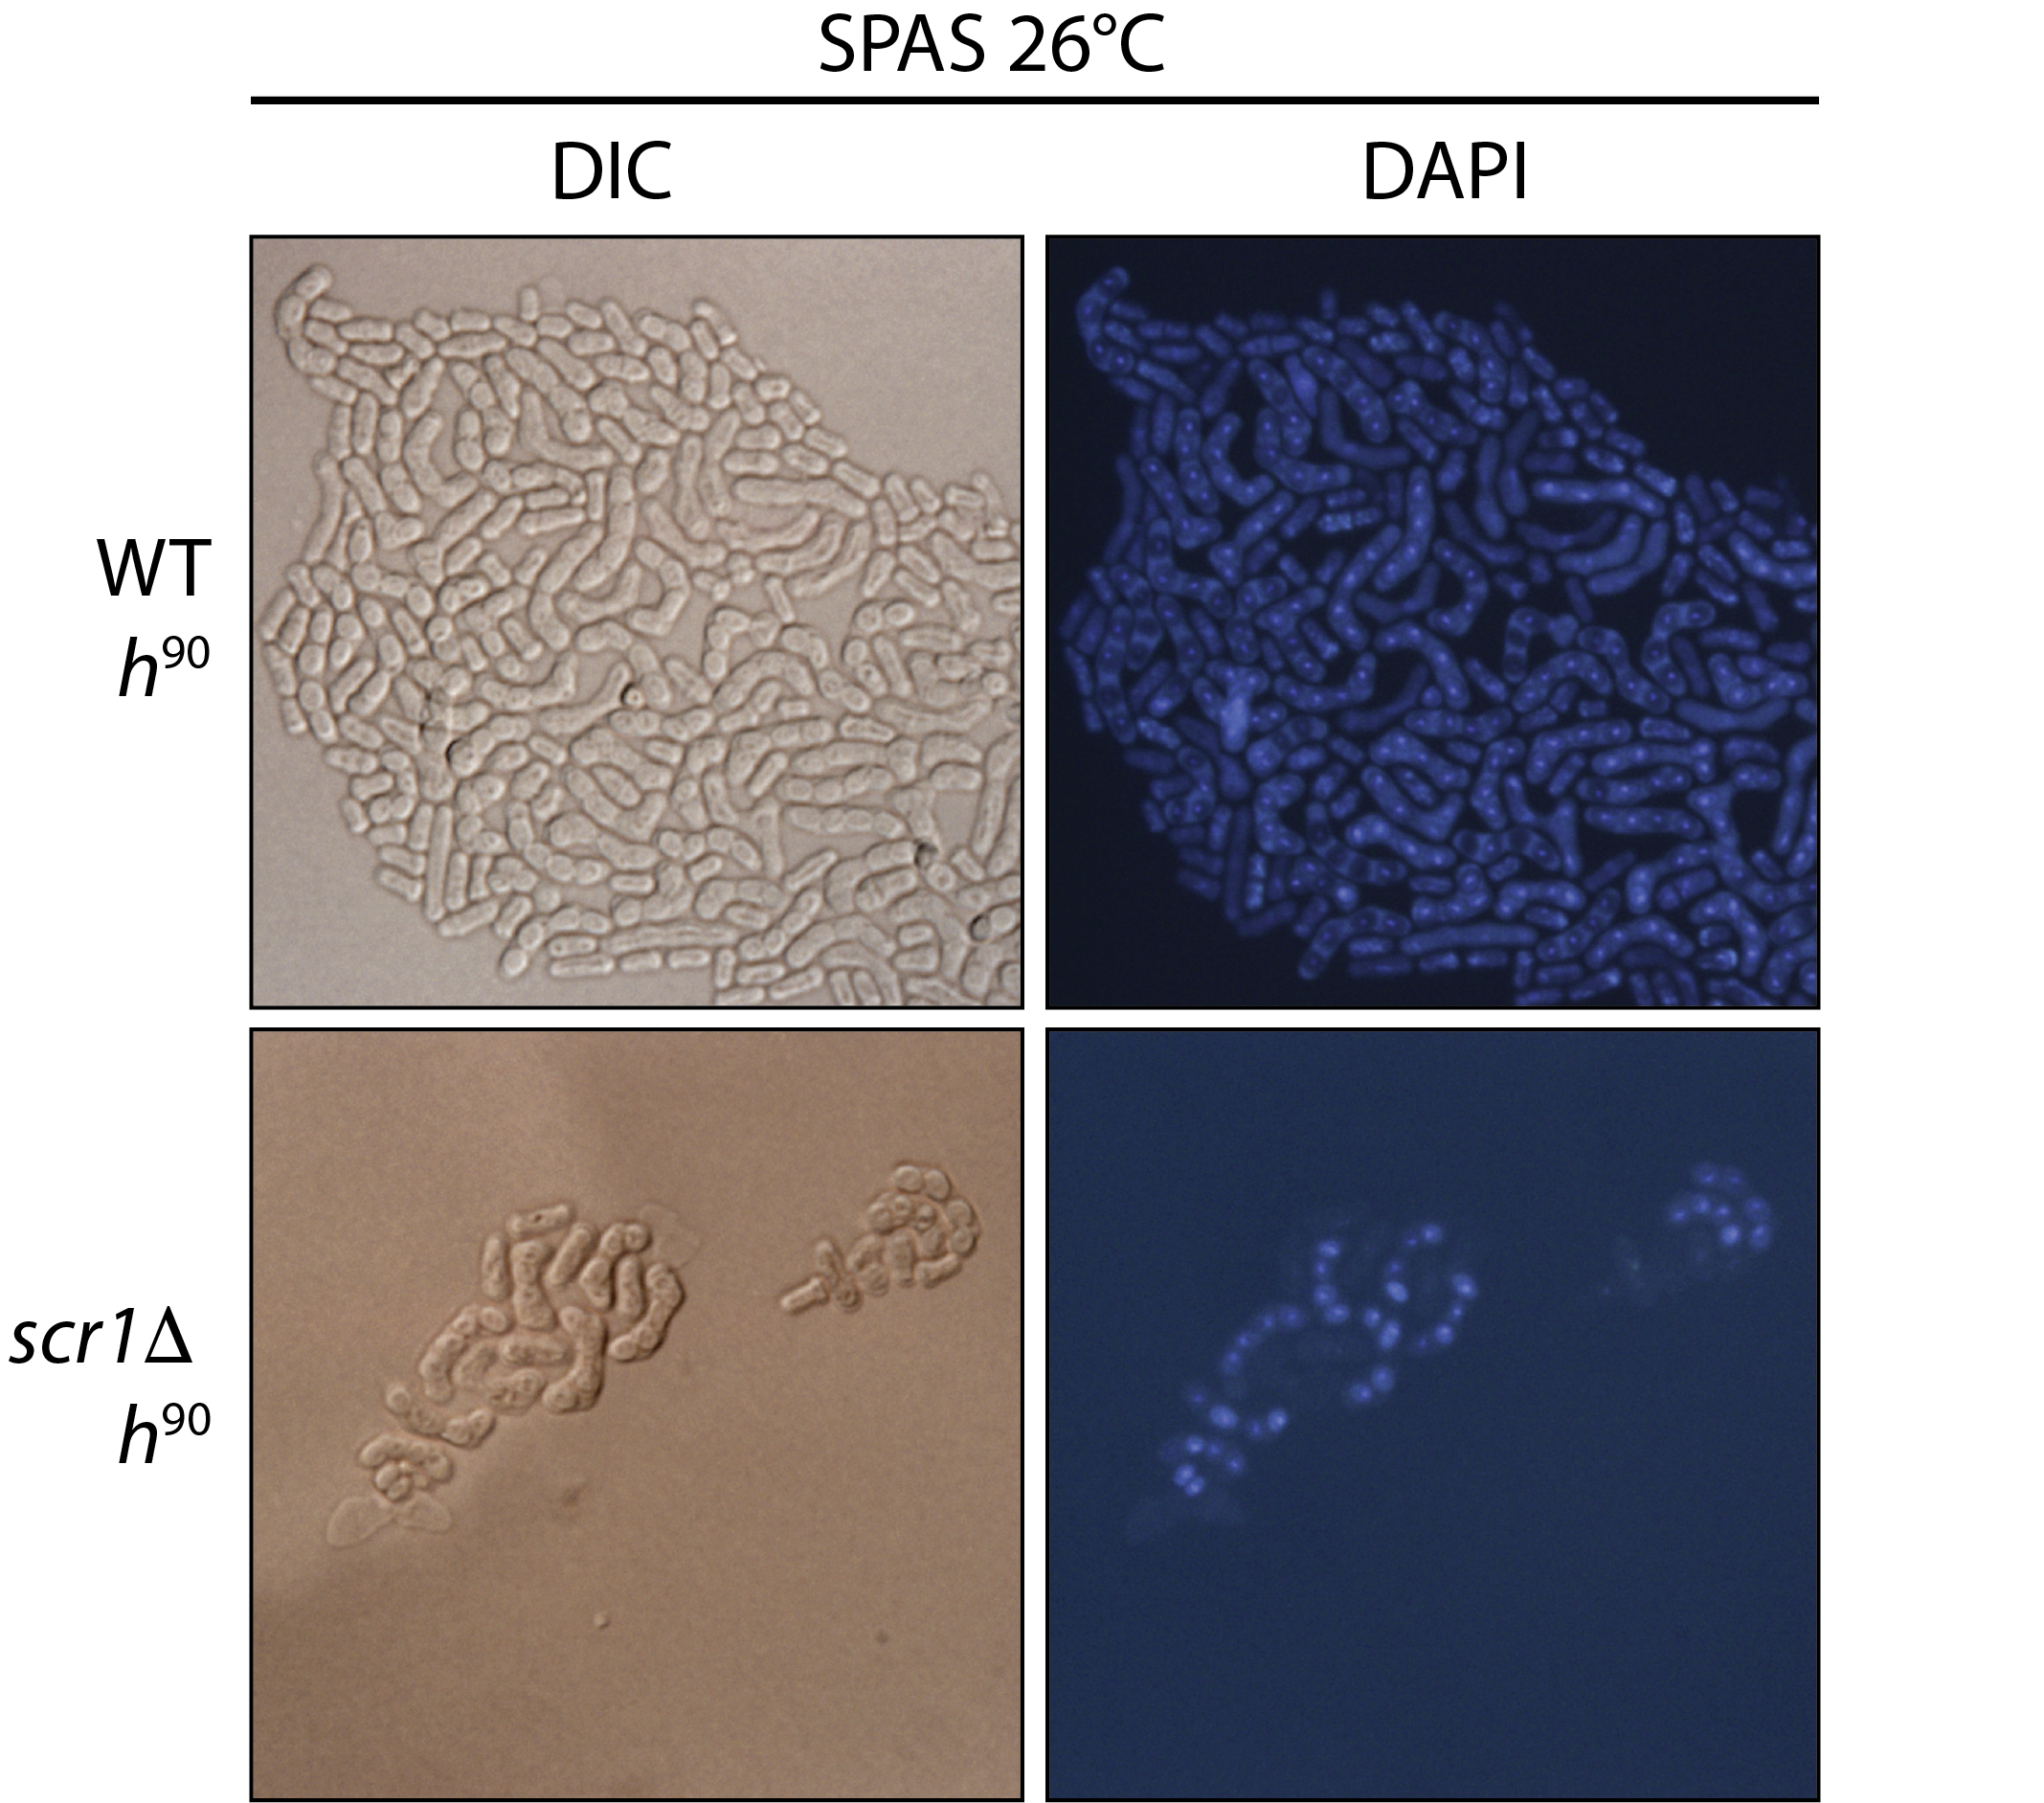

**Figure S8. *scr1*Δ *h*^90^ cells mate normally on SPAS medium at 26 degrees.** DIC and DAPI microscopy of homothallic wild type (WT *h*^90^) and *scr1*Δ *h*^90^ (D179/D181) *S. pombe* cells grown on SPAS at 26°C for 48 hours. Scale bars = 20µm.

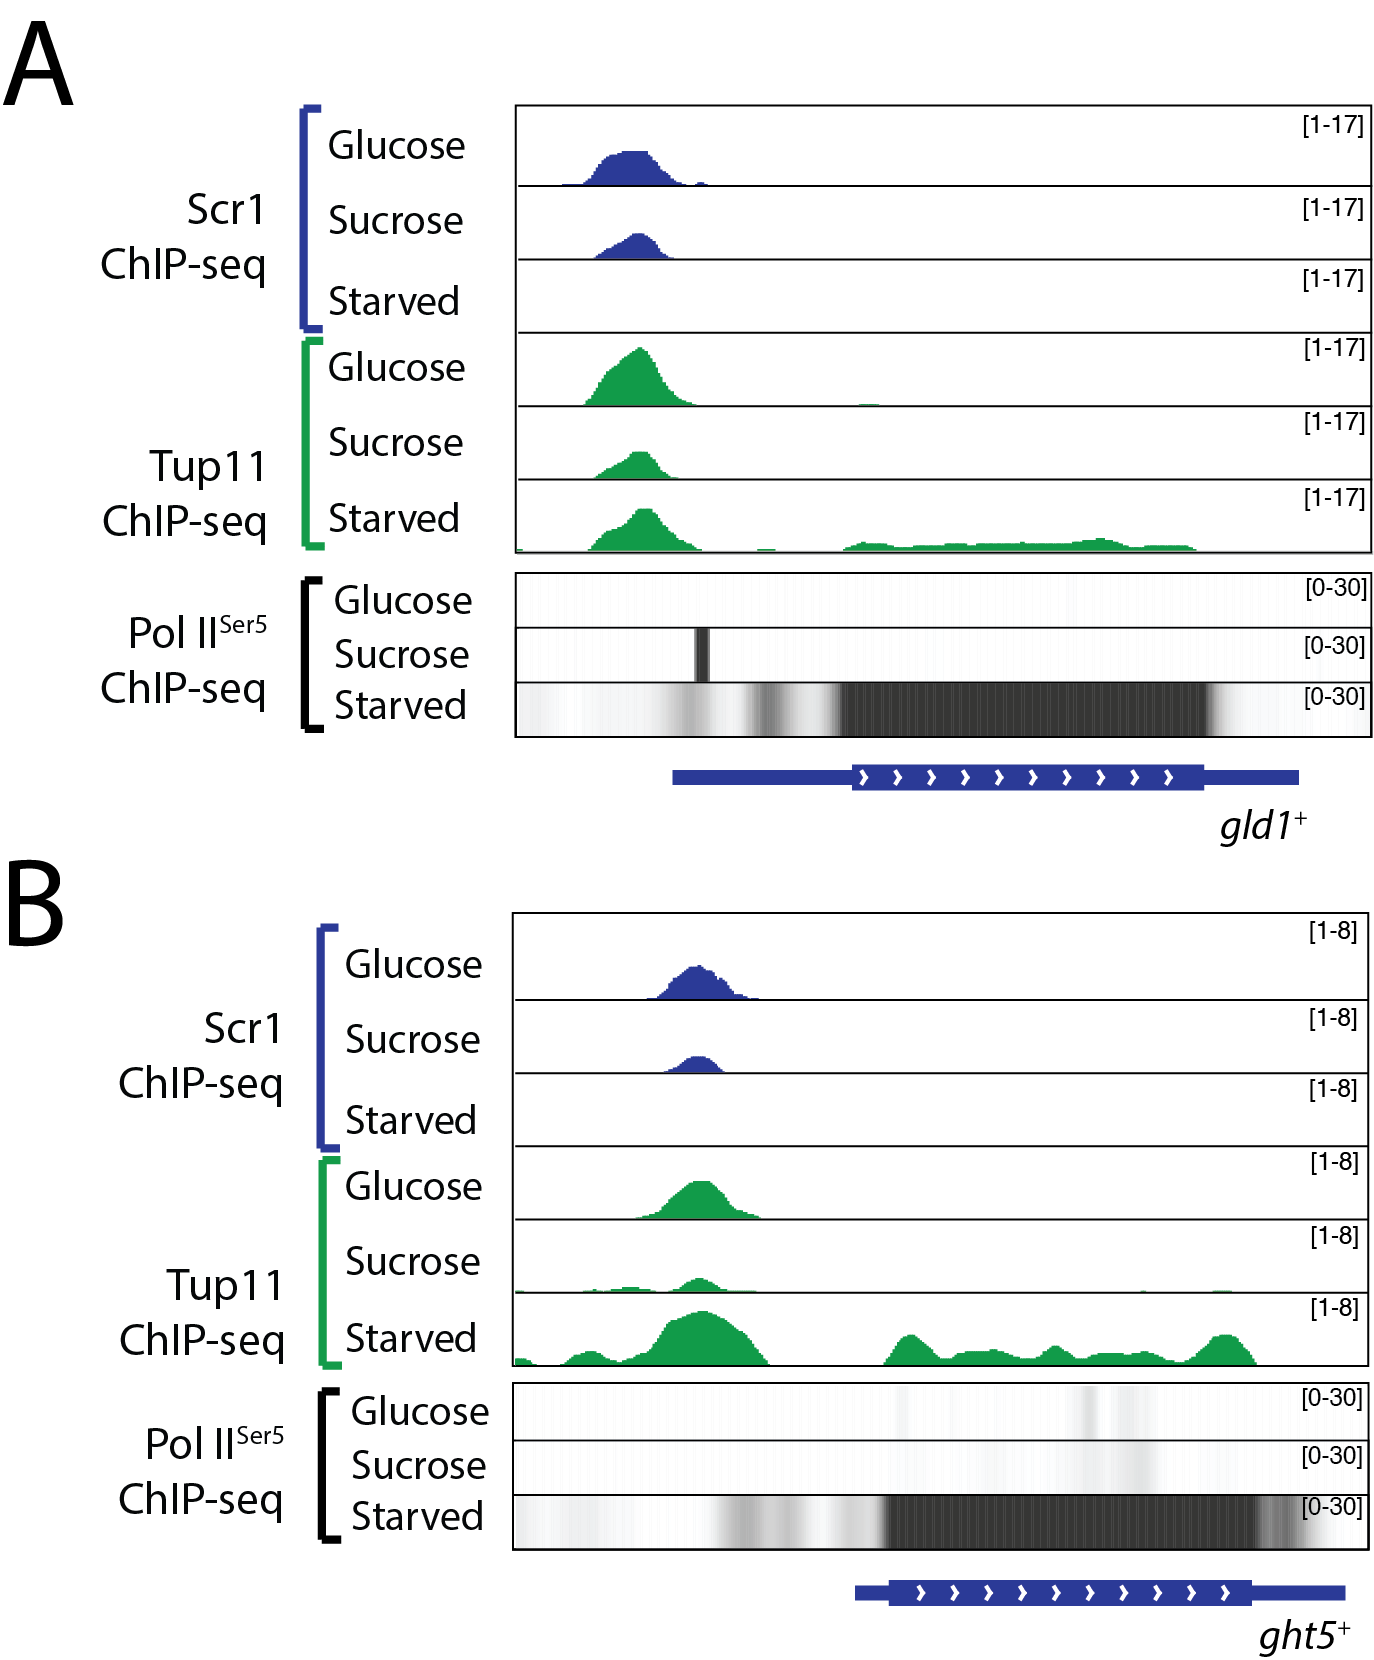

**Figure S9. Scr1 and Tup11 co-localise at the promoter of known Scr1 target genes.** Genome browser visualizations of Scr1, Tup11 and RNA PolII^Ser5^ at the *gld1*^+^ (A) and *ght5*^+^ (B) loci. Coverage tracks are corrected for background enrichment and normalized to reads per 1x reference genome coverage (1x RPGC). RNA PolII^Ser5^ enrichment is presented as a heatmap.

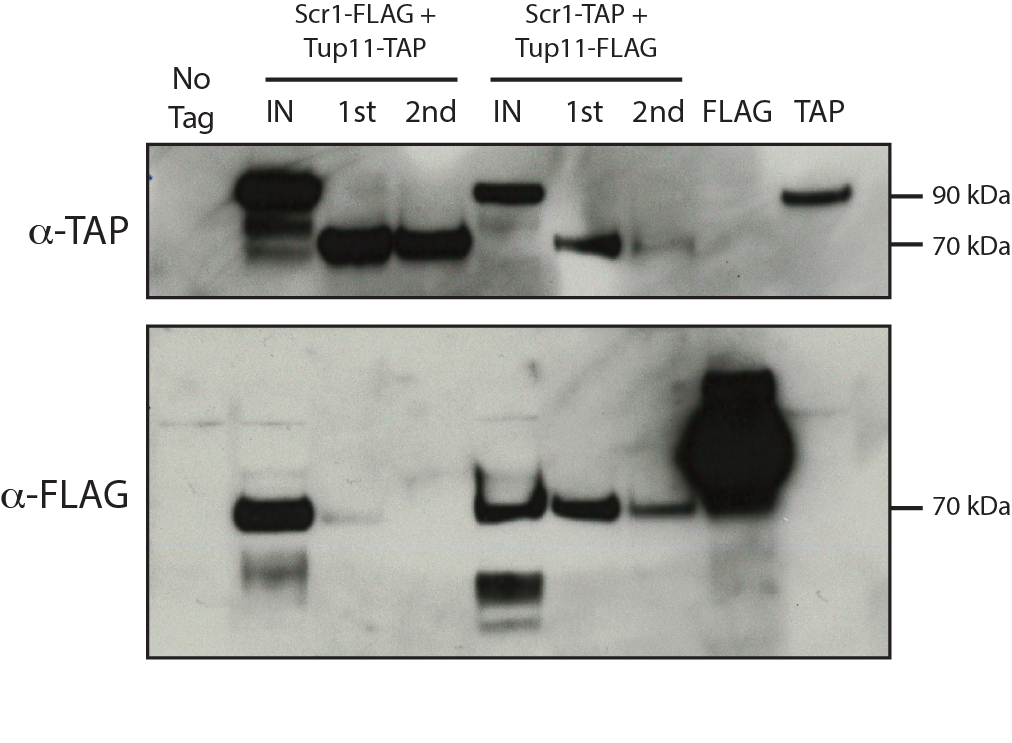

**Figure S10. Scr1 and the Tup/Ssn6 complex physically interact but do not form a stable stoichiometric protein complex.** Western blot of Scr1-FLAG in Tup11-TAP purified protein samples and Tup11-FLAG in Scr1-TAP purified protein samples. IN = input whole cell protein lysate. 1st = Protein eluted from primary affinity column following TEV cleavage. 2nd = Protein eluted from secondary affinity column following elution with EGTA. The α-TAP panel shows a western blot probed with anti-TAP monoclonal antibody (Pierce CAB1001) at 1:5000 dilution. The α-FLAG panel indicates a western blot probed with anti-FLAG M2 monoclonal antibody (CSIRO) at 1:5000 dilution. A wild type protein lysate is included as a negative control “No Tag”. Unrelated FLAG and TAP-tagged protein samples are included as positive controls (“FLAG” and “TAP” respectively). Sizes of proteins in 1st and 2nd samples in the α-TAP panel are smaller compared to the IN sample due to TEV cleavage of the Protein A moiety of the TAP tag prior to the second affinity purification step. Relative size markers are shown on the right-hand side of each panel. Blots shown are representative of two independent biological replicates.

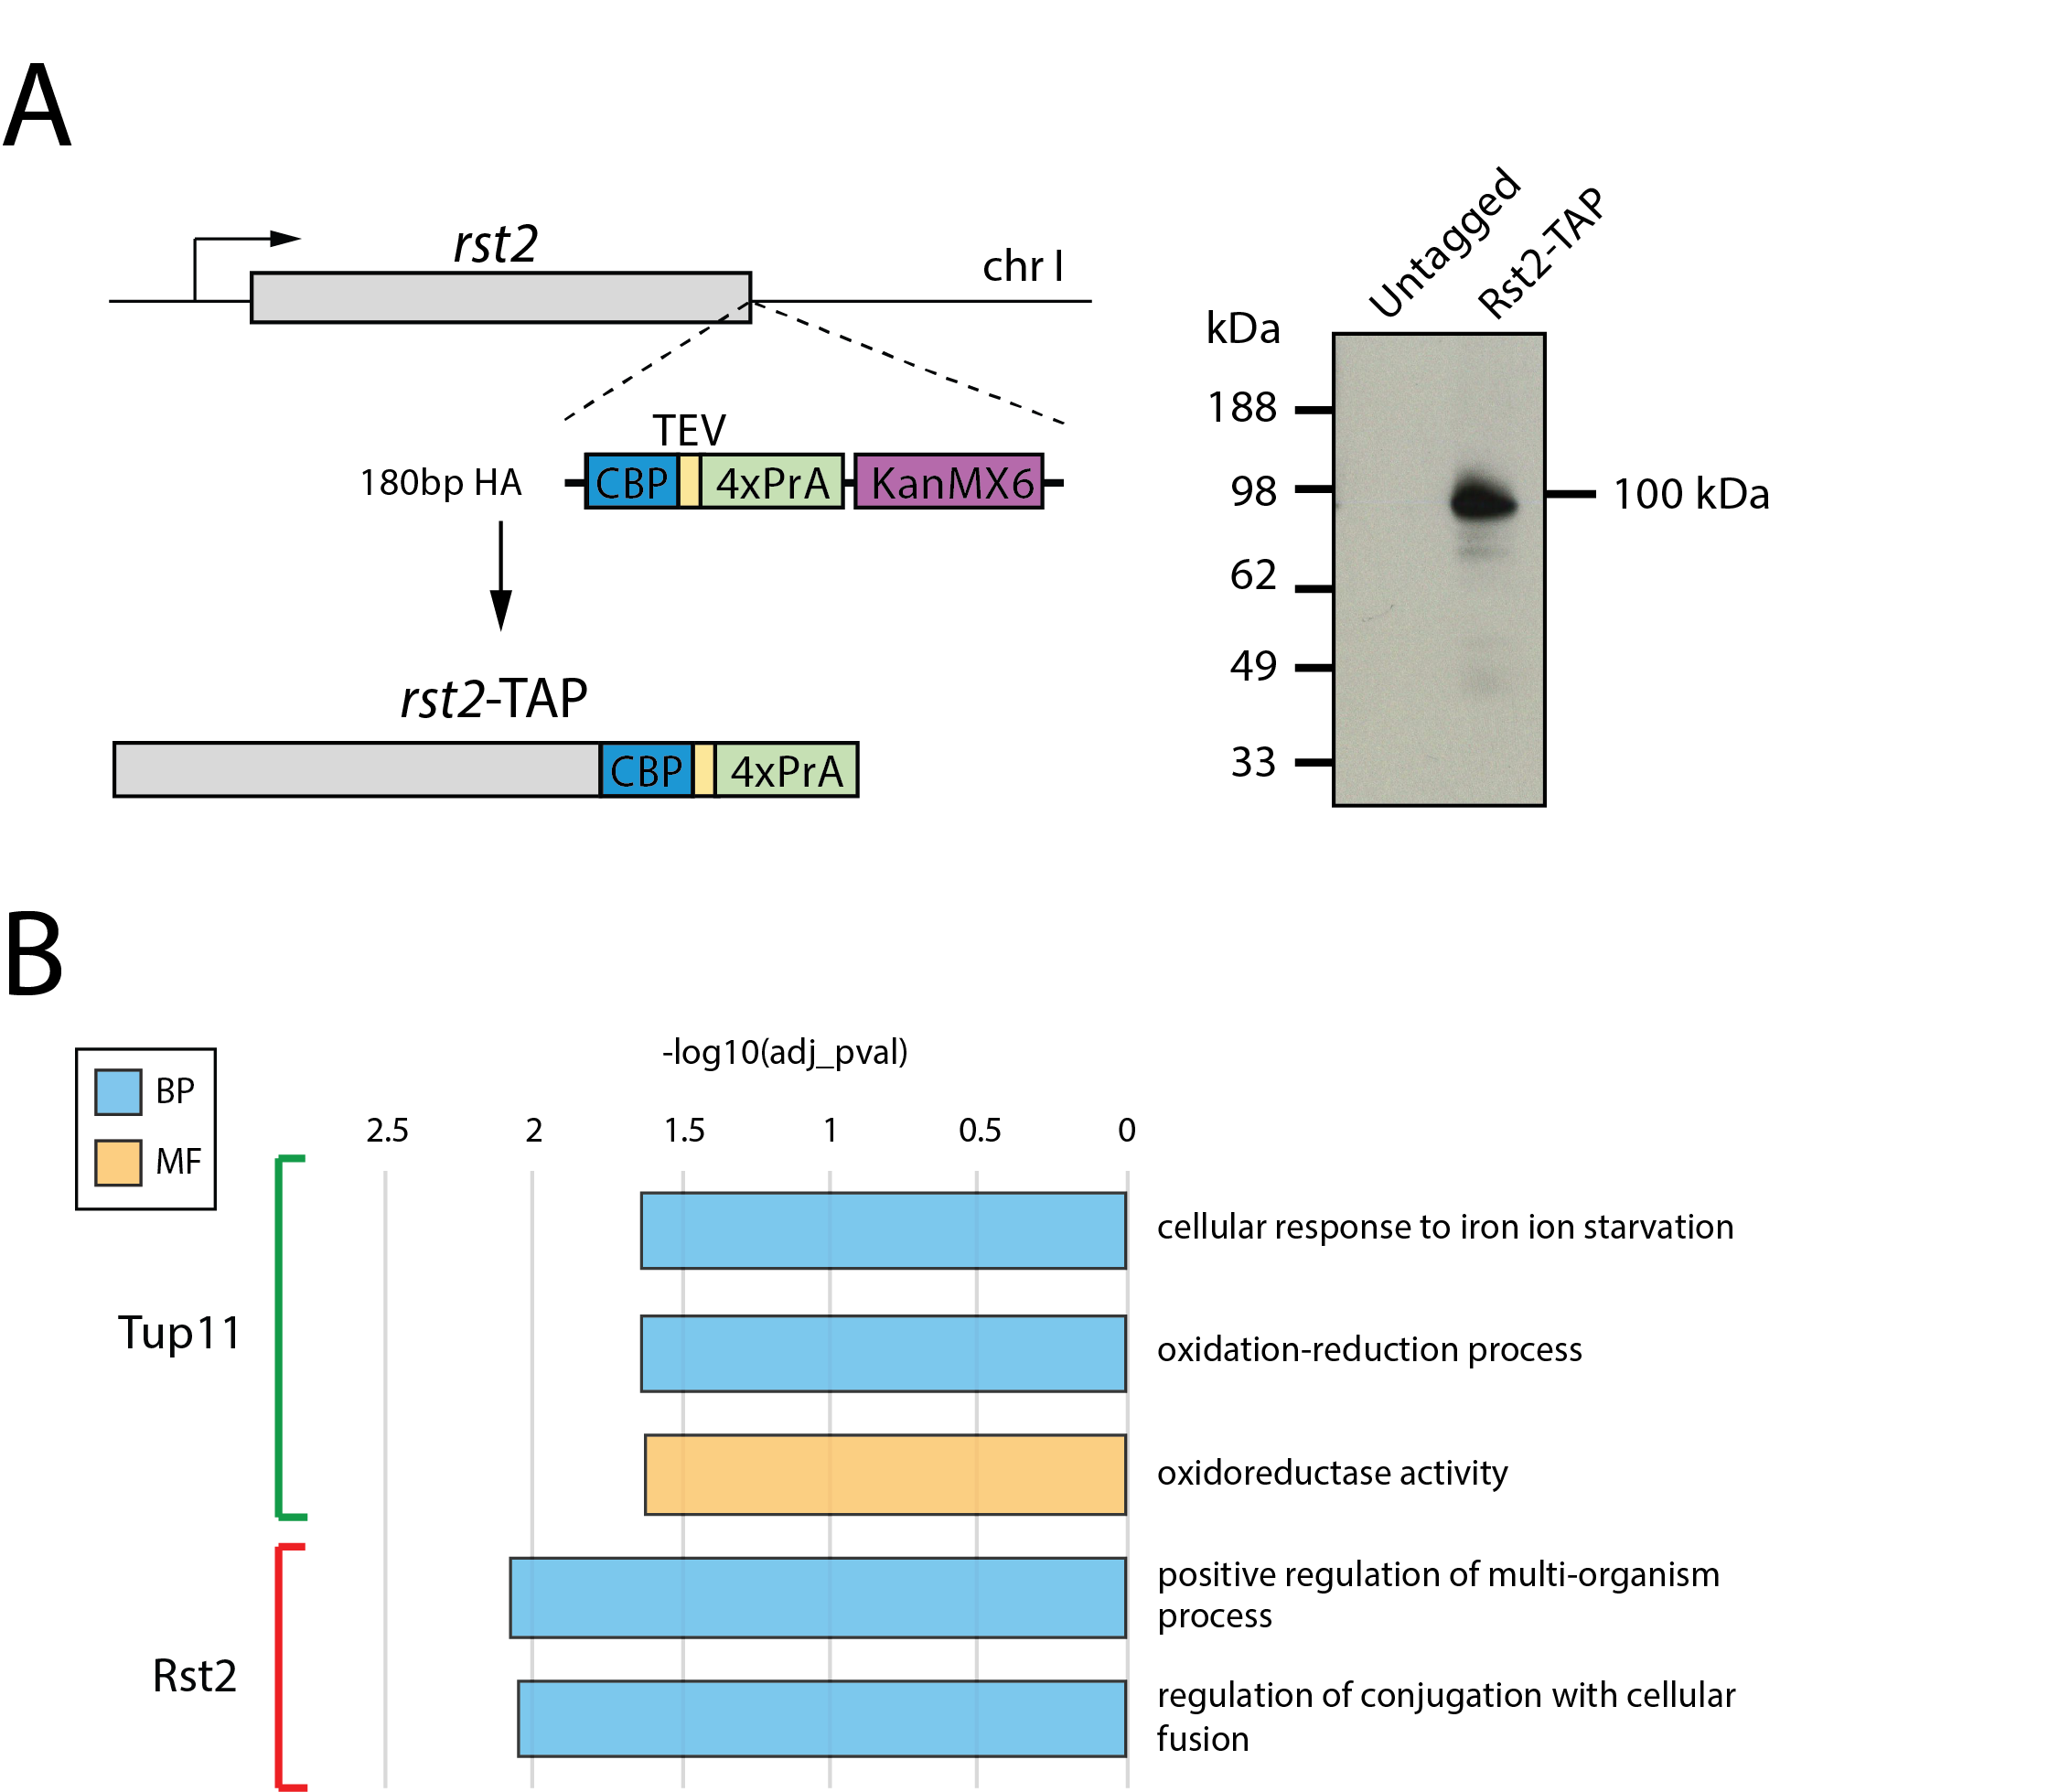

**Figure S11. GO Enrichment of Rst2 and Tup11 independent gene targets.** A) Schematic of the TAP-tag construct amplified from plasmid pFA6a-4X-CTAP (Materials and Methods) and its integration in-frame with the *rst2*^+^ CDS. 180bp regions of homology were used to target the construct for homologous recombination into the *S. pombe* genome. Right hand side panel shows a representative western blot of wild type (D1, “Untagged”) and Rst2-TAP (D101) whole cell protein lysates using an α-Protein A-HRP antibody at 1:1000 dilution. Expected size of the Rst2-TAP fusion protein is indicated on right hand side of panel. B) Enriched GO categories for the loci bound uniquely by Tup11 or Rst2 in the glucose-starved condition. BP = Biological process, MF = molecular function.

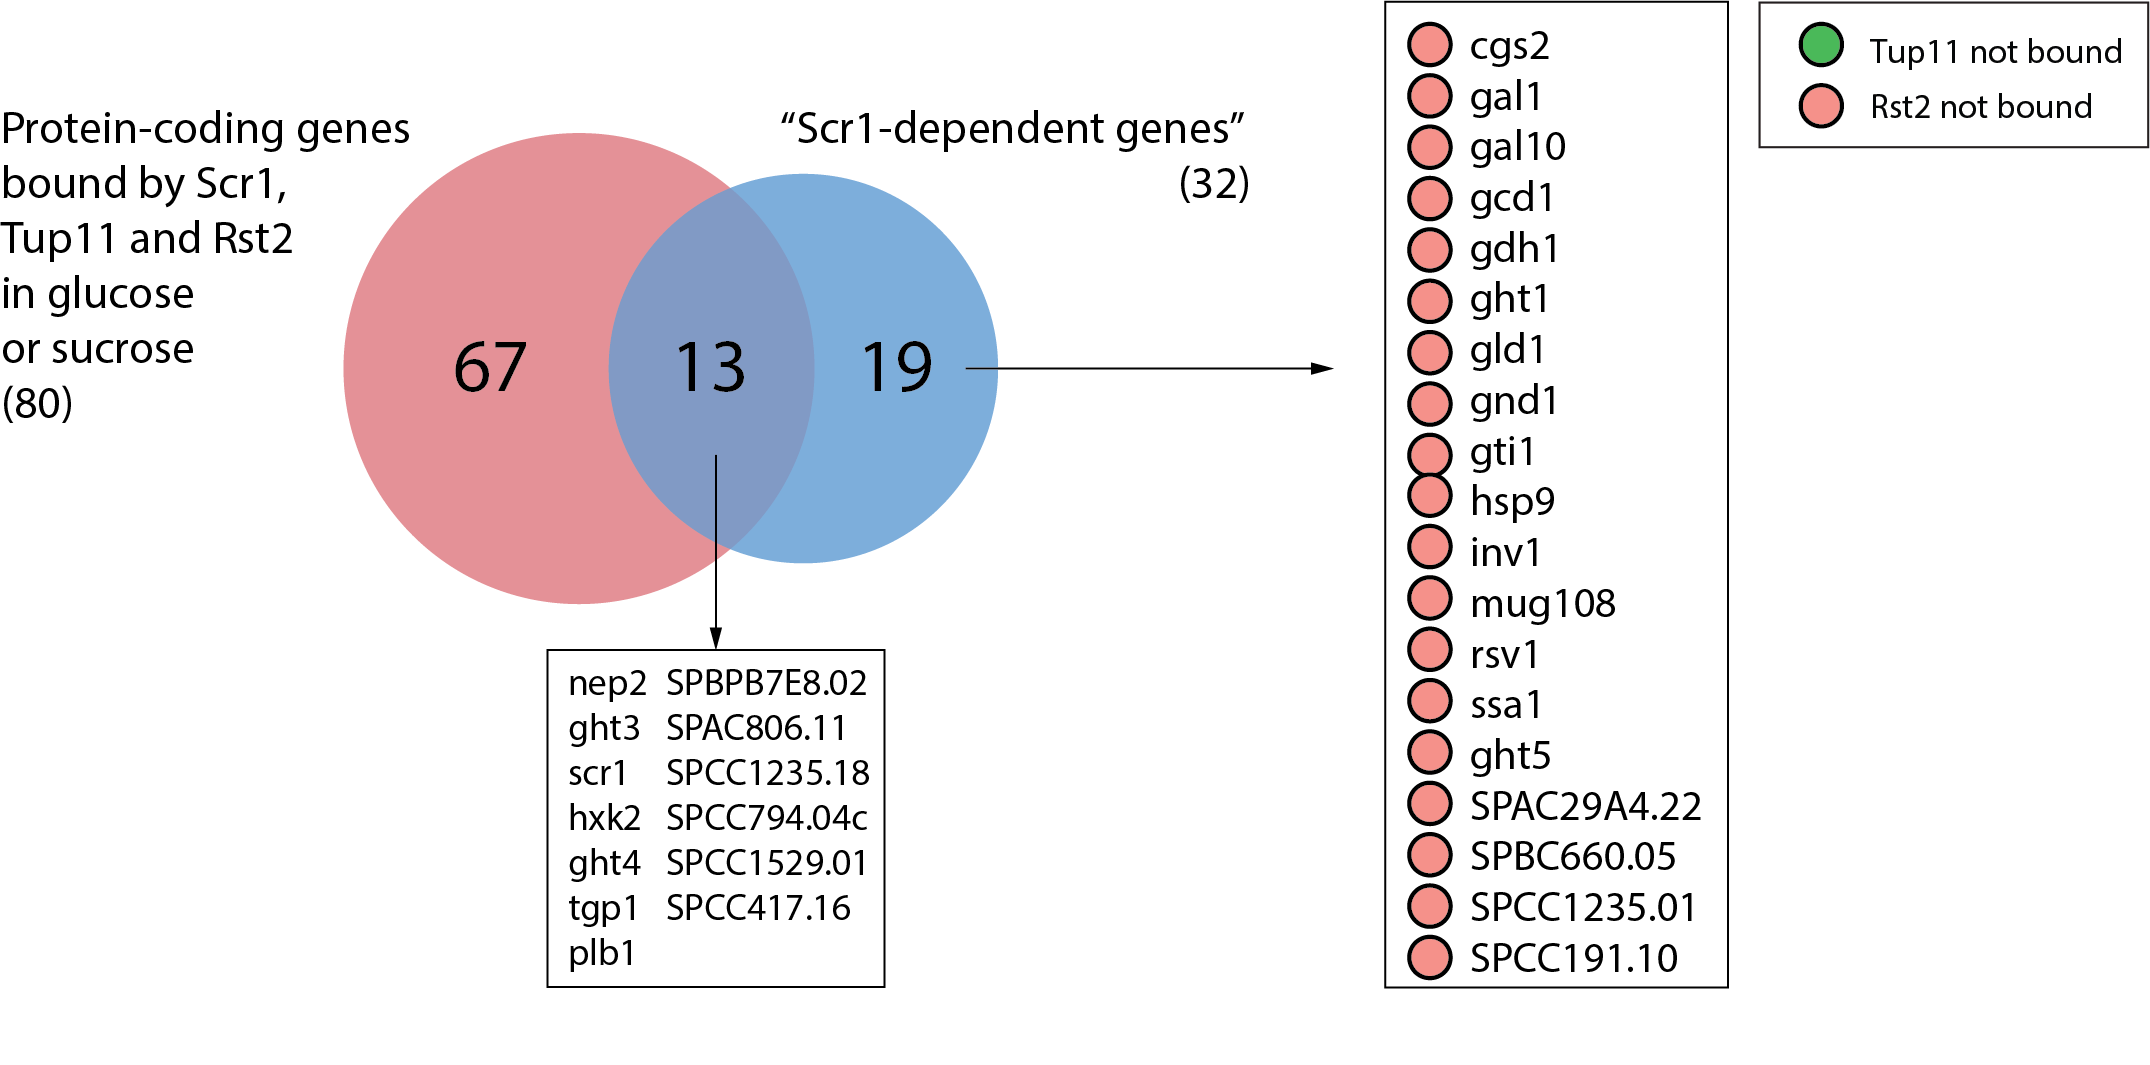

**Figure S12. Overlap of protein coding genes bound by Scr1, Tup11 and Rst2 in glucose or sucrose and the “Scr1-dependent” gene set.** Venn diagram shows overlap between the two datasets with genes comprising the intersection shown. For the “Scr1-dependent genes” unique fraction, the coloured circles represent which factor (i.e. Tup11 – green, or Rst2 – red) was not bound in glucose or sucrose conditions.

How the deposited data were processed for this re-analysis (not part of the article)

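RNA was sequenced from 16 cultures of *S. pombe*: 2 of wild type cells in each of glucose, sucrose, glucose-deficient and glucose-starved media, and 2 each of *scr1*::*ura4*+ and *scr1*Δ cells in glucose and in sucrose. The deposited values are counts, which the authors made by trimming reads with Cutadapt, aligning them with Tophat2 to ASM294v2.25 and counting them on annotated features with featureCounts, with multi-mapping and overlapping reads counted on every feature; no normalization was applied to them before deposit. The table held 7019 features, 5172 protein-coding and 1847 non-coding by identifier, and 33 features had no count in any library. Coordinates are those of the authors' count table. The ASM294v3 reference was used only for gene symbols, biotypes, neighbouring genes and a search for 50-base stretches found elsewhere.

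Libraries had between 14305848 and 18607823 counts. A floor of 3 counts was between 0.161 and 0.21 CPM by library totals. Fold changes against conditions in which every library was at or below the floor are given as ratios to the floor. The CPM of genes and these ratios use TMM-scaled library sizes, by which the floor can lie outside that range. Batch A was unstranded and batches B and C stranded. The strains in the sample descriptions and in the paper's tables differ for some libraries, and only conditions, replicate numbers and batches were used.

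Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, a low-count filter (filterByExpr, minimum count 10), and a quasi-likelihood test with 6 groups, in which the mutants were pooled, and a batch term, with 8 residual degrees of freedom and a common dispersion of 0.0337. The batch terms had an adjusted p-value under 0.05 for 3693 of 6691 features. P-values were adjusted over all tested features by the Benjamini-Hochberg method, and features were called at an adjusted p-value under 0.05 and a log2 fold change past 1 in size. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene sets taken from the paper's tables and Fig. 2a were described by the number of genes with a higher mean log2 CPM (prior count 2), and compared with 10000 random lists matched on expression in 20 bins. Tables, correlations, random lists and figures were made in Python 3.11.15. On simulated data with 200 changed genes, the test called 200 of them with 4 false calls, and 0 genes in 3 comparisons without a change. The median recovered log2 change was 2.01 for a simulated 2. Every gene was simulated at the common dispersion. Changes were made only in the *scr1*- glucose group and only for genes with counts well above the floor in every library. The simulation therefore does not show how the test performs for genes near the floor or with a larger spread.

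The comparisons, the test, the thresholds and the alternatives were set before the data were examined. Alternatives were DESeq2 1.42.0 with and without its fold change prior, DESeq2's size factors, no low-count filter, no batch term, the replicate number as a block, subsets of libraries, adjustment within feature types, no fold change minimum, either mutant alone, stranded libraries alone, and leaving out each library in turn. For the numbers of changed genes and features, only mutant libraries were left out. Several choices were made after values had been seen. These are the comparison of *scr1*Δ with *scr1*::*ura4*+ cells, whose batch term was added after the fit without it had called 0 genes (134 genes in glucose and 170 in sucrose had an unadjusted p-value under 0.05); the lists of conjugation, pheromone and autophagy genes; the ratios for genes at the floor; and the counts of the paper's regulated genes under each setting. The genes given full statistics follow a rule set beforehand, namely the genes the paper names for its RNA-seq, *scr1*, the strains' marker and mating-type genes, and, for the comparisons of the mutant with wild type and of the glucose-deficient and glucose-starved conditions with glucose, the 3 protein-coding genes with the largest rise and the 3 with the largest fall among those past the threshold whose libraries did not overlap, but which of these to print was decided after their values had been seen. Within-batch differences come from libraries that also enter the fit and are not independent of it.

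ChIP-seq data were not analysed here, and lists of bound genes are the paper's. Gene ontology enrichment was not repeated.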

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

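The tests of *scr1* counts, of mating type and of *ght3* in wild type sucrose cultures were chosen after the result they address had been seen.

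In the pooled *scr1*- libraries, 3 of 50 gene and medium pairs had a library far from the other 3, where 2.5 are expected by chance at the 95% critical value of Dixon's test. In sucrose these were *SPCC191.10* in *scr1*::*ura4*+ replicate 1 (log2 CPM 4.83), *pgk1* in *scr1*::*ura4*+ replicate 2 (12.68) and *scr1* in *scr1*Δ replicate 1 (6.47). A difference between strains and batches within the pooled group cannot be told apart from other explanations, as 1 of the 3 involved the unstranded *scr1*::*ura4*+ library. The number is close to what chance gives, and no biological explanation was tested.

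The effect of *scr1* loss on *ght3* was larger in glucose than in sucrose by 1.7 on the log2 scale, by a test of the difference itself. The test was fragile, as leaving out 1 library gave 0 calls for 7 of the 8 mutant libraries. The difference was seen within batch B (2.03) and batch A (1.34), which goes against a difference between batches. Sucrose against glucose in wild type cells was 1.77 on the log2 scale, against 0.07 in *scr1*- cells, values from which the difference itself is computed, so they describe it and do not test an explanation. In the ASM294v3 reference, 11.76% of the 50-base stretches of *ght3* occur elsewhere, and the pattern cannot be told apart from reads shared with related genes. This test was first read as favouring shared reads, and the criterion was widened to leave the question open after the value had been seen. The readings of the wild type sucrose test and of the *inv1* test of mislabelling below were also changed to leave the question open, after their values had been seen.

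The paper's text does not discuss non-coding features in the *scr1*- mutant, although Table S3 lists some. In either medium 71 were past the threshold, 25 up and 46 down, or 35 with the replicate number as a block. Reads from the opposite strand in the unstranded libraries could explain only features that lie across from a gene. Of the 71, 23 (32.4%) overlapped a protein-coding gene on the opposite strand, against 62.2% of those tested. This explanation cannot cover the features without such an overlap. A changed gene lay on the opposite strand of 10 features, and 17 overlapped a changed gene on either strand. The number expected by chance was not computed, so the overlap does not exclude opposite-strand reads for these 10. All 67 with a value in the stranded libraries alone had the same sign there, which goes against a difference between library types. The stranded libraries also enter the fit, and *scr1*Δ cells share no batch with wild type cells in these media. Reads of an overlapping gene on the same strand are counted on the feature in stranded libraries too, so they were not excluded. A response to the loss of *scr1* may be a candidate explanation, as a hypothesis.

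The paper's RNA-seq results do not discuss the mating-type genes; its methods describe typing the strains by PCR. *matPc* had 100 counts in *scr1*::*ura4*+ glucose replicate 2 and 113 in the sucrose replicate 2, and at most 3 in the other 14 libraries. Of the 16 libraries, 11 had reads of the mating type of the strain in the paper's tables and 12 of the strain in the sample descriptions, so a strain other than the listed one may have been used in some libraries. The 2 libraries of strain D163 are mismatches in both counts because the paper's strain table gives it as type P; the methods give it as *h*-, type M, as the reads were. The other mismatches were 3 libraries listed as Y46 in the paper's tables and 2 listed as D59 in the sample descriptions. No biological explanation was tested.

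The *scr1*Δ libraries had counts on *scr1*. A swap with wild type glucose or sucrose libraries is unlikely, since the lowest *inv1* value in them was 1834 CPM, against 26.2 CPM at most in those libraries and 152.5 CPM at most in the glucose-deficient ones. *fbp1* had at most 8.41 CPM in them, against at least 1407 CPM in the glucose-starved libraries, so a swap with those is also unlikely. *inv1* was also high in *scr1*::*ura4*+ libraries and cannot tell these apart. Those of replicate 1 had 9.6% and 9.7% of counts on non-coding features, against 2.2% to 4.0% in the *scr1*Δ libraries, and those of replicate 2 had reads of mating type P, against type M in all 4 *scr1*Δ libraries, which goes against such a swap. The nearest other counted feature is 282 bases away, and 0.0% of the 3478 stretches of 50 bases occur elsewhere, which goes against overlapping features and shared reads. The feature has 1822 bases outside a coding sequence of 1698 bases, and transcription outside the removed sequence could not be tested with counts per feature.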

How the results depend on the processing

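The tests of the *scr1*Δ and *scr1*::*ura4*+ comparison and of the lists added to the paper's were chosen after the data had been seen; the other alternatives were set before. The alternatives comprised 6 other settings of the test, library subsets, adjustment within the feature type, no fold change minimum, either mutant alone, stranded libraries alone and leaving out each library in turn. For the numbers of changed genes and features, only mutant libraries were left out. Over the counts and correlations, 297 values were close to the reported one and 84 were not. Over single genes, 850 of 990 were the same in direction and side of the threshold or in size, 49 fell below the threshold, 6 passed it, 16 reversed and 69 without a test moved by more than the replicate SD. Except where a value is explained, the cause was not tested.

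Without a fold change minimum, genes changed in wild type numbered 4056, those changed in the glucose-starved condition against glucose or sucrose 3579 (1572 up and 1838 down against glucose), and those in the glucose-deficient condition 622 up and 404 down; in the *scr1*- mutant there were 102 up and 20 down in glucose, 82 up and 19 down in sucrose, 84 in both and 139 in either. Without a batch term there were 465 changed non-coding features in wild type and 49 genes down in the glucose-deficient condition, and in the mutant 33 up in glucose, 25 up and 3 down in sucrose, 26 in both, 39 in either and 25 non-coding features. With the replicate number as a block, the wild type values were 592 and 68, with 2 genes between sucrose and glucose. Those of the mutant were 41 up in glucose, 27 up and 3 down in sucrose, 29 in both, 48 in either and 35 non-coding features. The correlations of same-numbered libraries, 0.97 for glucose and sucrose and -0.02 for wild type and *scr1*Δ in glucose, follow the batches and do not test pairing. The 8 wild type libraries alone gave 24 genes up and 1 down in the glucose-deficient condition, and 0 genes between sucrose and glucose (60 had an unadjusted p-value under 0.05).

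DESeq2, with or without its prior, gave 2 genes between sucrose and glucose, 10 down in the mutant in glucose, and 3 genes whose effect differed between the media; with its prior it gave 11 down in sucrose and 111 non-coding features, and without it 75 up and 14 down in sucrose, 110 in either and 116 non-coding features. The glucose and sucrose libraries alone gave 105 up and 22 down in glucose, 93 up and 26 down in sucrose, 94 in both, 152 in either, 198 non-coding features and 2 differing effects. The *scr1*::*ura4*+ libraries alone gave 3 down in glucose, 22 up and 3 down in sucrose, 24 in both, 46 in either and 31 non-coding features; *scr1*Δ alone gave 14 down in glucose, 13 down in sucrose and 34 non-coding features; each gave 0 differing effects (17 and 29 genes had an unadjusted p-value under 0.05). Leaving out a mutant library gave from 3 to 5 genes down in sucrose and from 0 to 1 differing effects.

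The squared correlation of the mutants in glucose was 0.922 as log2(value + 1), 0.908 by ranks, 0.956 for genes at or under 2000 FPKM and from 0.961 to 0.984 leaving out a library; in sucrose 0.921, 0.905, 0.951 and from 0.961 to 0.982. By calls in place of mean values, 10 of the 82 genes bound by the 3 factors were higher in both media, 25 carbon metabolism genes higher in the glucose-deficient condition and 5 glycolysis and fermentation genes lower in the glucose-starved condition. Adding a batch term to the comparison of *scr1*Δ with *scr1*::*ura4*+ cells, after the fit without it gave 0 genes (134 in glucose and 170 in sucrose at an unadjusted p-value under 0.05), gave 30 in glucose and 20 in sucrose.

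The sign reversed for *pfk1* in sucrose, 0.26 with *scr1*Δ alone and 0.03 without *scr1*::*ura4*+ sucrose replicate 2 (from -0.15 to 0.07 leaving out a library); for *fbp1* in glucose, 0.09 with *scr1*::*ura4*+ alone; for *fba1* in sucrose, -0.0 with *scr1*::*ura4*+ alone; for *pgk1* in sucrose, -0.0 without a batch term and with the block; for *eno101* in sucrose, -0.04 and -0.02 under the same settings; and for *atf1*, in glucose 0.2 without a batch term, 0.23 with the block, 0.19 with *scr1*::*ura4*+ alone and 0.1 without *scr1*Δ replicate 2 (from -0.26 to 0.1), and in sucrose 0.26 without a batch term, 0.31 with the block, 0.13 without *scr1*::*ura4*+ replicate 2 and 0.07 without *scr1*Δ replicate 2 (from -0.21 to 0.2). Leaving out a wild type library, where no test was made, also changed the sign for *pfk1*, *fbp1*, *eno101* and *atf1* in glucose and for *pfk1*, *fba1* and *atf1* in sucrose.

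Scaling by library totals moved the median of all genes from -0.148 to -0.543 in the glucose-starved condition, from 0.048 to -0.231 in the glucose-deficient condition, and from 0.024 to -0.217 and from 0.011 to -0.188 in the mutant in glucose and sucrose. It took the 82-gene count from 52 to 36, and the share of all protein-coding genes in that direction from 45.6% to 20.8%. Log2 fold changes under the alternatives are not given for *SPCC191.10* in glucose, *SPAC212.03* and *gnr1*, which are ratios to the floor of 3 counts; leaving out a library, these ratios ran from 31.9 to 77.2, from 0.691 to 5.75 and from 10.9 to 122. The size of those of *SPAC212.03* and *gnr1* depended most on 1 glucose library each.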

Differences from the paper's values

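The alternatives compared here were set before the data were examined, and the ratio of *SPCC191.10* to the count floor, the calls of 4 named genes and the counts of the paper's regulated genes under each setting were chosen after values had been seen. A gap in a log2 fold change is called closed where the value had the paper's sign and differed from the paper's by no more than the larger of the replicate SD and the paper's SE, where it gives one. A gap called closed was in several cases only partly reduced.

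For non-coding features changed between any 2 conditions of wild type, the paper gives 1825, against 932 here, and none of the alternatives set before the data were examined closed the gap. The paper's number is above the 1814 non-coding features with a count in any library here. No test of these counts could reach it, so the 2 numbers may not count the same thing. The paper gives a squared correlation of 0.97 for *scr1*Δ and *scr1*::*ura4*+ cells, against 0.985 in glucose and 0.983 in sucrose. In glucose the value came within reach of the paper's without *scr1*::*ura4*+ replicate 2 (0.961), and in sucrose without *scr1*Δ replicate 1 (0.975), *scr1*::*ura4*+ replicate 1 (0.98) or *scr1*::*ura4*+ replicate 2 (0.961), and under no other alternative. Between sucrose and glucose the paper's table has 2 genes and the edgeR fit 1, with 2 under DESeq2 with and without its prior and under the replicate block, and no other alternative closed the gap.

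For *inv1*, the log2 fold change in the *scr1*- mutant was 7.45 in glucose and 7.28 in sucrose, against the paper's 5.23 and 5.16, and in the glucose-starved condition 7.53 against the paper's 5.02. DESeq2 with its prior closed these gaps (4.85, 4.82 and 4.55), as did leaving out wild type glucose replicate 2 for glucose (6.32) and the glucose-starved condition (6.2), and leaving out glucose-starved replicate 1 (5.71); the other alternatives did not. For *gld1*, the value in sucrose was 4.21 against the paper's 3.84, closed by DESeq2 with its prior (3.6). It came just inside the paper's SE of 0.36, with most of the gap remaining, without *scr1*::*ura4*+ replicate 1 (4.17), *scr1*Δ replicate 1 (4.13) or wild type replicate 2 (4.15), and under no other alternative. For *gld1* in the glucose-starved condition the value was 8.64 against the paper's 7.88. DESeq2 with its prior (7.70) closed this gap, as did leaving out glucose-starved replicate 1 (7.52) or glucose replicate 2 (7.99). No other alternative did. The values here are edgeR's, while the paper's methods name DESeq2 and do not mention its prior. If the prior was applied there, the values are different measures. DESeq2 with its prior closed every log2 fold change gap in this paragraph and in those on *zwf2* and *mug14* below. It closed none of those read from Fig. 2a. Closure by leaving out a library therefore does not show that the library caused the gap.

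*zwf2* had 3.93 in the mutant in glucose against the paper's 3.32, closed by DESeq2 with its prior (3.31), no batch term (3.53), the replicate block (3.51) and *scr1*::*ura4*+ alone (3.67) and not by the others. *gal10* had 3.86 against the paper's 3.27, closed by the same settings (3.02, 3.72, 3.74 and 3.55) and without *scr1*Δ replicate 1 (3.68) or wild type replicate 2 (3.47), and not by the others; at 3.72, 3.74 and 3.68 most of the gap remained. *SPCC191.10* had 6.62 in sucrose against the paper's 4.33, closed by DESeq2 with its prior (4.64) alone; in glucose its mean was 64.6 times the count floor, against the paper's 21.1-fold. Leaving out a library gave from 31.9 to 77.2, and the other alternatives were not run for this ratio. As the wild type libraries were at or below the floor, these ratios cannot give the size of a gap to the paper's value. Within batch B alone the log2 difference was 4.54, near the paper's value, and within batch A 7.35.

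In the glucose-deficient condition, *mug14* had 8.38 against the paper's 6.44, closed by DESeq2 with its prior (6.81) alone, and *urg2* had -3.77 against the paper's -2.80, closed by DESeq2 with its prior (-2.28) and without glucose-deficient replicate 1 (-2.78) or glucose replicate 2 (-2.85), but not by the others. In the glucose-starved condition, *fbp1* had 7.83 against the paper's 6.21 and *SPAC869.09* 11.31 against the paper's 9.67, each closed by DESeq2 with its prior alone (6.66 and 10.14). *mug108* had 11.52 against the paper's 11.02, closed by DESeq2 with its prior (10.90), no batch term (11.22), the replicate block (11.24), stranded libraries alone (10.84) and without glucose replicate 1 (10.85), and *SPAC29A4.22* had 11.33 against the paper's 10.32, closed by DESeq2 with its prior (10.25) and no batch term (10.64), in each case by no other alternative.

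Values read by eye from Fig. 2a for the mutant in sucrose also differed. *fba1* had 0.07 against the paper's about -0.01, closed by *scr1*::*ura4*+ alone (-0.00) and without wild type replicate 2 (-0.01). *tdh1* had 0.43 against the paper's about 0.25, closed by no batch term (0.29), the replicate block (0.30), *scr1*::*ura4*+ alone (0.26) and without wild type replicate 2 (0.31). *pgk1* had 0.32 against the paper's about -0.08, closed by no batch term and the replicate block (both -0.00), and *eno101* had 0.20 against the paper's about -0.01, closed by the same settings (-0.04 and -0.02). The other alternatives closed none of these.

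The paper lists *agl1*, *dak2*, *ght6* and *gti1* as changed in the *scr1*- mutant, and the edgeR fit did not call them. In glucose their log2 fold changes were 3.02 (adjusted p = 0.0504), -1.51 (0.16), 3.21 (0.154) and 1.25 (0.0647), and in sucrose 2.49, -0.97, 3.91 and 1.27. DESeq2 without its prior and a fit of the glucose and sucrose libraries alone called all 4 in glucose, DESeq2 with its prior called *agl1*, *dak2* and *gti1*, and DESeq2's size factors in edgeR and a fit without the low-count filter called *agl1*. *ght5*, which the paper's table lists as changed between sucrose and glucose, was not called (1.94, adjusted p = 0.167), but was under DESeq2 with and without its prior and under the replicate block. Of the 85 genes of the paper's regulated list, 63 were called. DESeq2 with its prior called 76 and without it 79, the glucose and sucrose libraries alone 82, DESeq2's size factors 65 and no low-count filter 64; without a batch term 39 were called, including 1 that edgeR did not call, with the replicate block 46, including 3, and with *scr1*Δ alone 40, including 2. The number of changed genes in the mutant in glucose was 67 against the paper's 81, and DESeq2 with its prior gave 71 up and 10 down.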

Other observations

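The tests in this part were chosen after the result they address had been seen, apart from the within-batch test of the sucrose and glucose-deficient relation.

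Genes higher in the *scr1*- mutant in sucrose tended to be higher in glucose-deficient wild type cells: 45 of 49 were higher there than in glucose and 39 were past the threshold, with a median difference of 2.29 on the log2 scale against 0.08 for random lists matched on expression (percentile 100.0). The relation was not particular to that condition. In the glucose-starved condition against glucose, 38 of these genes were past the threshold upwards and 6 downwards. Within batch A, 44 of the 49 were higher in the glucose-deficient condition than in glucose, against 51.2% of all genes, so the relation was also seen in the batch A libraries alone, which are among those used above. Release from Scr1 may account for part of the glucose-deficient response, as a hypothesis found and tested on the same data.

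Of the 70 genes changed in the mutant, 28 lay within 10 kb of another. In 10000 random lists, 0 had as many (median 8.0, highest 25). Once overlapping genes were dropped, 21 of 65 did, with 4 random lists reaching that number (highest 24), so overlapping features counting the same reads could account for part of the number but not for all of it. Shared local regulation may be a candidate explanation and was not tested.

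*cnp3*, *abp2* and 4 features between them were lower in the mutant, and all 4 of the features between were past the threshold downwards in glucose and in sucrose. In glucose-starved wild type cells against glucose, 0 of the 4 were past it (3594 genes had an unadjusted p-value under 0.05 in that comparison). In the stranded libraries alone the log2 fold change of *abp2* was -2.3, which goes against a difference between library types. A strain variant shared by the mutants cannot be told apart from an effect of *scr1*: *abp2* reached 40.6 CPM at most in glucose-deficient and glucose-starved wild type libraries, with 27.6 and 30.7 CPM in the glucose-starved ones, inside the range of the mutant libraries (17.2 to 31.6), and had 76.5 CPM or more in wild type glucose and sucrose libraries. Wild type cells thus reached mutant levels of *abp2* when starved, and *cnp3* and *abp2* were past the threshold downwards there, by -1.65 and -1.89 on the log2 scale. This test was first read as going against a strain variant, and was changed to leave the question open after the value had been seen.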
